# Ferritin-mediated iron detoxification promotes hypothermia survival in *Caenorhabditis elegans* and murine neurons

**DOI:** 10.1038/s41467-022-32500-z

**Published:** 2022-08-19

**Authors:** Tina Pekec, Jarosław Lewandowski, Alicja A. Komur, Daria Sobańska, Yanwu Guo, Karolina Świtońska-Kurkowska, Jędrzej M. Małecki, Abhishek Anil Dubey, Wojciech Pokrzywa, Marcin Frankowski, Maciej Figiel, Rafal Ciosk

**Keywords:** Homeostasis, Gene regulation

## Abstract

How animals rewire cellular programs to survive cold is a fascinating problem with potential biomedical implications, ranging from emergency medicine to space travel. Studying a hibernation-like response in the free-living nematode *Caenorhabditis elegans*, we uncovered a regulatory axis that enhances the natural resistance of nematodes to severe cold. This axis involves conserved transcription factors, DAF-16/FoxO and PQM-1, which jointly promote cold survival by upregulating FTN-1, a protein related to mammalian ferritin heavy chain (FTH1). Moreover, we show that inducing expression of FTH1 also promotes cold survival of mammalian neurons, a cell type particularly sensitive to deterioration in hypothermia. Our findings in both animals and cells suggest that FTN-1/FTH1 facilitates cold survival by detoxifying ROS-generating iron species. We finally show that mimicking the effects of FTN-1/FTH1 with drugs protects neurons from cold-induced degeneration, opening a potential avenue to improved treatments of hypothermia.

## Abstract (web summary)

Strategies to improve cold resistance are of potential biomedical interest. Here the authors demonstrate that ferritin-mediated detoxification of iron, preventing the generation of reactive oxygen species, promotes cold survival in both *Caenorhabditis elegans* and cultured mammalian neurons.

## Introduction

Cold is a potentially lethal hazard. Nonetheless, hibernation is a widespread phenomenon used by animals to survive periods of low energy supply associated with cold^1–4^. Although humans do not hibernate, some primates do so^5^, hinting that a hibernation-like state might, someday, be induced in humans, with fascinating medical repercussions^6,7^. Nowadays, cooling is used widely in organ preservation for transplantation. Therapeutic hypothermia is also applied, among others, during stroke or trauma, helping preserve functions of key organs, like the brain or heart^8,9^. Cellular responses to cold are also of interest for longevity research, as both poikilotherms (animals with fluctuating body temperature, like flies and fish) and homeotherms (like mice) live longer at lower temperatures^10,11^. Therefore, understanding the molecular underpinnings of cold resistance has the potential to transform several areas of medicine.

The free-living nematode *C. elegans* populates temperate climates^12^, indicating that these animals can survive spells of cold. In laboratories, *C. elegans* are typically cultivated between 20–25 °C, and a moderate temperature drop slows down but does not arrest these animals^13,14^. Deep cooling of *C. elegans*, i.e. to near-freezing temperatures, remains less studied. Exposing nematodes to 2–4 °C, after transferring them directly from 20–25 °C (which we refer to as “cold shock”), results in the death of most animals within 1 day of rewarming^15–17^. However, the lethal effects of cold shock can be prevented when animals are first subjected to a transient “cold acclimatization/adaptation” at an intermittent temperature of 10–15 °C^15,17^. Such cold-adapted nematodes can survive near-freezing temperatures for many days^15,17–19^. While in the cold, the nematodes stop aging, suggesting that they enter a hibernation-like state^17^.

Among factors promoting *C. elegans* survival in near-freezing temperatures, we previously identified a ribonuclease, REGE-1, homologous to the human Regnase-1/MCPIP1^17,20^. In addition to ensuring cold resistance, REGE-1 promotes the accumulation of body fat, which depends on the degradation of mRNA encoding a conserved transcription factor, ETS-4^17^. Interestingly, previous studies showed that the loss of ETS-4 synergizes with the inhibition of insulin signaling in extending lifespan^21^ and that the inhibition of the insulin pathway dramatically enhances cold survival^15,19^. Combined, these observations suggested that the cold survival-promoting function of REGE-1 could be related to the inhibition of the ETS-4/insulin signaling axis. In this work, we validate that hypothesis, dissect the underlying mechanism, and reveal that its main objective is the neutralization of harmful iron species. The connection between cold and iron toxicity is consistent with previous studies on mammalian cells^22–24^. We extend this analysis to mammalian neurons and describe a conserved mechanism that protects cells from cold damage by ferritin-mediated iron detoxification.

## Results

### Inhibition of ETS-4 improves *C. elegans* survival in the cold

Our initial studies of *C. elegans* “hibernation” identified the RNase REGE-1 as a factor promoting cold survival^17^. Studying REGE-1 in a different physiological context, the regulation of body fat, we showed that a key target of REGE-1 encodes a conserved transcription factor, ETS-4^17^. Thus, we asked whether overexpression of ETS-4, taking place in *rege-1*(−) mutants, is also responsible for their cold sensitivity. We tested that by incubating animals at 4 °C, henceforth simply the “cold” (for details on cold survival assay, see Fig. 1a). Indeed, we found that *rege-1*(−)*; ets-4*(–) double mutants survived cold much better than *rege-1*(−) single mutants (Fig. 1b). Unexpectedly, however, the double mutants survived cold even better than wild type (Fig. 1b). Intrigued, we additionally examined the *ets-4*(−) single mutants and found that these mutants also survived cold much better than wild type (Fig. 1b). Thus, inhibiting ETS-4 is beneficial for cold survival irrespective of REGE-1. This observation was somewhat surprising as, in wild type, REGE-1 inhibits ETS-4 by degrading its mRNA^17^. However, we observed that, in wild type, both ETS-4 protein and *ets-4* mRNA were more abundant in the cold (Fig. 1c, d). Thus, an incomplete/inefficient degradation of *ets-4* mRNA in the cold could explain the improved survival of *ets-4*(−) mutants.

**Fig. 1:**
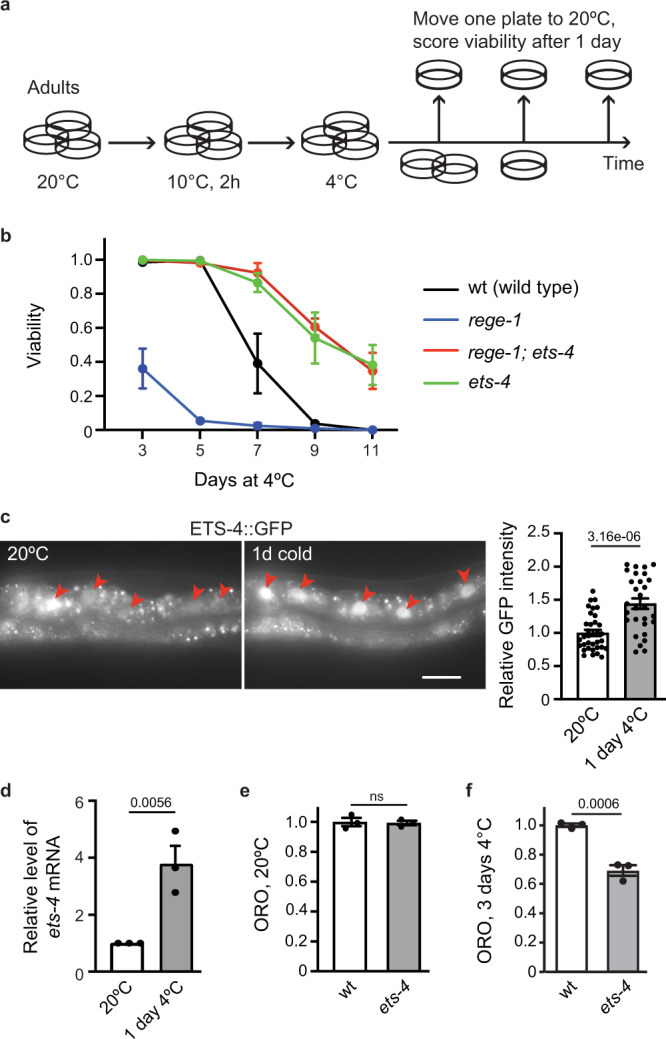
ETS-4 is a negative regulator of cold survival. **a** Representation of a typical cold-survival experiment. One-day-old adult nematodes, grown at 20 °C in multiple plates, were cold-adapted for 2 h at 10 °C and then shifted to 4 °C. Every few days, one plate was transferred back to 20 °C, and after 1 day of recovery, the animals were scored for viability. **b** Inactivation of *ets-4* increases cold survival. Animals of the indicated genotypes were cold-exposed as in 1a. Note that *ets-4(rrr16)* mutants, like *rege-1(rrr13); ets-4(rrr16)* double mutants, survived cold better than wild type (mutant alleles indicated in parentheses). Error bars represent the standard error of the mean (SEM), *n* = 3 independent experiments. 200–350 animals were scored per time point. **c** ETS-4 protein in upregulated in the cold. One-day-old adult *ets-4::GFP(rrr45)* nematodes were cold-exposed as in 1**a**. Representative images on the left show enhanced GFP fluorescence in the intestinal nuclei (arrowheads). Scale bar: 20 μm. The corresponding quantification is on the right. Error bars represent SEM, *n* = 1 independent experiment, 30–40 nuclei examined per condition. **d** Cold upregulates the *ets-4* mRNA. Wild-type nematodes were treated as in 1**a**. The level of *ets-4* mRNA, normalized to *act-1* mRNA, was measured by RT-qPCR and is expressed relative to control animals grown at 20 °C. Error bars represent SEM, *n* = 3 independent experiments. **e**, **f** Cold induces a faster loss of body fat in *ets-4* mutants than wild type. Wild type or *ets-4(rrr16)* nematodes were grown at 20 °C (**e**) or were incubated in the cold for 3 days (**f**), as in 1**a**. Body fat was quantified by staining with the lipophilic dye oil red O (ORO). Error bars represent SEM, *n* = 3 independent experiments. 10–15 animals (**e**) or 30 animals (**f**) were scored per replicate and strain. **c–f**. *p* values calculated using unpaired one-sided *t*-test; ns not significant. Source data are provided as a Source Data file.

Because many hibernators burn accumulated fat to fuel survival in the cold, the ETS-4-mediated fat loss^17^, and cold sensitivity observed here in *rege-1*(−) mutants, could be connected. Previously, we found that inhibiting ETS-4 restores body fat of *rege-1*(−) mutants to wild-type levels^17^. Here, we additionally examined the fat content of *ets-4*(−) single mutants. We observed that, at 20 °C, the fat content in these mutants was similar to wild type (Fig. 1e). We also examined fat levels after a few days in the cold and found that the *ets-4*(−) mutants had less fat than wild type (Fig. 1f). Thus, while the increased cold resistance of *ets-4*(−) mutants cannot be explained by the higher levels of energy stored in body fat, it is possible that higher consumption of fat in *ets-4*(−) mutants might be linked to improved cold survival.

### The enhanced cold survival requires both DAF-16 and PQM-1

ETS-4 was previously described to synergize with the insulin/IGF-1 signaling pathway in limiting the nematode lifespan^21^. Moreover, the lifespan extension seen in *ets-4*(−) mutants, as is the case with insulin pathway mutants, depends on the transcription factor DAF-16/FOXO^21,25^. These and additional reports, that insulin pathway mutants display cold resistance depending on DAF-16^15,19^, prompted us to examine the genetic relationship between *ets-4*(−) and the insulin pathway mutants in the context of cold resistance. First, using a loss-of-function allele of the insulin-like receptor, *daf-2(e1370)*^26^, we observed that these mutants survived cold even better than *ets-4*(−) mutants (Fig. 2a). We then compared each single mutant with the double mutant, and observed that the *daf-2(e1370); ets-4*(−) double mutants survived cold only slightly better than the *daf-2(e1370)* single mutants (Fig. 2a; *p* = 4.9E-06). Since the effects of either single mutant do not simply add up, these observations suggest that the *daf-2(e1370)* and *ets-4*(−) mutants use, at least partly, overlapping mechanisms to promote cold survival.

**Fig. 2:**
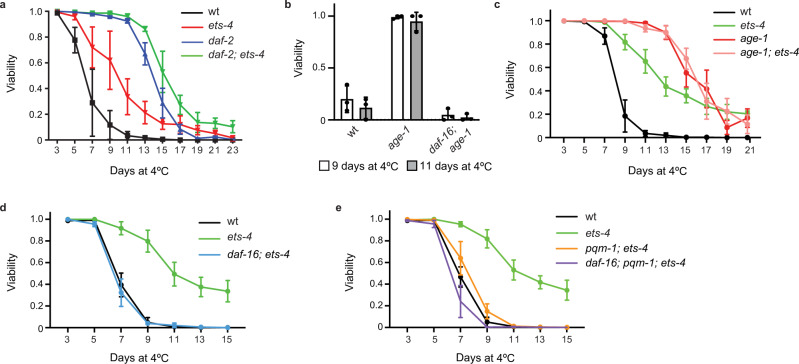
The enhanced cold survival of *ets-4* mutants depends on DAF-16 and PQM-1. **a**–**e** Survival of nematodes of the indicated genotypes, subjected to cold as in Fig. 1a. Mutant alleles are indicated in parentheses. Error bars represent SEM, “*n*” indicates the number of biologically independent replicates. **a** Inactivation of *ets-4* and *daf-2* increases cold survival. Cold resistance was compared between wild type (wt), *ets-4(rrr16)*, *daf-2(e1370)*, and *daf-2(e1370); ets-4(rrr16)* mutants. Note that *daf-2(e1370); ets-4(rrr16)* double mutant had only slightly improved cold resistance compared to *daf-2(e1370)* single mutant (*p* = 4.90E-06; Wilcoxon signed-rank test). *n* = 3, 324–668 animals scored per time point. **b** Increased cold resistance of *age-1* mutants depends on *daf-16*. Cold resistance was compared between wild type (wt), *age-1(hx546)*, and *daf-16(mu86); age-1(hx546)* mutants. *n* = 3, 200–300 animals scored per time point. **c** The cold resistance of *age-1* mutants does not increase with an additional inactivation of *ets-4*. Cold resistance was compared between wild type (wt), *age-1(hx546)*, *ets-4(rrr16)* and *age-1(hx546)*; *ets-4(rrr16)* mutants. *n* = 4, 350–500 animals scored per time point. **d** The increased cold resistance of *ets-4* mutants depends on *daf-16*. Cold resistance was compared between wild type (wt), *ets-4(rrr16)*, and *daf-16(mu86)*; *ets-4(rrr16)* mutants. *n* = 4, 350–500 animals scored per time point. **e** The increased cold resistance of *ets-4* mutants also depends on *pqm-1*. Cold resistance was compared between wild type (wt), *ets-4(rrr16)*, *pqm-1(ok485)*; *ets-4(rrr16)* and *daf-16(mu86)*; *pqm-1(ok485)*; *ets-4(rrr16)* mutants. Note that the triple mutants survived cold essentially like wild type, indicating that DAF-16 and PQM-1 promote cold survival in *ets-4(−)*, but not wild type animals. *n* = 4, 450–650 animals scored per time point. Source data are provided as a Source Data file.

That partial overlap suggests that ETS-4 may affect insulin signaling “downstream” from the DAF-2 receptor. The main components of the *C. elegans* insulin pathway include the phosphoinositide 3-kinase AGE-1/PI3K, which is why we also tested the genetic relationship between *age-1* and *ets-4* mutations. Using the *age-1(hx546)* allele, carrying a point mutation reducing the AGE-1 activity^27^, we confirmed that also the *age-1* mutants survived cold better than the wild type, and that their improved survival depended on the transcription factor DAF-16/FOXO (Fig. 2b). Then, we examined the relationship between *age-1(hx546)* and *ets-4*(−) mutants. While the *age-1(hx546)* single mutants survived cold, expectedly, much better than the wild type, we observed no additional benefit of combining *age-1(hx546)* and *ets-4*(−) mutations (Fig. 2c). These observations suggest that AGE-1 could act in the same pathway as ETS-4, or converge on the same downstream effector(s). Thus, we also examined whether the enhanced cold survival of *ets-4*(−) mutants depends on DAF-16. Indeed, we found that removing DAF-16 completely suppressed the enhanced cold survival of *ets-4*(−) mutants (Fig. 2d). Reconciling all observations, we hypothesize that, in wild type, signals generated upon DAF-2 or ETS-4 activation converge on AGE-1, thus inhibiting DAF-16 and limiting cold resistance. Conversely, upon the inactivation of DAF-2 or ETS-4, DAF-16 activation results in improved cold resistance.

Recently, another transcription factor, PQM-1, was shown to complement DAF-16 in promoting the lifespan in DAF-2 deficient animals^28^. Although, in the intestinal cells, PQM-1 and DAF-16 nuclear occupancy has been shown to be mutually exclusive, some evidence was provided supporting the synergistic roles of DAF-16 and PQM-1^28,29^. Therefore, we tested whether the loss of PQM-1 could have a similar effect on the cold survival of *ets-4*(−) mutants as the loss of DAF-16. Indeed, removing PQM-1 suppressed the enhanced cold survival of *ets-4*(−) mutants (Fig. 2e). Importantly, in an otherwise wild-type background, we observed no apparent effects on cold survival in either *pqm-1*(−) or *daf-16*(−) single mutants, nor in the *pqm-1*(−)*; daf-16*(−) double mutants (Supplementary Fig. 1). Moreover, the survival of *daf-16(-); pqm-1*(*−*)*; ets-4*(−) triple mutants was similar to wild type (Fig. 2e). Together, these observations argue for cold survival-promoting roles for DAF-16 and PQM-1, which become apparent under conditions that favor their activation, such as upon ETS-4 inactivation. Although either protein seems necessary for the full extent of cold protection in *ets-4*(−) mutants, we noticed that the cold survival of *daf-16*(−); *pqm-1*(−); *ets-4*(−) triple mutants was slightly (but significantly) reduced compared with the *pqm-1*(−); *ets-4*(−) double mutants (Fig. 2e; *p* = 0.01). Thus, while the bulk of cold protection mediated by DAF-16 and PQM-1 may reflect a shared function, these proteins could contribute to cold survival also by playing minor, independent roles.

### DAF-16 and PQM-1 are enriched in the gut nuclei in the cold

We hypothesized that DAF-16 and PQM-1 may facilitate cold survival by inducing the transcription of specific genes. Under normal growth conditions, DAF-16 remains inactive in the cytoplasm. However, when insulin signaling is inhibited, DAF-16 moves to the nucleus to activate target genes^30^. To test the nuclear accumulation of DAF-16 in our system, we attached (by CRISPR/Cas9 editing) a GFP-FLAG tag to the C-terminal end of the endogenous *daf-16* open reading frame (ORF) (see Methods) and examined the distribution of GFP-tagged DAF-16 (DAF-16::GFP) in wild type and *ets-4*(−) mutant nematodes. We observed little nuclear signal at 20 °C, with a minimal increase in the absence of ETS-4 (Fig. 3a, c). After 1 or 3 days at 4 °C, however, we observed a significant increase in the nuclear DAF-16::GFP (Fig. 3a, c); this increase appeared to be posttranscriptional, as *daf-16* mRNA levels remained constant between 20 and 4 °C (Supplementary Fig. 2a). Although the nuclear DAF-16::GFP signal appeared slightly stronger in *ets-4*(−) mutants at day one in the cold, this was no longer true at day 3 (Fig. 3a, c). Thus, although the nuclear enrichment of DAF-16 is consistent with its ability to potentiate cold resistance, that enrichment is, apparently, insufficient, as it only enhances cold survival in *ets-4*(−) mutants but not in wild type (Fig. 2a).

**Fig. 3:**
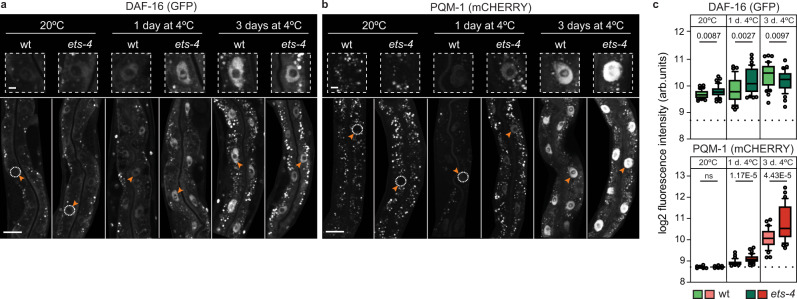
DAF-16 and PQM-1 are enriched in the gut nuclei of cold-exposed nematodes. **a** Representative confocal images showing nuclear accumulation of DAF-16. Wild type or *ets-4(rrr16)* mutants, both containing endogenously GFP-tagged DAF-16 (allele *daf-16(syb707)*), were sampled at the indicated times and temperatures, as in Fig. 1a, and the GFP fluorescence was imaged (quantified in **c**, left). Arrowheads point to representative gut nuclei (demarcated with dashed circles when displaying little or no fluorescence), which are enlarged in the insets above. Size bars, here and in **b**: 25 μm (small magnification) and 5 μm (large magnification). **b** Representative confocal images showing nuclear accumulation of PQM-1. Wild type or *ets-4(rrr16)* mutants, both containing endogenously mCherry-tagged PQM-1 (allele *pqm-1(syb432)*), were sampled as above, and mCherry fluorescence was imaged (quantified in **c**, right). Arrowheads point to representative gut nuclei, enlarged in the insets. **c** Quantifications of the nuclear fluorescence, corresponding to **a** (left) and **b** (right). Each data point represents log_2_-transformed mean nuclear intensity per animal. The dotted line represents the average background within each experiment. Box plot: center line, median; box limits, upper and lower quartiles; whiskers, tenth to 90th percentile; points, outliers. Data from three biologically independent replicates, 10 to 15 animals scored per replicate. *p* values calculated using unpaired two-sided *t*-test; ns not significant. Source data are provided as a Source Data file.

Next, we performed a similar analysis on PQM-1, fusing (by CRISPR/Cas9 editing) an mCHERRY-MYC tag to the C-terminal end of the endogenous *pqm-1* ORF (see Methods). We detected little if any nuclear PQM-1::mCHERRY at 20 °C in either wild type or *ets-4*(−) mutants (Fig. 3b, c), agreeing with the previously reported expression patterns^28,31–33^. By contrast, after 1 day at 4 °C, we began detecting the nuclear PQM-1::mCHERRY signal in wild-type nematodes and a slightly stronger signal in the nuclei of *ets-4*(−) mutants (Fig. 3b, c); this increase may be transcriptional, as *pqm-1* mRNA levels were higher at 4 °C than 20 °C (Supplementary Fig. 2b). After three days at 4 °C, the PQM-1::mCHERRY nuclear signal increased even further and, at this point, *ets-4(-)* mutants displayed significantly higher signal than wild type (Fig. 3b, c). Thus, in contrast to the standard cultivation temperature, where DAF-16 and PQM-1 localize to the nucleus in a mutually exclusive manner^28^, DAF-16 and PQM-1 coexist in the nucleus in the cold.

### Identification of *ftn-1* as a candidate gene promoting cold survival

The above observations are compatible with a scenario where, upon ETS-4 inactivation, DAF-16 and PQM-1 co-regulate transcription of cold survival-promoting gene(s). To test this hypothesis, we undertook a functional genomic approach. First, we compared gene expression (by RNA-seq) between *ets-4*(−) and wild-type animals incubated at 4 °C. Then, by comparing *pqm-1*(−)*; ets-4*(−) or *daf-16*(−)*; ets-4*(−) double mutants to the *ets-4*(−) single mutant, we identified genes, whose expression in the *ets-4*(−) mutant depends on PQM-1 and/or DAF-16 (Supplementary Data 1). 

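Poly-A RNA of wild type (wt), *ets-4*, *daf-16; ets-4* and *pqm-1; ets-4* animals was sequenced from 2 biological replicates per strain, each of about 1000 day 1 adults. The libraries behind these comparisons came from animals adapted for 2 h at 10 °C and kept for 24 h at 4 °C. Libraries of the same 4 strains at 20 °C, with 2 replicates each, were analysed alongside them. The authors deposited the number of uniquely mapped reads that overlapped exons of each protein-coding gene, without normalization. The table held 20447 genes and 16 libraries. Total counts per library ranged from 36049588 to 43039567 at 4 °C (median 38249049) and from 32046029 to 48770269 at 20 °C (median 41421588). The authors' rule was applied first: counts were scaled to the mean library total at 4 °C, 8 was added, log2 was taken, and a gene was called when it changed at least 2-fold in replicate 1 against replicate 1 and in replicate 2 against replicate 2. The pseudocount of 8 shrinks the fold changes of genes with few reads. The same counts were then tested with edgeR's quasi-likelihood test, with TMM normalization and Benjamini-Hochberg adjustment, over the 14571 genes that passed its expression filter at 4 °C. With 2 replicates per strain, the spread between replicates was estimated from all 4 strains together.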

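The mutated genes were examined first, as counts scaled for library size (CPM). At 4 °C, *ets-4* (WBGene00017687, chromosome X, 6518883 to 6522667, WBcel235) had 60.3 and 84.5 CPM in wt, 4.35 and 8.83 in *ets-4*, 7.35 and 12.8 in the *daf-16* double mutant, and 11.5 and 11.8 in the *pqm-1* double mutant. At 20 °C it had 26.3 and 25.9 CPM in wt but 76.9 and 159 in the libraries labelled *ets-4*, 84.9 and 186 in those labelled *daf-16; ets-4*, and 107 and 202 in those labelled *pqm-1; ets-4*. This transcript was therefore lower than in wt in the mutant libraries at 4 °C but higher in those at 20 °C. The labels name alleles and give no transcript level, so this does not by itself contradict them. At 4 °C, *daf-16* fell by 1.11 on the log2 scale in the *daf-16* double mutant against *ets-4* (standard error 0.09, adjusted p = 0.015 from edgeR). In the *pqm-1* double mutant, *pqm-1* fell by 0.76 (standard error 0.16, adjusted p = 0.459). With the replicate number as a block, the adjusted p from edgeR was 0.000215 for *daf-16* and 0.0262 for *pqm-1*. At 20 °C, *daf-16* had 107 and 174.5 CPM in the libraries labelled *daf-16; ets-4* and 166 and 154.5 in wt, and *pqm-1* had 5.98 and 16.15 CPM in those labelled *pqm-1; ets-4* and 15.6 and 22.6 in wt. In *ets-4* against wt at 4 °C, edgeR called 0 of 14571 genes at an adjusted p under 0.05, while 2025 genes had an unadjusted p under 0.05. In the *daf-16* double mutant against *ets-4* it called 1 gene up and 22 down, and in the *pqm-1* double mutant against *ets-4* 3 up and 4 down. Libraries with the same replicate number deviated from their strain means together. Across 11953 genes, the correlation of these deviations between strains at 4 °C ranged from 0.58 to 0.80 over 6 pairs of strains, with a mean of 0.70; genes are not independent replicates. With the replicate number as a block, edgeR called 874 genes up and 540 down in *ets-4* against wt, 254 up and 308 down in the *daf-16* double mutant, and 554 up and 306 down in the *pqm-1* double mutant. Of the alternatives tried, the block moved these counts most. The *ets-4* transcript itself, with a log2 fold change of -3.47 in *ets-4* against wt, had an adjusted p of 0.0982 from edgeR without the block. With the block it was 0.0022. A fit without the block counts a difference shared by same-numbered libraries as spread between replicates. Its 0 calls in *ets-4* against wt therefore do not show that no gene changed. The largest changes that passed the test without the block and the 2-fold rule were in *mtl-1*, which fell by 4.78 in the *daf-16* double mutant (standard error 0.35, adjusted p = 0.0145 from edgeR), and in *Y17G7B.23*, which rose by 6.03 in the *pqm-1* double mutant (standard error 0.43, adjusted p = 0.015), and *Y102A5C.36*, which fell by 8.39 there (standard error 0.59, adjusted p = 0.015). The gene *Y17G7B.23* lies within 2 Mb of *pqm-1* on chromosome II. With the block, the adjusted p from edgeR was under 0.05 for each of these 3 genes. With a fit to the 4 libraries of each comparison alone it was not.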

To illustrate this, we prepared an integrative heat map, using all 4 °C samples with replicates. Focusing on changes between the strains, we observed three distinct gene clusters (Fig. 4a). 

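By the 2-fold rule, 142 genes were up and 22 were down in *ets-4* against wt in both replicates, out of 20447 genes. The log2 fold changes of these 164 genes in the 3 comparisons, with replicates kept apart, were clustered into 3 groups by k-means with 50 starts, since the paper's text gives automated clustering without naming the method. The clusters held 72, 70 and 22 genes. Hierarchical clustering by Ward's method gave 89, 53 and 22. With a pseudocount of 1 in place of 8, the clusters held 285, 259 and 153 genes. Leaving out one library at a time was an alternative added after the data were seen. The other library of the same strain took its place, so libraries of unlike replicate numbers were also compared. Cluster 1 then held 9 to 221 genes, cluster 2 19 to 212 and cluster 3 22 to 83. These ranges include the difference between replicates.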

Cluster 1 (red) includes genes upregulated in the cold in *ets-4*(−) mutants (compared to wild type), which either do not change or go down upon the additional inhibition of *daf-16* or *pqm-1*. 

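The 72 genes of cluster 1 rose in *ets-4* against wt by a mean log2 fold change of 1.39 in replicate 1 and 1.57 in replicate 2. In the *daf-16* double mutant against *ets-4* their mean log2 fold change was -0.58 (SD 0.77 over genes), with 48 genes lower in both replicates and 11 higher in both. In the *pqm-1* double mutant it was -0.44 (SD 0.94), with 39 lower and 12 higher in both replicates. The fall reached 2-fold in both replicates for 10 of the genes in the *daf-16* double mutant and for 5 in the *pqm-1* double mutant. Because the clusters were formed on these same fold changes, the direction of the means is set in part by the clustering.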

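The second cluster held 70 genes, with a median scaled count of 20.9 in wt at 4 °C. Their mean log2 fold change in *ets-4* against wt was 1.42 (SD 0.32 over genes). Relative to *ets-4*, they rose by a further 0.82 and 1.09 in replicates 1 and 2 of the *daf-16* double mutant, and by 0.86 and 1.98 in those of the *pqm-1* double mutant. Of the 70 genes, 64 were higher in both replicates of the *daf-16* double mutant and 65 in both replicates of the *pqm-1* double mutant, 24 and 23 of them by at least 2-fold. These genes also differed between replicates of one strain: in the wt libraries at 20 °C, their median log2 difference of replicate 2 from replicate 1 was 0.80, against 0.01 in random lists matched on expression.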

Cluster 2 (green) includes genes upregulated across all conditions. 

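The 22 genes down in *ets-4* had a median scaled count of 379.7 in wt at 4 °C. They fell in *ets-4* against wt by a mean of 1.93 on the log2 scale in replicate 1 and 1.99 in replicate 2. In the *daf-16* double mutant against *ets-4* their mean log2 fold change was 0.00 (SD 0.38 over genes), with 9 genes higher in both replicates and 8 lower in both. In the *pqm-1* double mutant it was 0.30 (SD 0.50), with 11 higher and 4 lower in both replicates. The number that reached a 2-fold rise in both replicates was 0 in each double mutant.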

Finally, the smallest cluster 3 (blue), includes genes downregulated in *ets-4*(−) mutants, which either do not change or go up, upon the additional inhibition of *daf-16* or *pqm-1*. With this analysis, we observed that many changes in gene expression upon the loss of ETS-4 were reverted upon the additional loss of either DAF-16 or PQM-1, supporting a functional relationship between DAF-16 and PQM-1. 

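Among the 142 genes up in *ets-4*, 57 (40.1%) had a mean log2 fold change below 0 in the *daf-16* double mutant against *ets-4*, with 43.7% in replicate 1 and 38.0% in replicate 2 taken alone. In the *pqm-1* double mutant, 54 genes fell (38.0%), with 40.8% and 33.1% in the replicates. Of the 14955 other genes whose mean count was at least the lowest among the 142, 44.8% and 40.6% fell in the same comparisons. The other genes were not matched to the 142 on expression. A total of 30 of the 142 genes fell in both replicates of both double mutants, and 59 in both replicates of at least one. A fall of 2-fold in both replicates was seen for 10 genes in the *daf-16* double mutant and 5 in the *pqm-1* double mutant, of which *scrm-4* and *C07G1.7*, named after their values were seen, were common to both. A rise of 2-fold was seen for 24 and 23 genes. The *ets-4* libraries enter both the choice of the genes and the fall. When the genes were chosen in one replicate pair and the fall was measured in the other, 30.8% fell in the *daf-16* double mutant and 29.3% in the *pqm-1* double mutant; this alternative was chosen after the data were seen. Leaving out one library at a time, also added after the data were seen, moved the percent most. The other library of the strain took its place, so the replicate numbers were no longer paired. The percent ranged from 24.4% to 66.3% in the *daf-16* double mutant and from 21.1% to 67.9% in the *pqm-1* double mutant. From the behaviour of the clusters in the heat map (Fig. 4a), the paper reasons that changes seen on loss of ETS-4 that revert on the further loss of DAF-16 or PQM-1 point to a functional relationship between the 2 factors.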

Taking advantage of the ENCODE database, which reports genome-wide chromatin association of many transcription factors^34^, we examined the potential binding of DAF-16 and PQM-1 around the transcription start sites (TSS) of genes in each cluster of the heat map. Even though the ENCODE data comes from experiments performed at standard growth conditions, we decided to use it as an approximation and observed that genes whose expression in *ets-4*(−) mutants depends on DAF-16 or PQM-1 (i.e., genes in clusters 1 and 3), appear to be enriched for TSS-proximal binding sites for both transcription factors (Fig. 4a). The same enrichment was not seen for the cluster 2 genes, whose expression is apparently unrelated to DAF-16 or PQM-1 (Fig. 4a). The possible connection between clusters 1 and 3, and the association with DAF-16 or PQM-1, was statistically significant for PQM-1 but not DAF-16 (Fig. 4a). Nevertheless, by analyzing transcription factor binding motifs enriched within each gene cluster, we observed both PQM-1-like and DAF-16-like motifs enriched within the cluster 1 genes (Supplementary Fig. 3a, b^28^), which made us focus on this group of genes.

**Fig. 4:**
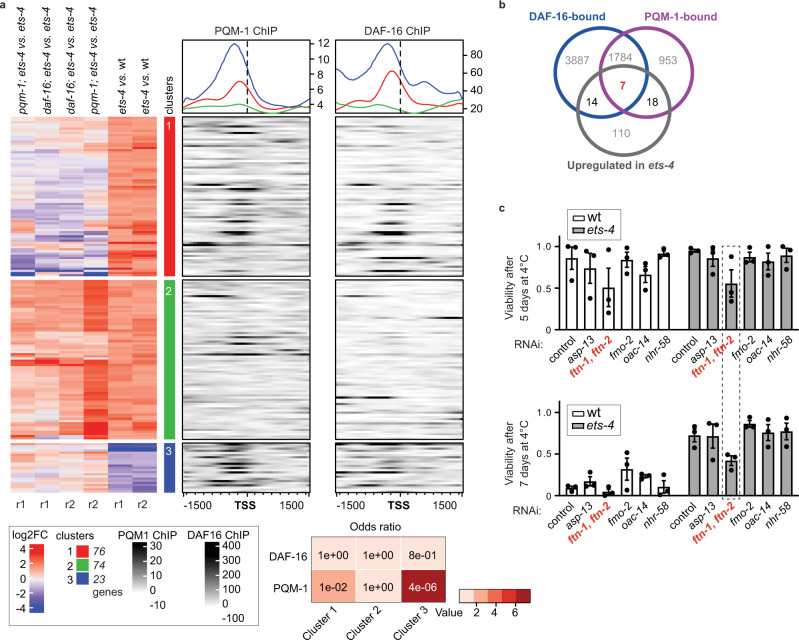
Identification of *ftn-1* as a candidate gene promoting cold survival. **a** Heat map and clustering of genes differentially expressed in the cold. RNA-seq transcriptome analysis was performed on animals of the indicated genotypes: wt, *ets-4(rrr16)*, *daf-16(mu86); ets-4(rrr16)*, and *pqm-1(ok485); ets-4(rrr16)*. The animals, treated as in Fig. 1a, were collected on day 1 at 4 °C. Left: Integrative heat map showing log_2_ fold changes in gene expression between the indicated strains. “r1 and r2” indicate biological replicates. Each line represents one gene. Automated clustering showed three distinct clusters: cluster 1 (red), cluster 2 (green), and cluster 3 (blue). Right: binding of DAF-16 and PQM-1 around the transcription start sites (TSSs) of genes shown on the left, using the ChIP ENCODE data^34^. The line graphs above (colored according to the clusters) illustrate enrichments for DAF-16 or PQM-1 binding, within each cluster, around the TSS. The heat map below shows a hypergeometric test of overlaps between three clusters of genes and PQM-1 or DAF-16 targeted genes. Color-coded *p* values are shown. **b** Diagrams showing the overlap between the indicated sets of genes. Gray circle: genes upregulated more than twofold in *ets-4(rrr16)* mutants compared to wt at day 1 at 4 °C. Blue circle: genes whose promoters are bound by DAF-16. Magenta: genes whose promoters are bound by PQM-1 (according to ref. 28). Note that seven genes (*asp-13*, *ftn-1*, *fmo-2*, *oac-14*, *nhr-58*, *cpt-4*, and *pals-37*), whose promoters were bound (at 20 °C) by both DAF-16 and PQM-1, were reproducibly upregulated in the absence of ETS-4. **c** A joint depletion of *ftn-1* and *ftn-2* reduces cold survival. Wild type (wt) and *ets-4(rrr16)* mutants were RNAi-depleted for candidate genes from **b** (the depletion of *ftn-1* and *ftn-2*, in *ets-4* animals, is indicated by the stippled box), and tested for cold resistance, as in Fig. 1a. Error bars represent SEM, *n* = 3 independent experiments. 200–350 animals scored per time point. Source data are provided as a Source Data file.

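By the rule of a 2-fold rise in each replicate, *ets-4* against wt at 4 °C gave 379 genes in replicate 1 and 574 in replicate 2, and 0 genes changed 2-fold in opposite directions. All of the 142 genes shared by both replicates were tested by edgeR. It called 0 of them at an adjusted p under 0.05 without a block and 82 with the replicate number as a block. The deviations of the wt and *ets-4* libraries from their strain means correlated at 0.71 across genes. When replicate 1 was compared with replicate 2 and 2 with 1, 62 genes rose 2-fold in both comparisons. With one library left out at a time and the other of its strain used in its place, the count ranged from 89 to 383. This also unpairs the replicate numbers.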

To identify candidate genes, whose DAF-16 and PQM-1 dependent activation promotes cold survival, we first selected genes upregulated (in both biological replicates), at least twofold, in *ets-4*(−) mutants compared to wild type (after 1 day at 4 °C). Second, we intersected these genes with those whose promoters associate with either DAF-16 or PQM-1, according to the confident binding sites from ref. 28. This analysis yielded seven genes (*asp-13*, *ftn-1*, *fmo-2*, *oac-14*, *nhr-58*, *cpt-4*, and *pals-37*) that were reproducibly upregulated in *ets-4*(−) mutants and whose promoters may associate with both PQM-1 and DAF-16 (Fig. 4b). 

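All 7 genes rose at least 2-fold in both replicates of *ets-4* against wt at 4 °C, with log2 fold changes by the paper's rule from 1.00 for *fmo-2* to 2.82 for *oac-14*. The replicates differed most for *oac-14*, at 1.07 and 2.82. Of the 7, 5 fell into cluster 1, and *cpt-4* and *fmo-2* into cluster 2.
Against *ets-4*, 4 of the genes were lower in both replicates of the *daf-16* double mutant and 2 in both replicates of the *pqm-1* double mutant. Only *ftn-1* was lower in all 4 comparisons, by -1.17 and -1.84 in the *daf-16* double mutant and -1.78 and -0.61 in the *pqm-1* double mutant. The replicates of *oac-14* in the *pqm-1* double mutant went in opposite directions, at 1.02 and -1.94.
In edgeR's test of *ets-4* against wt over all genes, 0 of the 7 had an adjusted p under 0.05 without a block. With the replicate number as a block, 5 did: *asp-13* (log2 fold change 1.12, standard error 0.13, adjusted p = 0.00348), *cpt-4* (1.40, 0.15, 0.00202), *pals-37* (1.52, 0.30, 0.0202), *ftn-1* and *nhr-58* (1.24, 0.30, 0.0374). Adjusted over the 7 genes alone, 2 passed without the block and 5 with it; the list is the paper's own selection from these data, so this second count shows no stability. Against *ets-4*, adjusted over the 7 genes alone, 0 passed in either double mutant without the block. With it, *ftn-1* and *pals-37* passed in the *daf-16* double mutant, both lower there than in *ets-4* (adjusted p from edgeR 0.0403 each). In the *pqm-1* double mutant *ftn-1* passed as lower (adjusted p from edgeR 0.0369), and *asp-13* (0.0246) and *cpt-4* (0.000607) passed as higher. Over all genes with the block, 0 of the 7 passed in the *daf-16* double mutant, and *cpt-4* alone passed in the *pqm-1* double mutant, as higher (adjusted p from edgeR 0.0103). Without replicate 2 of *ets-4*, the log2 fold change of *asp-13* in *ets-4* against wt was -0.93, with replicate 1 of *ets-4* (5.78 CPM) set against both wt replicates (2.30 and 19.7 CPM), while within same-numbered pairs it rose by 1.27 and 1.13. The binding data used to choose the genes were not used here.

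**Figure D1:**
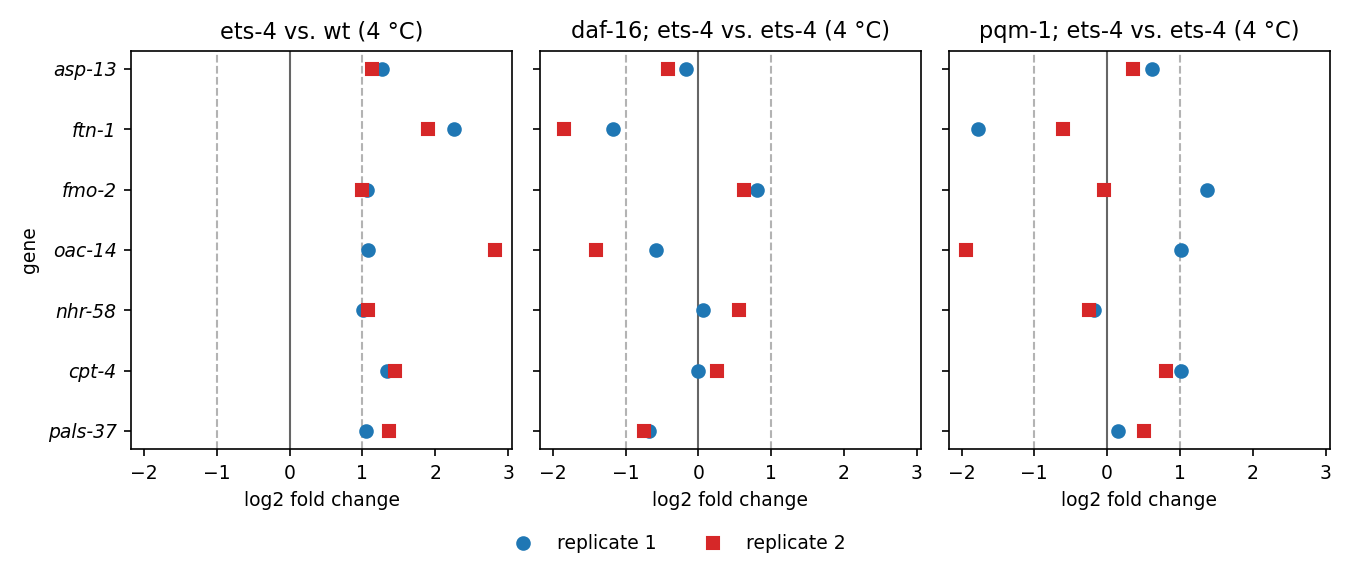
Log2 fold changes by the paper's rule (x axis) of the 7 candidate genes (y axis) at 4 °C, with 1 circle for replicate 1 and 1 square for replicate 2 in each of 3 comparisons. Dashed lines mark 2-fold changes. All points lie at or above 1.00 in *ets-4* against wt, and *ftn-1* alone lies below 0 in both replicates of both double mutants.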

If these genes were relevant for the enhanced cold survival, their inhibition would be expected to impede cold survival of *ets-4*(−) mutants. Testing this, we observed that RNAi-mediated depletion of *ftn-1* (encoding one of two nematode ferritins), reproducibly compromised cold survival (Fig. 4c; *pal-37* and *cpt-4* were tested subsequently, but their depletion did not have consistent effects on cold survival). Contrary to expectations, we observed that effect not only in *ets-4*(−) mutants but also in wild type (Fig. 4c). However, the RNAi construct used for targeting *ftn-1* is predicted to also target the other *C. elegans* ferritin, *ftn-2*. While *ftn-2* is expressed constitutively, the expression of *ftn-1* is highly dynamic^35,36^. Thus, a baseline expression of *ftn-2* and/or *ftn-1* may contribute to the wild-type cold survival, while the additional induction of *ftn-1* could be responsible for the enhanced cold survival of *ets-4*(−) mutants. To test this hypothesis, we examined, by RT-qPCR, the expression of *ftn-1* and *ftn-2* in various mutants.

### FTN-1 induction by PQM-1 and DAF-16 explains the enhanced survival of *ets-4* mutants

Consistent with the above scenario, we observed an upregulation of *ftn-1* (but not *ftn-2*) in wild type (weaker) and *ets-4* mutants (stronger) in the cold (Fig. 5a, b). Moreover, in agreement with our RNA profiling data, the *ftn-1* induction depended on both DAF-16 and PQM-1, whereas the expression of *ftn-2* did not (Fig. 5a, b). 

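In the RNA-seq libraries at 4 °C, *ftn-1* (WBGene00001500, chromosome V, 7546468 to 7547579, WBcel235) was covered by few reads: 34 and 7 counts in the wt replicates, 197 and 49 in *ets-4*, 81 and 7 in the *daf-16* double mutant, and 60 and 29 in the *pqm-1* double mutant. These correspond to 0.588 ± 0.567 CPM (SD, n = 2) in wt and 3.38 ± 3.03 CPM in *ets-4*. In both strains the SD was close to the mean. Replicate 1 was higher than replicate 2 in each of the 4 strains.
The log2 fold change in *ets-4* against wt was 2.52 (standard error 1.34, adjusted p = 0.43 from edgeR). With the replicate number as a block it was 2.53 (standard error 0.50, adjusted p = 0.0268). In the *daf-16* double mutant against *ets-4*, *ftn-1* changed by -1.44 (standard error 1.27, adjusted p = 0.791), and by -1.59 with the block (standard error 0.46, adjusted p = 0.107). In the *pqm-1* double mutant it changed by -1.65 (standard error 1.27, adjusted p = 0.667), and by -1.43 with the block (standard error 0.46, adjusted p = 0.111). The deviations of same-numbered libraries correlated at 0.80 between *ets-4* and the *daf-16* double mutant and at 0.62 between *ets-4* and the *pqm-1* double mutant. With one library left out at a time, which unpairs the replicate numbers, the change in the *daf-16* double mutant ranged from -4.10 to 0.01.
The gene *ftn-2* (WBGene00001501, chromosome I, 3680180 to 3680927) was far more abundant, at 145 ± 14.8 CPM (SD, n = 2) in wt, 215 ± 2.71 in *ets-4*, 239.5 ± 8.57 in the *daf-16* double mutant and 168.5 ± 20.4 in the *pqm-1* double mutant. Its log2 fold change in *ets-4* against wt was 0.56 (standard error 0.10, adjusted p = 0.188 from edgeR; 0.00849 with the block). It changed by 0.15 in the *daf-16* double mutant (adjusted p = 0.734; 0.308 with the block) and by -0.36 in the *pqm-1* double mutant (adjusted p = 0.626; 0.0411 with the block).

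**Figure D2:**
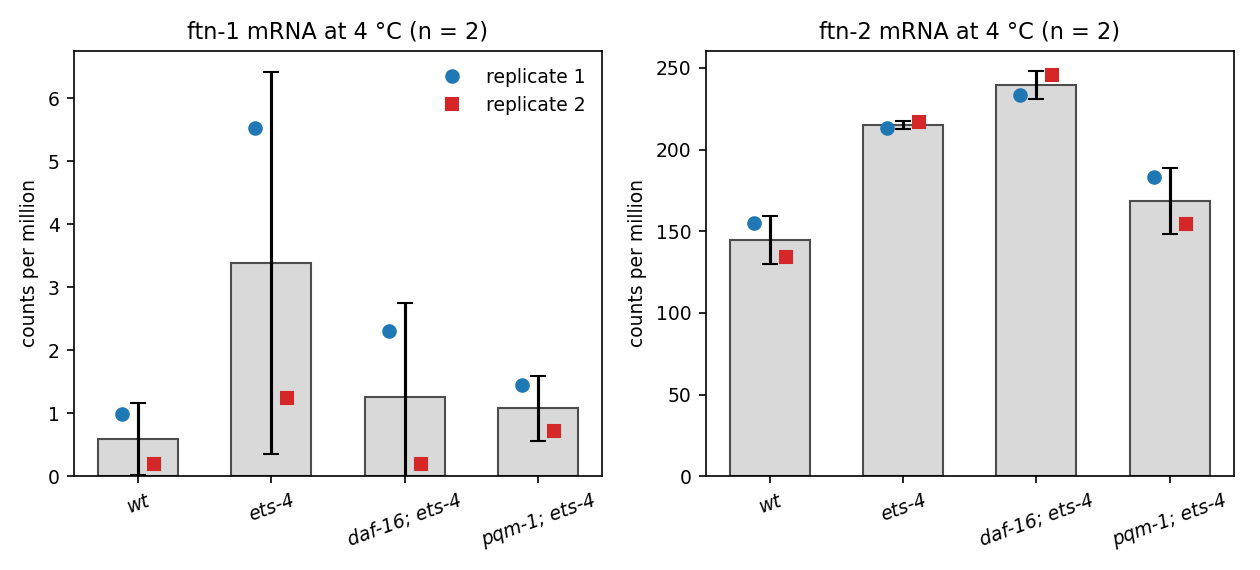
CPM (y axis) of *ftn-1* (left) and *ftn-2* (right) in the 4 strains at 4 °C (x axis). Bars are means of 2 replicates, error bars are SDs, circles are replicate 1 and squares are replicate 2. For *ftn-1*, replicate 1 lies above replicate 2 in each strain, and the *ets-4* mean of 3.38 CPM is above the wt mean of 0.588 CPM.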

While a joint induction by both TFs has not been reported before, the selective induction of *ftn-1* by DAF-16 and PQM-1 is consistent with previous reports that described, in different physiological contexts, DAF-16 or PQM-1-mediated upregulation of *ftn-1*^32,37^. Thus, expectedly, when examining the ENCODE data^34^, we observed the association of DAF-16 and PQM-1 with the *ftn-1*, but not *ftn-2*, promoter region (Supplementary Fig. 3c). While PQM-1 associates only with the *ftn-1* promoter region, DAF-16 appears to bind with the first exon and within the promoter region. Interestingly, within the *ftn-1* promoter, DAF-16 and PQM-1 associate with the same region. Upon closer inspection, we noticed that this region contains a predicted PQM-1 binding site (Supplementary Fig. 3c)^28^. To test if this site is important for *ftn-1* induction, we created a strain in which this sequence was deleted from the promoter (pΔ *ftn-1*). Importantly, this deletion prevented *ftn-1* mRNA induction in the cold, in both wild type and *ets-4*(−) mutants (Fig. 5c). Since FTN-1 is expressed in the intestine^36^, i.e., the tissue where ETS-4, DAF-16, and PQM-1 are all expressed in the cold (Figs. 1c, 3a, b), our combined data support the scenario where *ftn-1* (but not *ftn-2*) is induced in cold-exposed *ets-4*(−) mutants jointly by PQM-1 and DAF-16. If the induction of *ftn-1* were responsible for the enhanced cold survival of *ets-4(-)* mutants, inhibiting *ftn-1* would be expected to impact cold survival of *ets-4*(−) mutants but not wild-type animals. We tested that using an existing loss-of-function allele, *ftn-1(ok3625)*^38,39^. Indeed, while the cold survival of *ftn-1*(−) single mutants was indistinguishable from wild type, the *ftn-1* inactivation abolished the enhanced cold survival of *ets-4*(−) mutants (Fig. 5d).

**Fig. 5:**
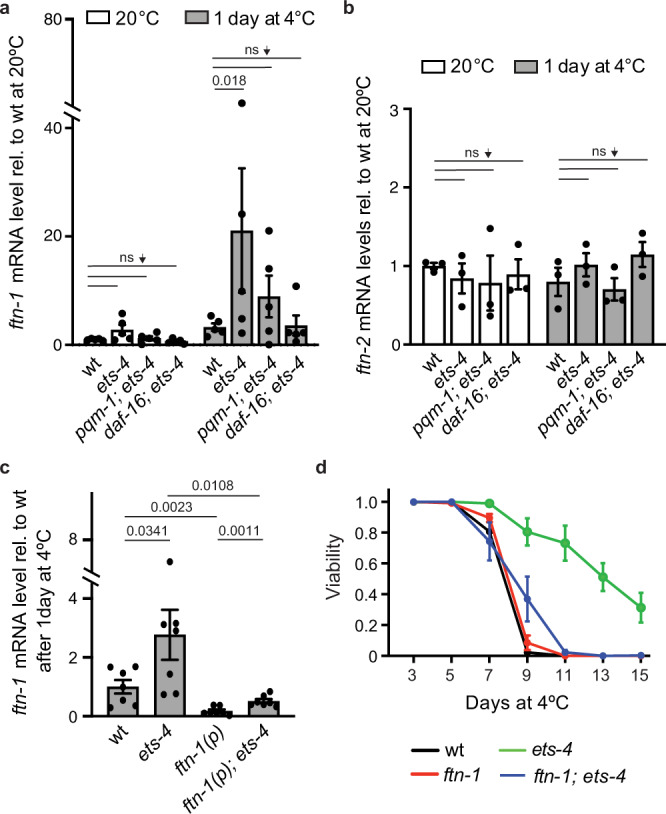
FTN-1 upregulation promotes cold survival. **a** DAF-16 and PQM-1 are required for the elevated expression of *ftn-1* mRNA in cold-treated *ets-4* nematodes. Wild type (wt), *ets-4(rrr16)*, *pqm-1(ok485); ets-4(rrr16)* and *daf-16(mu86); ets-4(rrr16)* mutants were cold-exposed, as in Fig. 1a. The level of *ftn-1* mRNA (normalized to *act-1* mRNA) was measured by RT-qPCR and expressed relative to wt animals at 20 °C. Error bars represent SEM, *n* = 5 independent experiments. *p* values calculated using two-way ANOVA with Tukey’s multiple comparison test; ns not significant. **b** DAF-16 and PQM-1 do not regulate the expression of *ftn-2*. The animals were collected and analyzed for *ftn-2* mRNA level, similar as in **a**. *n* = 3 independent experiments. **c** Deletion of a putative PQM-1 binding site in *ftn-1* promoter abolishes the induction of *ftn-1* in the cold. Wild type (wt), *ets-4(rrr16)*, *ftn-1(p)*, and *ftn-1(p); ets-4(rrr16)* mutants were cold-exposed for 1 day, as in Fig. 1a. *ftn-1(p)* denotes the *ftn-1* allele *syb4641*, with putative PQM-1 biding site deleted from the promoter region. The level of *ftn-1* mRNA (normalized to *act-1* mRNA) was measured by RT-qPCR and expressed relative to cold-treated wt animals. Error bars represent SEM, *n* = 7 independent experiments. *p* values calculated using an unpaired one-sided *t*-test. **d** Inactivation of *ftn-1* abolishes the increased cold resistance of *ets-4* mutants. Cold resistance was compared between wild type (wt), *ftn-1(ok3625)*, *ets-4(rrr16)*, and *ftn-1(ok3625)*; *ets-4(rrr16)* mutants, as in Fig. 1a. Error bars represent SEM, *n* = 3 independent experiments. 250–400 animals scored per time point. Source data are provided as a Source Data file.

### FTN-1 promotes cold survival through its ferroxidase activity

Mammalian ferritin consists of multiple heavy and light subunits (FTH and FTL) that form nanocages storing thousands of iron atoms^40^. The *C. elegans* ferritins, FTN-1 and −2, are more similar to FTH than FTL^41^. Under standard growth conditions, when FTN-1 is expressed at low levels^36^, FTN-2 is chiefly responsible for the storage of body iron^39^. To examine that in the cold, when FTN-1 is induced, we analyzed iron content in extracts from wild type or mutant animals, using size exclusion chromatography–inductively coupled plasma-mass spectrometry (SEC-ICP-MS)^39^. The bulk of iron was associated with a protein complex similar in size to the horse ferritin standard (∼440 kDa), representing the *bona fide C. elegans* ferritin (annotated as Peak 2 in presented chromatograms). We found that, in cold-treated animals, the levels of total and ferritin-associated iron were independent of FTN-1, even in *ets-4*(−) mutants that express FTN-1 (Fig. 6a and Supplementary Fig. 4a). However, similar to standard temperature^39^, they depended on FTN-2 (Fig. 6b and Supplementary Fig. 4a). Especially Peak 2 was nearly abolished in *ftn-2*(−) mutants, confirming that this peak represents ferritin-associated iron. Thus, the induction of FTN-1 appears to have little effect on the pool of ferritin-stored iron.

**Fig. 6:**
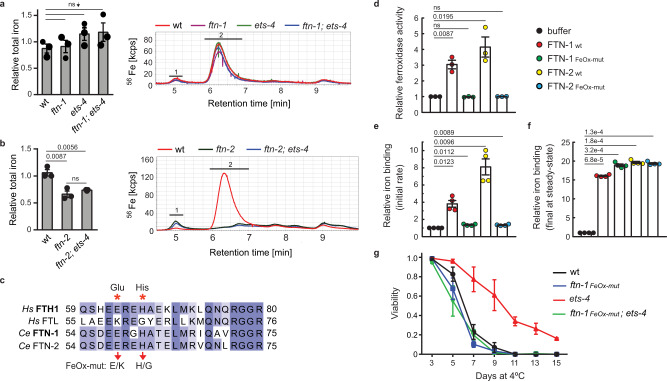
FTN-1 promotes cold survival via its ferroxidase activity. **a** Total body iron is independent of FTN-1. One-day-old adults: wt, *ftn-1(ok3625)*, *ets-4(rrr16)*, and *ftn-1(ok3625); ets-4(rrr16)*, were cold-exposed (3 days). Total iron in extracts was measured by SEC-ICP-MS and normalized to wt. Right: chromatograms, left: quantitation of area under curves. Peak 1; high molecular weight-associated iron. Peak 2; ferritin-associated iron. *n* = 3 independent experiments. **b** Total body iron depends on FTN-2. One-day-old adults: wt, *ftn-2*(*ok404*), and *ftn-2*(*ok404*); *ets-4*(*rrr16*), were cold-exposed (3 days). Total iron in extracts was measured as in **a**. *n* = 3 independent experiments. **c** Partial sequence alignment of ferritin homologs. Human (Hs): ferritin heavy (FTH1; NP_002023.2) and light (FTL; NP_000137.2) chains. *C. elegans* (Ce): FTN-1 (NP_504944.2) and FTN-2 (NP_491198.1). Red asterisks indicate amino acids mutated (E58K/H61G) in ferroxidase-deficient FTNs (FeOx-mut). **d** The FeOX-mut mutations abrogate the ferroxidase activity of FTNs. Ferroxidase activity of recombinant FTN-1 or −2, either wt or FeOx-mut, was tested on ferrous ammonium sulfate (FAS) relative to buffer (no FTN). *n* = 3 independent experiments. **e** The FeOX-mut mutations reduce the initial velocity of iron binding. The initial rate of iron binding after mixing FAS with recombinant FTNs, as in **d**, was measured relative to buffer. *n* = 4 independent experiments. **f** The FeOX-mut mutations do not impact a steady-state iron binding. Recombinant FTNs, as in **d**, were incubated with FAS for 1 h. The amount of soluble (FTN-bound) iron was measured relative to the buffer. *n* = 4 independent experiments. **g** The FeOx-mut mutations in *ftn-1* abolish increased cold resistance of *ets-4* mutants. Cold survival of wt, *ftn-1(FeOx-mut)*, *ets-4(rrr16)* and *ftn-1(FeOx-mut)*; *ets-4(rrr16)* animals was determined as in Fig. 1a. (*FeOx-mut* indicates the *ftn-1*(*syb2550*) allele). *n* = 3 independent experiments. 261–396 animals scored per time point. Statistical analysis: Error bars: SEM; *p* values calculated using unpaired two-sided *t*-test (in **a**, **b**) or paired one-sided *t*-test (in **d–f**); ns not significant. Source data are provided as a Source Data file.

Iron is present in cells in both oxidized Fe^3+^/ferric(III) and reduced Fe^2+^/ferrous(II) forms. Excess of Fe^2+^ is potentially harmful because, in the so-called Fenton reaction, it catalyzes the formation of reactive oxygen species (ROS)^42,43^. Notably, both FTN-1 and −2 contain predicted ferroxidase active sites. In particular, the residues Glu-58 and His-61, corresponding to Glu-63 and His-66 in human FTH1 (Fig. 6c and Supplementary Fig. 4b,c), which in homologous proteins mediate the Fe^2+^-to-Fe^3+^ conversion^44^. This strongly suggests that both FTN-1 and −2 are ferroxidase-active. Accordingly, ferritin-deficient mutants display an elevated ratio of Fe^2+^/Fe^3+^ during aging^39^. Although the individual impact of FTN-1 on the Fe^2+^/Fe^3+^ balance was not examined, the overexpression of *ftn-1* was reported to have antioxidant effects^45^. Thus, we wondered if the ferroxidase activity of FTN-1 is beneficial for enhanced cold survival. To show that FTN-1 and −2 are indeed ferroxidase-active, we expressed recombinant, untagged FTN-1 and −2 in *E. coli* and purified them to apparent homogeneity (Supplementary Fig. 4d). In addition, we expressed and purified the putative ferroxidase inactive versions of FTN-1 and −2, by introducing the E58K/H61G double-mutation (FeOx-mut) to mimic the sequence of the human ferritin light chain (FTL) (Fig. 6c), which is ferroxidase inactive^46^. Recombinant FTN-1 and −2, both wt and mutated, formed high molecular weight complexes, suggesting correct folding and formation of ferritin cages (Supplementary Fig. 4d). Importantly, the wild-type FTN-1 and −2 proved to be ferroxidase active, the E58K/H61G mutants were not (Fig. 6d). Additionally, we tested the ability of recombinant FTNs to bind iron in conditions when ferrous ions are the only iron source. We found that the initial velocity (rate) of iron binding was reduced in E58K/H61G-mutated FTNs compared to wild-type proteins (Fig. 6e). A simple interpretation of this result is that, at least in vitro, the rate of binding reflects the speed with which the ferric iron is generated from ferrous ions in the presence (fast, catalyzed) or absence (slow, spontaneous oxidation) of the FTN ferroxidase activity. Importantly, and in agreement with similar results obtained with human ferritins^44,46^, the ferroxidase activity of FTNs does not seem to be essential for the iron-binding per se because, after prolonged incubation (at steady-state), FTNs were able to bind a comparable amount of iron, regardless of whether they were ferroxidase-active or not (Fig. 6f).

Finally, to test whether the ferroxidase activity of FTN-1 is important for cold survival in vivo, we modified the endogenous *ftn-1* locus (introducing the E58K/H61G mutation by CRISPR/Cas9 editing), so that the mutant animals produce only a ferroxidase-inactive FTN-1 (FeOx-mut). Crucially, we found that the inactivation of the FTN-1 ferroxidase activity completely abolished the enhanced cold survival of *ets-4*(−) animals (Fig. 6g). Since commercially available anti-ferritin antibodies failed to detect FTN-1 and/or −2, we employed mass spectrometry to detect FTN-1- and FTN-2-specific peptides in animal extracts. Using this semi-quantitative approach we detected comparable amounts of FTN-1 and −2, in both *ets-4*(−) and *ftn-1(FeOx-mut)*; *ets-4* mutants, indicating that E58K/H61G mutation has little impact on expression of both ferritins (Supplementary Fig. 4e). Notably, FTN-1 accounted only for ∼10% of total ferritin level in both mutant animals (Supplementary Fig. 4e), which agrees with the minor contribution of FTN-1 to ferritin-associated iron stored in *C. elegans* (Fig. 6a). Thus, because FTN-1 does not seem to play a major role in iron storage but its ferroxidase activity is essential for enhanced cold survival, our results suggest that FTN-1 facilitates cold survival through the detoxification of ferrous iron.

### Overproduction of FTN-1 is sufficient for the enhanced cold survival

Thus far, we have shown that FTN-1, when expressed in the absence of ETS-4, gives nematodes an advantage in surviving cold. To test whether FTN-1 may do that in an otherwise wild-type background, we created (using Mos1-mediated Single Copy Insertion, MosSCI;^47^) strains overexpressing *ftn-1* from two different, robust promoters; *dpy-30* and *vit-5*. Importantly, we found that both strains survived cold much better than wild type (Fig. 7a; for the levels of *ftn-1* mRNA overproduced from the *vit-5* promoter, see Supplementary Fig. 5a). By SEC-ICP-MS, we observed no changes in the levels of total and ferritin-associated iron in *ftn-1* overexpressing strains (Fig. 7b and Supplementary Fig. 5b, c), consistent with FTN-1 being important for iron detoxification but not storage. Because we test animal survival following a multi-day incubation in the cold, the beneficial effect of FTN-1 overexpression could reflect a more general function of FTN-1 in counteracting ageing. Although FTN-1 was reported to have no major role in the lifespan of animals grown at standard temperature^36,45^, we additionally compared the lifespan of wild-type or FTN-1 overexpressing animals as they emerged from a several-day incubation in the cold. In contrast to the strong cold survival-promoting effect of FTN-1, we observed only a small lifespan extension in animals that were surviving for the longest time (Supplementary Fig. 5d). Whether the benefit that those long-lived animals receive from FTN-1 is the same as in the animals subjected to cold remains to be tested. Nonetheless, FTN-1 appears to be more important for cold survival than for lifespan extension.

**Fig. 7:**
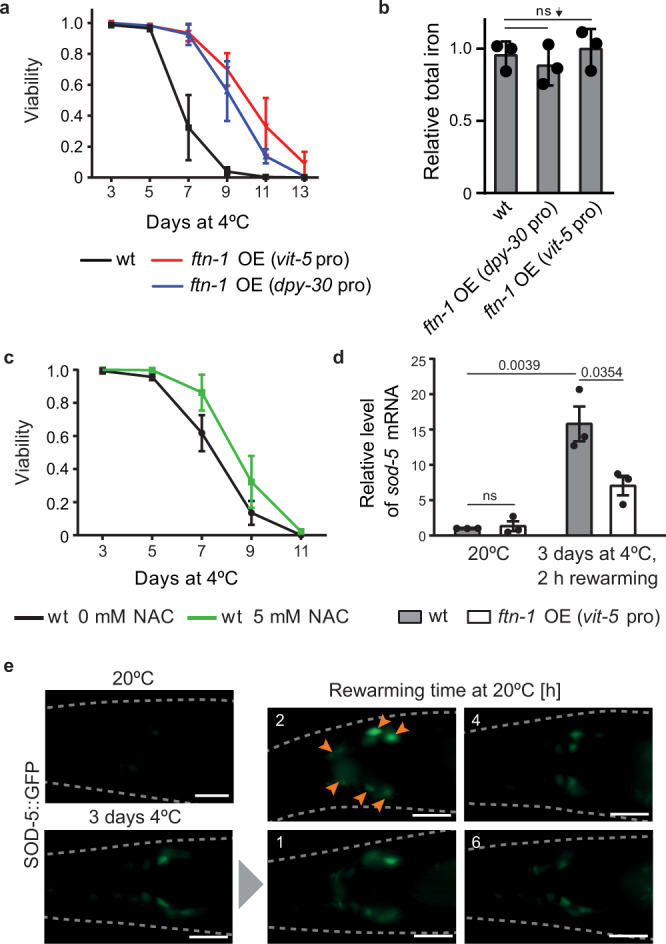
FTN-1 overexpression is sufficient for enhanced cold survival. **a** FTN-1 overexpression (OE) increases cold resistance. Cold survival was compared between wt, *ftn-1* OE *(vit-5* pro*)*, and *ftn-1* OE *(dpy-30* pro*)* animals, as in Fig. 1a (*dpy-30* pro (*sybSi67)* and *vit-5* pro (*sybSi72)* indicate OE lines, with *ftn-1* gene under control of *dpy-30* or *vit-5* promoter). Error bars represent SEM, *n* = 3 independent experiments. 232–307 animals scored per time point. **b** Total iron is unaffected by FTN-1 overexpression. One-day-old animals, as in **a**, were grown at 20 °C, and total iron in extracts was measured and analyzed as in Fig. 6a, with values normalized to wild type. Error bars indicate SEM, *n* = 3 independent experiments. ns not significant (unpaired two-sided *t*-test). **c** Antioxidant treatment improves cold survival of wild-type animals. Cold survival was compared between wt incubated in the absence or presence of *N*-acetylcysteine (NAC, 5 mM), as in Fig. 1a. Error bars represent SEM, *n* = 4 independent experiments. 452–514 animals scored per time point. **d** FTN-1 overexpression reduces *sod-5* mRNA elevated during rewarming of cold-exposed nematodes. One-day-old animals, wt or *ftn-1* OE *(vit-5* pro*)*, were collected at 20 °C or after 3 days at 4 °C with 2 h of rewarming at 20 °C. The levels of *sod-5* mRNA (normalized to *act-1* mRNA) were measured by RT-qPCR and expressed relative to wt at 20 °C. Error bars represent SEM, *n* = 3 independent experiments. *p* values calculated using unpaired two-sided *t*-test; ns not significant. **e** The expression of SOD-5::GFP peaks during rewarming. Representative fluorescence micrographs showing the expression of SOD-5::GFP fusion protein in the head region in 1-day-old adults subjected to cold. The animals were cold-exposed for 3 days, transferred back to 20 °C, and examined during rewarming in a time-course fashion. Representative images were taken at the indicated times and temperatures. Animals are outlined with gray, dashed lines. The experiment was repeated two times, with similar results. Scale bar: 20 µm. Source data are provided as a Source Data file.

The ferroxidase activity of FTN-1 is expected to lower the levels of ROS-generating Fe(II), implying that cold-treated nematodes experience increased levels of ROS. If so, treating animals with antioxidants might be expected to improve cold survival. Although antioxidants are relatively unstable, and our protocols involve long incubation times, we tested that by adding to culture plates *N*-acetylcysteine (NAC), which was shown to provide significant protection upon oxidative stress treatment^48^. In agreement with our hypothesis, we observed a small but significant extension of cold survival (Fig. 7c; *p* = 0.0005). We then attempted to monitor ROS levels in cold-treated animals by quantifying the fluorescence intensity of DHE (dihydroethidium)-stained nematodes by following a published ROS-detection protocol^49^. We did observe the expected trend, i.e., less ROS in *ets-4* mutants than wt, and comparable to wt levels of ROS in *ftn-1* or *ftn-1; ets-4* double mutants (Supplementary Fig. 5e). However, the variation was large, and so the *p* value between wt and *ets-4* (0.0547; *t*-test) was just above the significance threshold (0.05). Thus, we sought another factor whose induction could be used as a proxy for ROS detection. Specific enzymes, called superoxide dismutases (SODs), function at the front line of cellular defense against ROS^50^. There are five SODs in *C. elegans* and, examining their expression in cold-treated animals, we noticed a consistent increase in the *sod-5* mRNA (Fig. 7d). To understand the dynamics of *sod-5* activation, we examined the expression of GFP-tagged SOD-5^51^; the fusion protein is expressed mainly in neurons (Fig. 7e). Following SOD-5::GFP signal in live animals, we observed a strong, but transient increase of SOD-5::GFP during rewarming (Fig. 7e; note the elevated signal around 2 h into rewarming). Focusing thus on this time point, we tested whether the overexpression of *ftn-1* impacts *sod-5* activation. Indeed, we observed that the levels of *sod-5* mRNA were significantly lower in the *ftn-1* overexpressing strain than wild type (Fig. 7d).

All observations combined, a picture emerges where FTN-1, through its iron(II)-detoxifying activity, protects animals from the cold by reducing the levels of Fe(II)-catalyzed ROS. According to this model, animals subjected to cold experience an increase in Fe(II) iron. Detection of specific iron forms is not trivial, and our attempts to detect specifically Fe(II) in *C. elegans* were unsuccessful. Thus, assuming some level of conservation in cellular responses to cold, we decided to investigate that in mammalian cells, where Fe(II) detection is more robust and potential findings more directly applicable to human hypothermia.

### Iron management plays a key role in neuronal resistance to cold

Since the main clinical benefit of deep cooling is the preservation of neuronal functions, we decided to examine Fe(II) in neurons, where our observations may be of clinical relevance. For convenience, we chose to study murine neurons. To generate them, we differentiated primary neural stem cells, collected from early mouse embryos, into noradrenergic-like neurons (henceforth “neurons”), which affect numerous physiological functions, generally preparing the body for action. To examine their cold resistance, neurons (cultivated at the physiological temperature of 37 °C) were shifted to 10 °C for 4 h, and then returned to 37 °C. Their viability was examined after rewarming for 24 h (see Methods for details). First, we observed that cooling induced cell death in a large fraction of neurons (Fig. 8a). Interestingly, neuronal death was taking place during rewarming (Supplementary Fig. 6a), which is somewhat reminiscent of reperfusion injury, arguing that not the cold per se, but rather the burden associated with restoring cellular functions during rewarming, is the critical challenge facing cold-treated neurons.

**Fig. 8:**
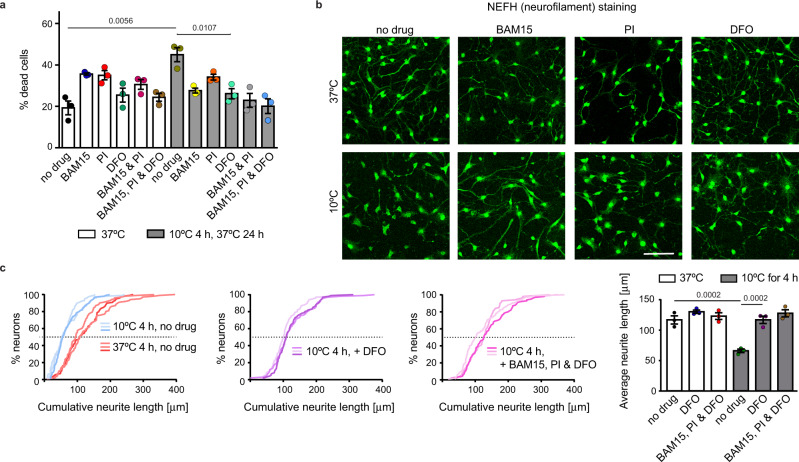
Reducing free iron protects murine neurons from cold-induced degeneration. **a** Deferoxamine, similar to BAM15 and protease inhibitors, increases the viability of cold-exposed murine neurons. Cells were incubated continuously at 37 °C or subjected to 10 °C (4 h) with 24 h rewarming (37 °C) in the absence or presence of DFO (100 µM), BAM15 (100 nM), PI (1:500 dilution) or their combinations. Cell viability was examined by staining with propidium iodide. Error bars represent SEM, *n* = 3 independent experiments. 600–800 cells were examined per condition. *p* values calculated using multiple two-sided *t*-test (left) or two-way ANOVA plus Tukey post hoc test (right). **b** Deferoxamine, similar to BAM15 and protease inhibitors, inhibits cold-induced degeneration of neurites. Shown are representative confocal images of murine neurons incubated at 37 or 10 °C (4 h) with indicated drugs, as in **a**. Cells were stained for NEFH to visualize neurites immediately after cold treatment. Scale bar: 40 μm. **c** Quantification of neurite length, visualized in b. The cumulative plots compare the total neurite length of differently treated cells (as indicated), and each curve corresponds to one experimental replicate, *n*. The bar graph (right) compares average neurite length. Error bars represent SEM, *n* = 3 independent experiments. *p* values calculated using one-way ANOVA plus post hoc Tukey test). Source data are provided as a Source Data file.

A recent study compared cold survival of neurons derived from either hibernating or non-hibernating mammals and reported that “hibernating” neurons survive cold much better than “non-hibernating” ones^52^. Thus, hibernating neurons appear to possess intrinsic mechanisms enhancing cold resistance. Remarkably, treating non-hibernating neurons with certain drugs was shown to compensate, at least partly, for their lower cold resistance^52^. Although house mice, upon starvation, are capable of daily torpor^53^, they can be considered non-hibernators in a classical sense. Correspondingly, we observed that treating murine neurons with either BAM15, a mitochondrial uncoupling drug, or PI, a cocktail of protease inhibitors (drugs previously used by ref. 52), increased their cold survival (Fig. 8a; note that these drugs were beneficial in the cold, while at standard temperature tended to reduce viability). Assuming that, like for nematodes, iron management is crucial for the survival of cold-treated neurons, we treated neurons with the iron-chelating drug deferoxamine (DFO), expected to lower cellular levels of free iron. Consistent with previous studies that, in other cell types, demonstrated cold-protective activity of DFO^22,23,54^, we found that DFO treatment protected neurons from cold-related death to the same extent as BAM15, PI, or the combination of these drugs (Fig. 8a).

In contrast to hibernating neurons, the non-hibernating neurons display a striking deterioration of neuronal processes/neurites, which is counteracted by BAM15 and/or PI treatment^52^. By staining neurons against neurofilament protein heavy polypeptide (NEFH; a neuron-specific component of intermediate filaments), we observed that DFO also had a strong stabilizing effect on cold-treated neurites (Fig. 8b, c). This protection appeared to be long-lasting, as the neurites were still evident at 24 h into rewarming (Supplementary Fig. 6b, c).

### Overproduction of FTH1 improves cold survival of mammalian neurons

By lowering the pool of free iron, DFO could indirectly reduce the levels of Fe(II). Nonetheless, to monitor ferrous iron directly, we employed a fluorescent probe, FeRhoNox-1, which specifically detects Fe(II). Strikingly, we observed a strong, though transient, increase of Fe(II) during rewarming (Supplementary Fig. 7a, b), which was reduced by DFO treatment (Fig. 9a). Since ferrous iron catalyzes the formation of ROS, and there are numerous reports on a cold-associated increase in ROS levels^55,56^, we also measured ROS levels, using CellROX Green, in cold-treated neurons. We observed a strong increase of ROS during rewarming, at the time coinciding with the Fe(II) peak (Fig. 9b). Importantly, that increase was counteracted by DFO treatment, as expected (Fig. 9b). Moreover, we noticed that the increase of ROS during rewarming was strongly reduced also in cells treated with BAM15 but not PI (Fig. 9b).

**Fig. 9:**
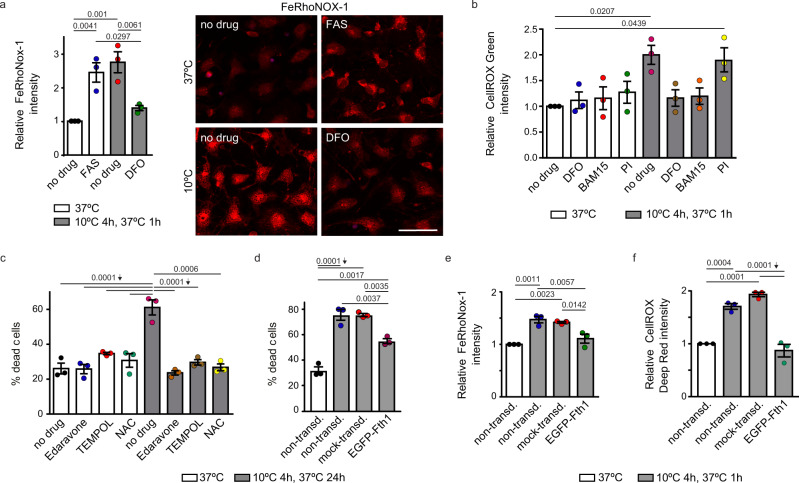
The overexpression of FTH1 promotes cold survival, mimicking drugs targeting the Fe(II)-ROS axis. **a** Cold-exposed neurons contain an elevated level of Fe(II). Neurons were incubated at 37 or 10 °C (4 h) with 1 h rewarming (37 °C) in the absence or presence of FAS (100 μM) or DFO (100 μM). Iron(II) was detected using FeRhoNox-1. Left: quantification of FeRhoNox-1 fluorescence, relative to non-treated cells incubated at 37 °C. 150-180 cells were examined per condition. Right: representative images, scale bar: 50 μm. **b** Iron chelation and mitochondrial uncoupling decrease ROS levels in cold-treated neurons. Neurons were incubated as in **a**, in the absence or presence of indicated drugs (concentrations as in Fig. 8a). ROS were detected using CellROX Green, and quantitated relative to non-treated cells at 37 °C. **c** Antioxidants increase the survival of cold-treated neurons. Neurons were incubated at 37 °C or at 10 °C (4 h) with 24 h rewarming at 37 °C, in the absence or presence of Edaravone (50 μM), *N*-acetylcysteine (NAC, 10 μM) or TEMPOL (50 μM). Viability was examined by propidium iodide staining. **d** Overexpression of murine FTH1 increases survival of cold-treated neurons. Neurons were transduced with lentivirus carrying either the *EGFP-Fth1* fusion gene or *EGFP* gene (mock-transduced). These and non-transduced controls were treated as in **c**. Viability was examined by propidium iodide staining. **e** FTH1 overexpression decreases the level of iron(II) in cold-treated neurons. Neurons were transduced as in **d**, and treated as in **a**, **b**. Iron(II) was detected using FeRhoNox-1 and quantitated relative to non-transduced cells at 37 °C. **f** FTH1 overexpression decreases ROS in cold-treated neurons. Neurons were treated as in **e**. ROS were detected using CellROX Deep Red and quantitated relative to non-transduced cells at 37 °C. Statistical analysis: Error bars: SEM; replicate number: *n* = 3 (biological in **a**–**e**, technical in **f**); *p* values calculated using one-way ANOVA plus post hoc Tukey test. Source data are provided as a Source Data file.

If, as expected, decreasing ROS is important for the recovery from cold, treating neurons with antioxidants should provide a similar benefit as DFO. To test that, we selected three therapeutic antioxidants: Edaravone^57–59^, NAC^60–62^, and TEMPOL^63,64^. Indeed, treating neurons with these drugs strongly enhanced cold survival (Fig. 9c). Finally, we decided to test whether, similar to *ftn-1* overexpression in nematodes, overexpression of its murine counterpart improves cold survival of neurons. The upregulation of ferritin was previously proposed to suppress oxidative damage associated with a cold-induced increase in catalytic iron^65,66^. However, those studies relied on indirect (hemin-induced) upregulation of ferritin and did not discriminate between different forms of ferritin. Thus, we tested specifically the ferroxidase-active murine FTH1 and found that *Fth1*-overexpressing neurons survived cold significantly better than mock-transduced neurons (Fig. 9d). Additionally, cold-exposed neurons overexpressing *Fth1* showed reduced levels of ferrous iron and less ROS, compared with cold-exposed mock-transduced cells (Fig. 9e, f).

In summary, cultured neurons appear to respond to hypothermia in a manner remarkably reminiscent of nematodes. Although Fe(II) was only imaged in neurons, both nematodes and neurons appear to display a transient increase in ROS during rewarming. Moreover, induction of ferroxidase-active FTN-1/FTH1 enhances cold survival in both models. Presumably, this reflects the capacity of both orthologous proteins for iron detoxification and, consequently, for reducing ROS. Importantly, targeting the iron-ROS axis with drugs enhances neuronal cold resistance, suggesting that these and related drugs might prove beneficial in treating hypothermia-associated neurological dysfunctions.

## Discussion

In this study, using as the starting point a mutation that increases cold resistance, we described a cold survival-promoting function of FTN-1/ferritin. We found that the induction of *ftn-1* in cold-treated *ets-4(-)* mutant nematodes depends on two TFs, DAF-16 and PQM-1. Although these TFs were previously shown to promote *ftn-1* expression individually^32,37^, our results suggest that, under certain conditions, they can function together. Consistent with this idea, PQM-1 and DAF-16 can associate with the same region of the *ftn-1* promoter. This region does not contain any obvious DAF-16-binding element (DBE) but includes a DAF-16-associated element (DAE) (Supplementary Fig. 3b, c), predicted to bind PQM-1, which we showed is required for the *ftn-1* induction in the cold (Fig. 5c). Thus, assuming that these TFs associate with the same promoter region in the cold, DAF-16 could be recruited to the promoter (directly or indirectly) by PQM-1. Additional TFs, like ELT-2 and HIF-1, known to regulate *ftn-1* expression, could also play a role in the cold^37,67,68^. This is particularly relevant for the GATA-binding factor ELT-2, as the DAE located within the region of the *ftn-1* promoter associating with PQM-1 and DAF-16 contains a GATA motif that, at least in vitro, binds ELT-2^67^. That said, ELT-2 is a general regulator of intestine-specific gene expression^69,70^, which, at standard growth conditions, is apparently insufficient for a robust *ftn-1* expression. Thus, one possibility is that, in cold-treated *ets-4(-)* mutants, PQM-1 could be recruited to the *ftn-1* DAE instead of or in addition to ELT-2.

Once overexpressed, FTN-1/FTH1 confers improved cold resistance on both nematodes and cultured cells. Since neither the loss nor overexpression of FTN-1 appears to impact the total levels of stored iron (also in the cold), we suggest that, rather than through iron sequestration, FTN-1 promotes cold survival through iron detoxification, i.e., the conversion of ferrous iron into its ferric form (see model in Fig. 10). This is not meant to say that FTN-1 does not bind iron. Indeed, in agreement with previous studies on human ferritins^44,46^, our results suggest that both wild-type and FeOx-dead FTN-1 can bind and store ferric iron. However, when ferrous ions are the source of iron, the FeOX activity speeds up the transition from free to stored iron. Thus, we speculate that FTN-1, through its FeOx activity, facilitates the conversion of ferrous into ferric iron, which then remains, at least temporally, stored within FTN-1, thus efficiently removing the “toxic” ferrous iron from the surrounding. This model does not explain why the inducible FTN-1 is used in addition to the constitutively expressed FTN-2, which is also ferroxidase-active. Among possible scenarios, the de novo-produced ferritin could be more effective than the pre-existing, iron-charged ferritin in detoxifying iron, or FTN-1 may play a role in specific cells or subcellular locations. Crucially, the antioxidant defense is a hallmark of hibernation, being particularly critical during the entry to and exit from hibernation, when oxygen-sensitive tissues, like the brain, are particularly vulnerable to ischemia/reperfusion injury^4^. Intriguingly, the elevated expression of *FTH1* has been recognized as a distinctive feature of cold adaptation in hibernating primates during both daily torpor and seasonal hibernation^71,72^. Thus, the induction of ferroxidase-active ferritin, which in our studies we turned on by genetic manipulations, could be used in nature by some animals as an endogenous antioxidant, boosting organismal cold resistance.

**Fig. 10:**
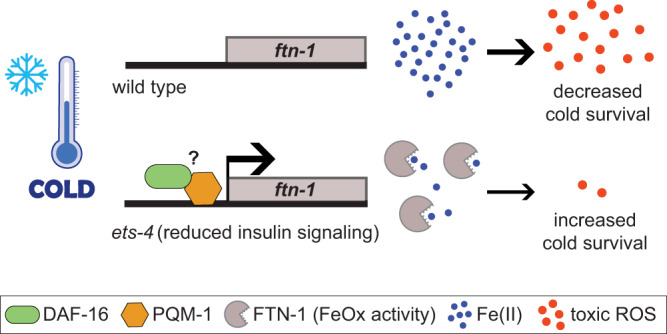
A model for FTN-1/FTH1-dependent cold resistance. FTN-1, which at standard growth conditions is weakly expressed, is upregulated in cold-treated *ets-4* mutants. This induction requires a combined action of DAF-16 and PQM-1 TFs, where DAF-16 could be recruited to *ftn-1* promotor indirectly, possibly through the interaction with PQM-1. Once expressed, FTN-1, thanks to its ferroxidase (FeOx) activity, converts toxic ferrous iron to its ferric form. By doing so, FTN-1 helps to reduce the levels of cytotoxic reactive oxygen species (ROS), whose production is catalyzed by ferrous iron, thus facilitating cold survival. Overexpression of the mammalian counterpart of FTN-1, FTH1, has a similar effect on cold-exposed neurons (not shown in the model), suggesting that ferroxidase-active ferritin functions as an endogenous antioxidant and, by doing so, promotes cold survival.

How exactly and why cold triggers the accumulation of toxic iron remains to be fully understood. In mammalian epithelial cells, a sizeable fraction of cold-induced free iron was proposed to originate from the microsomal cytochrome P-450 enzymes, which require iron-containing heme as a cofactor^22^. It was also suggested that the cytosolic free iron causes mitochondrial permeabilization, resulting in apoptosis^54^. However, as shown by ref. 52 and confirmed here, treating neurons with BAM15, a mitochondrial uncoupler, suppresses both ROS and cold-induced death. Assuming that the same treatment reduces iron(II) levels, it may suggest the mitochondrial origin of iron toxicity, agreeing with the general view that most cellular ROS originate from mitochondria^73^. Irrespective of its origin, once produced, iron(II) catalyzes the formation of ROS that damage diverse cellular components (like lipids, proteins, and nucleic acids), which underlies various degenerative conditions^74,75^. Thus, the challenges associated with cooling are, to some extent, similar to those facing the brain in other pathologies. Indeed, the antioxidants employed here have been used to improve outcomes of acute ischemic stroke (Edaravone)^59^, hypoxic-ischemic encephalopathy (NAC)^62^, and iron-induced cerebral ischemic injury (TEMPOL)^63^. Therefore, new interventions targeting the iron-ROS axis, i.e., preventing the generation of ferrous iron or dealing with ROS and their consequences, could benefit not only hypothermia patients but be potentially useful in treating other pathologies, like stroke or neurodegenerative disorders.

## Methods

### *C. elegans* handling and genetic manipulation

Animals were grown at 20 °C on standard NGM plates and fed with the OP50 *E. coli* bacteria^76^. All strains used in this study are listed in Supplementary Table 1. The CRISPR/Cas9 genome editing was used by SunyBiotech to generate the *ftn-1* ferroxidase-dead mutant (allele *syb2550*) to tag *daf-16* and *pqm-1* (*syb707* and *syb432*, respectively), and to create a deletion (ΔTGATAAG) in the *ftn-1* promoter (*syb4641)*. The tagging was achieved through the C-terminal, in-frame insertion of GFP-FLAG (*daf-16*) or mCHERRY-MYC (*pqm-1*). The FTN-1 overexpressing strains (*sybSi67* and *sybSi72*) were generated (by SunyBiotech) using the MosSCI method, utilizing the insertion locus ttTi5605. The *ftn-1* OE constructs were generated using the MultiSite Gateway Technology and contain circa 2 kb of *dpy-30*, or 1.4 kb of *vit-5* promoter, the genomic *ftn-1* DNA, and 0.7 kb of the *unc-54* 3′UTR. The *sod-5::GFP* strain, GA411, was kindly provided by David Gems.

For RNAi experiments, 1 mM IPTG was added to an overnight culture of RNAi bacteria. About 300 μl of bacterial suspension was plated onto agar plates containing 100 μl/ml of Carbenicillin and 1 mM IPTG. The L4440 (empty) vector was used as a negative RNAi control. Animals were typically placed on RNAi plates as L1 larvae and then were grown to day 1 adulthood at 20 °C, at which time point they were cold-adapted and scored as described. The RNAi clones used in this study came from either Ahringer or Vidal libraries.

### The assay for *C. elegans* cold survival

Unless stated otherwise, all cold survival experiments were performed in the following way: prior to cold adaptation, animals were grown at 20 °C for two generations on OP50. They were then synchronized by bleaching, and L1 larvae were grown until day 1 of adulthood at 20 °C. On day 1 of adulthood, they were cold-adapted at 10 °C for 2 h, and then shifted to 4 °C. Animals were sampled at indicated intervals, and their survival was scored after 24 h recovery at 20 °C. All experiments were performed in three to four independent biological replicates, defined as experiments performed on different days, using separate batches of nematodes. Several hundred animals (200–800) were used for scoring viability at each time point of an individual survival curve. Pairwise Wilcoxon signed-rank test, in R, was used for statistical comparison of survival curves between strains. Original counting data and statistical results are included in Supplementary Data 2.

### Poly-A mRNA sequencing

Around 1000 of 1-day-old adult *C. elegans* were collected after 24 h cold exposure. All steps up to Trizol collection were performed at 4 °C. Animals were washed two times in M9 buffer and snap-frozen in Trizol. Samples were then lysed by freeze/thaw cycles, and RNA extraction proceeded as described before^77^. Genomic DNA was removed using RNeasy Plus Mini Kit (Qiagen). The quality of RNA was monitored by a Bioanalyzer RNA Nano chip (Agilent Technologies). The library was prepared using the TruSeq Library Preparation Kit (Illumina). Poly-A mRNA was sequenced using a Hiseq 50-cycle single-end reads protocol on a HiSeq 2500 device (Illumina). Raw RNA sequence data were deposited at GEO (see data availability statement).

### Genomic data analysis

FASTQC^78^ was used to check the quality of the raw sequence data. The reads were mapped to the *C. elegans* genome (Ensembl WBcel235) using STAR^79^, with default parameters except: outFilterMismatchNmax 3, outFilterMultimapNmax 1, alignIntronMax 15000, outFilterScoreMinOverLread 0.33, outFilterMatchNminOverLread 0.33. Count matrices were generated for the number of reads overlapping with the exons of protein-coding genes using summarizeOverlaps from GenomicFeatures^80^. Gene expression levels (exonic) from RNA-seq data were quantified as described previously^81^. After normalization for library size, log2 expression levels were calculated after adding a pseudocount of 8 (y = log2[x + 8]). Genes with twofold changes in both replicates were considered significantly differentially expressed. The ChIP bigWig files for PQM-1 and DAF-16 were obtained from ENCODE project^34^. EnrichedHeatmap^82^ a R/Bioconductor package was used to generate the integrative heat map.

### RT-qPCR

Around 1000 of 1-day-old adult *C. elegans* were collected at 20 °C prior to cold adaptation, or at 1 day/3 days at 4 °C after adaptation, washed three times in M9 buffer at the respective temperature, and flash-frozen in Trizol. RNA was isolated as above. About 300 or 1000 ng of RNA was used to prepare cDNA with the QuantiTect Reverse Transcription kit (Qiagen) or High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). cDNA was diluted 1:10 or 1:5 and 5 µl or 2 µl was used with the Light Cycler Syber Green master mix (Roche), or AMPLIFYME SG Universal Mix (Blirt), and Ct values were calculated using Light Cycler 480 (Roche). *act-1* (actin) mRNA was used as the reference gene. Statistical analysis on all experiments was performed using the GraphPad/ Prism 8. The statistical method used to calculate *p* value is indicated in figure legends. The following primers were used:

*act-1* FW: CTATGTTCCAGCCATCCTTCTTGG or GTTGCCCAGAGGCTATGTTC, *act-1* RV: TGATCTTGATCTTCATGGTTGATGG or CAAGAGCGGTGATTTCCTTC; *ets-4* FW: CTGAGAACCCGAATCATCCA, *ets-4* RV: TCATTCATGTCTTGACTGCTCC; *ftn-1* FW: CGGCCGTCAATAAACAGATTAACG, *ftn-1* RV: CACGCTCCTCATCCGATTGC; *daf-16* FW: AAAGAGCTCGTGGTGGGTTA, *daf-16* RV: TTCGAGTTGAGCTTTGTAGTCG; *pqm-1* FW: GTGCATCCACAGTAAACCTAATG, *pqm-1* RV: ATTGCAGGGTTCAGATGGAG; *ftn-2* FW: GAGCAGGTCAAATCTATCAACG, *ftn-2* RV: TCGAAGACGTACTCTCCAACTC; *sod-5* FW: ATTGCCAATGCCGTTCTTCC, *sod-5* RV: AGCCAAACAGTTCCGAAGAC.

### Fluorescent imaging of *C. elegans* intestinal nuclei

One-day-old adult *C. elegans* were anesthetized in 20 mM levamisole and placed on 2% agar pads. DAF-16::GFP:::FLAG and PQM-1::mCHERRY::MYC were imaged on a spinning disc confocal microscope: Zeiss AxioImager equipped with a Yokogawa CSU-W1 scan-head, two PCO Edge cameras, a Plan-Apochromat 40x/1.3 oil objective and two 488 and 561 nm laser lines. Laser intensities and exposure times were kept constant for all samples, camera binning was set to 2. Mean fluorescence intensity in intestinal cell nuclei (three per nematode) was quantified manually with FIJI/ImageJ^83^. The mean fluorescence intensities of each nucleus were averaged and represent one data point for each animal. About 10–15 animals were scored per genotype and biological replicate, in total, around 40 animals per condition. Statistical analysis was performed using the GraphPad/ Prism 8. Two-tailed, unpaired *t*-test was performed to calculate the *p* value between conditions.

### Fluorescent imaging of SOD-5::GFP

One-day-old adult *C. elegans* were anesthetized in 10 mM levamisole and placed on 2% agar pads. The GFP fluorescence was imaged on Axio Imager.Z2 (Carl Zeiss) equipped with Axiocam 506 mono digital camera (Carl Zeiss), and a Plan-Apochromat 63x/1.40 Oil DIC M27 objective. Images, acquired with the same camera settings were processed with ZEN 2.5 (blue edition) microscope software in an identical manner and imported into Adobe Illustrator. About 6–16 animals were imaged per time point and biological replicate.

### Lifespan assay

The lifespan assay was performed in the following way: nematodes were grown at 20 °C prior to cold adaptation for two generations on *E.coli* OP50. Afterward, nematodes were synchronized by bleaching, and L1 larvae were grown until reaching the young adult stage at 20 °C. Then, the animals were cold-adapted at 10 °C for 2 h and shifted to 4 °C for 5 days. Next, animals were transferred back to the standard cultivation condition (20 °C) and counted for lifespan. The day when nematodes were shifted to 20 °C is counted as day 0. Animals were scored for viability every second day and transferred into fresh plates until animals stopped laying eggs. The lifespan assay calculation was made by dividing the number of alive nematodes from a certain time point by the number of animals from day 0. The scoring continued until all animals were dead. Animals were counted as dead when they did not respond to touch during picking. Pairwise Wilcoxon signed-rank test, in R, was used for statistical comparisons of lifespans between strains. Original counting data and statistical results are included in Supplementary Data 2.

### Cold survival of *C. elegans* in the presence of NAC

The experiment was designed based on the protocols from the following papers^48,84,85^. Freshly made 60 mm 2% NGM plates were administered with *N*-acetylcysteine (NAC, Sigma-Aldrich) solution (fresh, dissolved in sterile H_2_O, filter-sterilized 100 mM NAC stock solution). The added amount allowed us to obtain a final concentration of 5 mM NAC in agar. The plates were left overnight to dry. The next day, plates were seeded with a fresh OP50 bacteria culture and left to dry overnight. Bleach-synchronized L1-stage wt nematodes were placed on plates and kept at 20 °C to reach the 1-day-old adult stage. Next, animals were transferred to cold and scored for cold survival as described above. The statistics was calculated as for the assay for *C. elegans* cold survival.

### Oil red O staining and analysis

Oil red O staining was performed as published^86^. In brief, 0.5 g of Oil Red O powder was mixed in 100 ml isopropanol for 24 h, protected from direct light. This solution was diluted in water to 60%, stirred O/N, and sterile-filtered (0.22 μm filter). Around 200–300 1-day-old nematodes were collected in 1 ml of M9 buffer and washed once with M9. Animals were fixed in 75% isopropanol for 15 min with gentle inversions every 3–4 min. 1 ml of filtered 60% ORO was added to the animals after the removal of isopropanol. Staining was performed for 3–6 h on a shaker with maximum speed and protected from light. Stained animals were placed on 2% agar pads and imaged. Imaging and image analysis was performed as described before^17^. Briefly, animals at 20 °C were imaged using a wide-field microscope Z1 (Carl Zeiss) using a 10x objective and a color camera AxioCam MRc (Carl Zeiss). RGB images were first corrected for shading in Zen Blue software (Carl Zeiss). Afterward, images were analyzed using Fiji/ImageJ software suite^83^, stitched with the Grid/Collection stitching plug-in^83^, and corrected for white balance. After conversion from RGB to HSB color space, red pixels were selected by color thresholding. A binary mask was created with the Saturation channel and applied to the thresholded images. After conversion to 32-bit, zero pixel values were replaced by NaN. The mean intensity of all remaining pixels was used to represent the amount of red staining in the animals. Animals at 4 °C were imaged using Nikon SMZ25 with a DeltaPix color camera and 60x zoom. The raw image was converted from RGB to HSB color space, the background was subtracted, and then the red signal selection was performed through the red pixel threshold for the Hue channel between 0 and 7. The next step was to create a binary mask with the saturation channel and use it for the thresholded image. The image was converted to 32-bit and zero pixel values were replaced by NaN. For further analysis, the integrated density of all remaining pixels was used as the signal coming from the stained animal by Oil red O. In the next step, the area of the animal was calculated. The raw image was converted to 8-bits and background subtraction was made. To measure the surface of the animal, a threshold of 250 was set, and the area of the particles larger than 3000 pixels was measured. The signal from red pixels was compared to the animal area. About 10–30 animals were imaged per genotype and biological replicate. A two-tailed *t*-test was used to calculate the *p* value between conditions using GraphPad/Prism 8.

### *C. elegans* extract preparation for iron detection

Animals were collected in M9 buffer in a cold room, washed and resuspended in TBS pH 8.0 (2000 nematodes in 50 µl total volume) with proteinase inhibitors (EDTA-free, Roche) in protein LoBind tubes (Eppendorf). Probes were then homogenized at 4 °C in Bioruptor Pico sonicator (Diagenode), using 30 sonication cycles (30 s on/off). After lysis confirmation, by microscopic inspection, probes were centrifuged for 2 h at 21,130×*g* at 4 °C, and supernatants were transferred to fresh LoBind tubes. Total protein concentration in the soluble fraction was determined by UV absorbance (NanoDrop, Thermo Fisher Scientific). For SEC-ICP-MS analysis, *C. elegans* extracts were diluted to 10 µg/µl concentration and transferred to 2 ml glass vials (ALWSCI technologies) with 50 µl glass inserts with a bottom spring (Supelco) and kept at 4 °C before the analysis.

### Size exclusion chromatography–inductively coupled plasma-mass spectrometry

All experiments were performed using an ICP-MS‐2030 Inductively Coupled Plasma-Mass Spectrometer (Shimadzu, Japan), directly coupled to a Prominence LC 20Ai inert system (Shimadzu, Japan)^87^. Time-Resolved Measurement (TRM) software for LC–ICP-MS was used for controlling both ICP and LC analytical systems. The ICP-MS operates at 1000 W, with an 8.0 L min^−1^ argon plasma gas flow, a 0.7 L min^−1^ Ar carrier gas flow, and a 1.0 L min^−1^ Ar auxiliary gas flow. The sampling depth was 5.0 mm, and the chamber temperature was set to 3 °C. Optimized conditions of the collision cell were −90 V of cell gas voltage, 6.5 V of energy filter voltage, and a 9.0 ml min^−1^ cell gas (He) flow rate. The separation was performed using BioSEC-5, 300 A, 5 μm, 4.6 × 300 mm (Agilent, USA) column using 200 mM ammonium nitrate (99.999% trace metal basis, Sigma-Aldrich) pH 8.0 (adjusted by NH_4_OH, Sigma-Aldrich, Merck group, Poland) as the mobile phase with a flow rate 0.4 ml min^−1^ and run time 10 min. In all measurements, a 10 μl sample loop was used. For iron content quantification in fractions after separation, ferritin (iron) from equine spleen—Type I standard (Sigma-Aldrich) was diluted to 100, 250, 500, 1000, and 2000 μg L^−1^ total metal concentration in mobile phase solution and used to create a standard calibration curve. Iron content in each fraction was normalized to the peak area in the chromatogram. Total iron concentration was determined by direct sample injection (LC–ICP-MS) and quantification based on iron standard solution (Sigma-Aldrich). The standard calibration curve was created using the same iron concentrations as for the SEC-ICP-MS method.

### Measurement of ROS in cold-treated *C. elegans*

Synchronized animals of the indicated genotypes (young adult stage), grown at 20 °C, were cold-adapted at 10 °C for 2 h and then incubated at 4 °C for 24 h. Animals were collected in an M9 medium and ROS formation was detected essentially as previously reported^49^; by incubating animals for 30 min in an M9 medium containing 3 μM fluorescent dye dihydroethidium (DHE). Next, the animals were washed three times in M9 medium and transferred in M9 medium to a 96-well plate suitable for fluorescence measurements. The fluorescence intensity of DHE-stained animals was measured using a Hidex Sense microplate reader (λ_exc_ = 490 nm, λ_em_ = 590 nm) and normalized to the number of animals in the well (∼100/well). Normalized DHE fluorescence was expressed relative to the signal detected in wt animals. The experiment was performed in three technical replicates for each strain.

### Suspension culture of mouse neural stem cells (NSC) using neurospheres

Entire heads of a fetal mouse (C57BL/6; gestation day between E9-11) were isolated and the tissue was fragmented into pieces followed by incubation in Trypsin-EDTA (0.05 %) (Thermo Fisher Scientific, Waltham, USA) for 15 min at 37 °C. The collection of mouse embryonic brain tissues was approved by the Local Ethics Committee at Poznan University of Life Sciences, Poland. The tissue was subsequently transferred to DMEM/10% FCS and triturated by pipetting up and down into single-cell suspension. The cell suspension was transferred on adherent, uncoated tissue culture plates. After 3 h incubation in 5% CO_2_ at 37 °C, the residual differentiated and non-neural cells readily attached to the bottom of the plate and the floating neural stem cells were collected. The neural cells were transferred onto low-adhesive six-well plates, coated with Poly-HEMA (Poly 2-hydroxyethyl methacrylate; Sigma-Aldrich, St. Louis, USA) using DMEM medium (Thermo Fisher Scientific), supplemented with F-12 (Thermo Fisher Scientific), B-27 (Thermo Fisher Scientific), 100 ng/ml basic fibroblast growth factor (FGF-2, ORF Genetics, Kopavogur, Iceland), 100 ng/ml epidermal growth factor (EGF, ORF Genetics) and 5 μg/ml heparin (Sigma-Aldrich). After 1 day in culture (5% CO_2_/5% O_2_), the neural cells formed neurospheres, which were further cultured and passaged weekly using tissue chopper^88^.

### Differentiation of NSC to noradrenergic neurons

Neurospheres were differentiated towards noradrenergic neurons using available protocols^89^. The spheres were dissociated by chopping into small cell aggregates and plated onto glass coverslips coated with 0.05 mg/ml poly-d-lysine (Thermo Fisher Scientific) and 3.3 µg/ml laminin (Sigma-Aldrich). Cells were incubated for 5 days in Neurobasal Medium, supplemented with B-27 serum-free supplement, penicillin/streptomycin (all Thermo Fisher Scientific), and neurotrophic factors: 50 ng/ml BDNF, 30 ng/ml GDNF (Peprotech, UK), according to a modified protocol described elsewhere^89^.

### Detection of NSC and mature neuronal markers

Neural stem cell and noradrenergic neural cell identity was confirmed by PCR-based detection of neural stem cell (NSC) gene markers: *Sox2*, *Gbx2*, *Cd-81*, *Cdh1*, *S100b*, *Dach1*, *Pax6*, *Olig1*, or neural differentiation markers: *Cspg4, DβH, Darpp32, Nestin*. Moreover the neurospheres were immunostained for neural stem cell markers: Nestin (1: 500; DSHB, Iowa, USA^90^), Foxg-1 (1:100; Abcam, Cambridge, UK), Emx1 (1: 100; Millipore, Burlington, USA) and Emx2 (1:100; Abgent, San Diego, USA) and differentiated neurons for Th (1:100; Abcam), S100b (1:100; Abcam), DβH (1:500; Abcam), Darpp32 (1:50; Abcam).

### Subcloning, lentivirus generation, and transduction for FTH1 overexpression in mouse noradrenergic-like neurons

The mouse *Fth1* gene was introduced into neurons using a lentiviral pLJM1 vector for EGFP fusion. pLJM1-EGFP was a gift from David Sabatini (Addgene plasmid #19319; http://n2t.net/addgene:19319; RRID:Addgene_19319)^91^. It co-expresses EGFP and puromycin resistance and allows for the visualization and selection of transduced cells expressing N-terminally EGFP-tagged FTH1. After RNA isolation from mouse brain tissue, the cDNA template was synthesized using NEBNext Second Strand Synthesis Enzyme Mix for double-stranded cDNA and Phusion^®^ High-Fidelity DNA Polymerase (M0530, NEB). For constitutive expression, the coding sequence of *Fth1* was PCR-amplified (using ProtoScript II Reaction/Enzyme Mix by New England BioLabs, Ipswich, USA).

The following primers with specific Gibson’s overhangs were used:

mFth1overexpGibson_F (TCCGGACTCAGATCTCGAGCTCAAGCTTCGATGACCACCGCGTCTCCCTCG), mFth1overexpGibson_R (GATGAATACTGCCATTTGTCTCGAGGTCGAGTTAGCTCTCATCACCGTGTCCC), and cloned into EcoRI-digested lentiviral pLJM1::EGFP vector. Cloning and DNA preparations were done using NEB^®^ Stable Competent *E. coli* (C3040H), according to Gibson Assembly^®^ protocol (NEB).

Lentiviral particles were assembled using a third-generation packaging system. The plasmid pLJM1::EGFP::FTH1 or “empty” pLJM1::EGFP vector, pMDL, pMD2.G, and pRSV/REV were mixed (3:2:1:0.8), and human embryonic kidney 293 cells (HEK 293 T) (3 × 10^6^ cells seeded on T75 flask 1 day before) were transfected using a calcium phosphate protocol. Pseudoviral particles in neuronal maintenance medium were collected at 48 and 72 h post-transfection and filtered through a 0.45 µm filter. The aliquots were snap-frozen and stored at −80 °C. Transduction in neurons was done by replacing the culture medium with one enriched in lentiviral particles (pLJM1::EGFP::FTH1 or empty pLJM1::EGFP), collected before and supplemented with polybrene (5 µg/mL). After 24 h incubation, the medium was discarded and a new one with a lentiviral vector was added for a subsequent 24 h. At 48 h after transduction, the medium was replaced with a fresh viral-free medium and at 96 h post-transduction, selection with puromycin was initiated for a further 48 h.

### Cold treatment of noradrenergic-like neurons

The assay was established using two independent humidified airtight cell culture incubators. One water-jacketed type incubator was additionally equipped with a cooler unit (10 °C) and the other incubator was set to 37 °C. Both contained atmosphere control, which was set to 5% CO_2_/5% O_2_. If not stated otherwise, differentiated neuronal cultures were placed in a 10 °C-incubator for 4 h and then returned to the 37 °C incubators for an additional 24 h of rewarming. Such a cooling/rewarming paradigm demonstrated a statistically relevant rise of cell death as early as 4 h into cooling, which was used in subsequent assays. To evaluate the neuroprotective effects of compounds, a neuronal culture medium was replaced with a Neurobasal medium without neurotrophic factors supplemented with 100 µM deferoxamine (DFO concentration optimum determined based on dose curve at 10 °C) (Sigma-Aldrich), 100 nM BAM15 (Tocris, Bristol, UK), 1:500 dilution of protease inhibitor (PI) cocktail III (Sigma-Aldrich). All compounds were provided as a single or combined treatment. The effects of antioxidants were tested by supplementation of neuronal maintenance medium with 50 µM Edaravone (Sigma-Aldrich), 50 µM TEMPOL (Sigma-Aldrich), or 10 µM *N*-Acetyl-l-cysteine (NAC; Sigma-Aldrich), following procedures described above. Drugs concentration optimum was determined based on dose curves at 10 °C.

### Propidium iodide staining

After 4 h of cooling at 10 °C and an additional 24 h of rewarming at 37 °C, neurons cultured on glass coverslips were incubated in the presence of 10 µg/ml propidium iodide (PI) (Cayman Chemical, Ann Arbor, USA) diluted in phosphate-buffered saline (PBS), and co-stained with 1 µg/ml Hoechst 33342 (Life Technologies) for 25 min at 37 °C. Cells were then fixed in ice-cold buffered formaldehyde (4%) for 15 min, washed twice in PBS, and placed in a histology mounting medium (Sigma-Aldrich) on a glass slide. The prepared material was imaged using a fluorescence microscope (Leica DMI 4000B, Germany) and LAS X SP8 software. Counting of total cells (blue nuclei) and necrotic cells (red-PI positive and round) was performed on two to three images from three coverslips as replicates. Collected data were statistically analyzed using Prism software (version 6.01 for Windows, La Jolla, CA).

### Detection of reactive oxygen species (ROS) using CellROX probes

ROS were detected using cell-permeable CellROX reagents (Life Technologies, Carlsbad, USA), which become fluorescent only upon their oxidation by ROS. Murine neurospheres were differentiated into neurons in 24-well plates, growing on glass coverslips. Differentiated cells were maintained continuously at 37 °C (group 1) or were exposed to 10 °C for 4 h (group 2), in the absence or presence of DFO (100 µM), BAM15 (100 nM), and protease inhibitor cocktail (PI, 1:500 dilution), similarly as described elsewhere^52^. Subsequently, cold-exposed cells were rewarmed at room temperature for 5 min, and both groups were stained with fluorogenic CellROX Green reagent (5 µM) for 30 min at 37 °C in the dark. The fluorescence of CellRox Green (λ_exc_ = 485 nm, λ_em_ = 520 nm) was visualized using a Leica TCS SP5 confocal microscope and LAS X SP8 software. Z-stacks of well-focused confocal images taken at 0.55 µm intervals in the z-axis from four culture areas per each treatment and condition were collected for both groups. Maximal intensity projections of the Z-stack images were used for data analysis. CellROX Green fluorescence intensity is reported relative to control cells incubated continuously at 37 °C in the absence of drugs. Alternatively, differentiated cells were transduced with lentivirus particles, either pLJM1::EGFP::FTH1 (to express EGFP-FTH1) or pLJM1::EGFP (“mock-transduced” to express EGFP only), or left non-transduced. Transduced and non-transduced cells were then exposed to 10 °C for 4 h and then rewarmed at room temperature for 5 min. These rewarmed cells, and the non-transduced cells kept continuously at 37 °C, were stained with fluorogenic CellROX Deep Red reagent (5 µM). The fluorescence of CellRox Deep Red (λ_exc_ = 640 nm, λ_em_ = 665 nm) was visualized and analyzed, similarly to CellROX Green. CellROX Deep Red fluorescence intensity is reported relative to non-transduced control cells that were incubated continuously at 37 °C.

### Determination of iron(II) with FeRhoNox-1

Intracellular iron(II) level was measured using the FeRhoNox-1 probe according to the manufacturer’s protocol. Cells were cultured in a glass-bottom dish, and exposed to indicated agents in the cold. Next, cells were rinsed twice with HBSS, then 5 μM FeRhoNox™-1 solution (Goryo Chemical, Inc., Sapporo, Japan) was added and incubated at 37 °C for 1 h, in the dark, and then washed twice with HBSS. To track changes in Fe^2+^ over time, neurons were cooled at 10 °C for 4 h, and the probe signal was recorded at 1, 4, and 8 h of rewarming at 37 °C. To examine iron(II) right after cooling (0 h of rewarming), incubation with the reagent was completed at the end of the 4 h cold exposure. The FeRhoNox-1 signal (λ_exc_ = 543 nm and λ_em_ = 570 nm) was visualized using a confocal microscope (Leica TCS SP5, Germany) and LAS X SP8 software. The fluorescence intensity of Z-stacked confocal images of neuronal culture (maximal intensity projection of 7 image z-stacks taken at 0.55 μm intervals in the z-axis) was analyzed using ImageJ.

### Neurite tracing

Cultured neurons with or without DFO or BAM15/PI/DFO were fixed with 4% paraformaldehyde, permeabilized, and washed with 0.1% Triton X-100 in phosphate-buffered saline, and stained by antibody against NEFH (1: 50; DSHB, Iowa, USA, RT97). NEFH^+^ neurite paths were traced with the “Simple Neurite Tracer” plugin^92^, ImageJ, using Z-stacked confocal images of neuronal culture (maximal intensity projection of seven image z-stacks taken at 0.55 µm intervals in the z-axis). Cumulative frequency plots of neurite lengths for each experimental group were built using GraphPad Prism version 6.01 for Windows, GraphPad Software, La Jolla, California, USA.

### FTN gene cloning and mutagenesis

The ORFs encoding FTN-1 and FTN-2 were amplified by PCR from *C. elegans* cDNA and cloned between NcoI and NotI sites into pET28a plasmid (Novagen) by ligation-independent cloning using In-Fusion^®^ HD Cloning Plus kit (Takara). Mutations within ORFs were introduced by site-directed mutagenesis using PCR splicing by overhang extension (PCR SOEing). The cloning and mutagenic primers are listed in Supplementary Table 2. Sanger sequencing was used to verify all cloned constructs.

### Expression and purification of recombinant tag-less FTN

pET28-derived plasmid, containing ORF encoding *C. elegans* FTN-1 and FTN-2, either WT or E58K/H61G-mutated, was transformed into *E. coli* strain BL21-CodonPlus (DE3)-RIPL (Agilent) and protein expression was induced with 0.1 mM IPTG at 18 °C overnight. Recombinant FTN variants were purified using a modified protocol based on the procedure used for the purification of mammalian ferritins^93^. Bacteria were lysed at 4 °C in Lysis Buffer (10 mM Tris-HCl, pH 7.4, 100 mM NaCl, 1% Triton X-100), supplemented with 2 mM beta-mercaptoethanol, 1x Complete™ (EDTA-free) protease inhibitor cocktail (Roche) and 10 U/ml Benzonase nuclease (Sigma-Aldrich), then sonicated, and clarified by centrifugation (4 °C, 30 min, 48,000×*g*). Cleared lysate was incubated at 70 °C for 10 min, and heat-denatured proteins were removed by centrifugation (4 °C, 10 min, 48,000×*g*). FTN present in the supernatant was precipitated by adding 2 M acetic acid drop-by-drop to lower the pH to ∼4.8 and incubated at 4 °C for 30 min. The precipitate was harvested by centrifugation (4 °C, 15 min, 5000×*g*) and then re-dissolved in Resuspension Buffer (50 mM Tris-HCl, pH 7.4, 100 mM NaCl) supplemented with 2 mM beta-mercaptoethanol, and adjusting pH to ∼7.4 by addition of 0.1 M NaOH. Any non-dissolved material was removed by centrifugation (4 °C, 10 min, 48,000×*g*). FTN was additionally purified using Hi-Trap^TM^ SP HP cation-exchange column equilibrated in Storage Buffer (10 mM Tris-HCl, pH 7.4, 100 mM NaCl), and FTN was recovered in the flow-through after elution with Storage Buffer. FTN solution was then extensively dialyzed at 4 °C using centrifugal concentrators (Sartorius, Vivaspin 100 kDa cut-off), first against Resuspension Buffer containing 1% thioglycolic acid to remove trace iron, then against Resuspension Buffer to remove thioglycolate, and finally against the Storage Buffer. Concentrated proteins were aliquoted and stored at −20 °C. Proteins were >95% pure as assessed by SDS-PAGE and Coomassie Blue staining. Protein concentration was determined using Pierce BCA Protein Assay Kit.

### Bioinformatics analysis

Sequence alignments were generated using algorithms embedded in the JalView v2.11.2.2 interface (http://www.jalview.org/)^94^ or Clustal Omega website (https://www.ebi.ac.uk/Tools/msa/clustalo/)^95^.

### Analysis of protein complexes under non-denaturing conditions

Recombinant FTN variants (2 µg) were resolved using 4–16% gradient NativePAGE^TM^ Bis-Tris gel (Thermo Fisher Scientific), according to the manufacturer’s instructions. The gel was stained with Coomassie Blue. NativeMark^TM^ Unstained Protein Standard (Thermo Fisher Scientific) was used to evaluate the size of protein complexes.

### Source of Fe^2+^ ions

Ferrous ammonium sulfate (FAS) was used as a source of Fe^2+^ (ferrous) ions in ferroxidase and iron uptake assays. Solutions of FAS (50 mM stocks) were prepared daily fresh by dissolving the compound in MQ-quality H_2_O supplemented with 2 mM DTT.

### Ferroxidase activity of recombinant FTN

The ferroxidase activity of recombinant FTN, i.e., the ability to mediate oxidation of Fe^2+^ to Fe^3+^ (ferric) ions, was followed by the formation of yellow-colored Fe^3+^:acetohydroxamic acid complex^96^. Typically, 400 µL mixtures were prepared in Assay Buffer (0.2 M Na-acetate, pH 6.0), containing DTT (2 mM), acetohydroxamic acid (5 mM), and either Storage Buffer or recombinant FTN (0.1 mg mL^−1^ ∼5 µM monomer). Reaction mixtures were allowed to equilibrate at RT for 10 min, and then the reaction was started by adding FAS (0.05 mM) through manual mixing. The kinetics of the formation of the Fe^3+^:acetohydroxamic acid complex was monitored continuously at 420 nm for 1 min, using a Shimadzu UV-1601 spectrophotometer. The initial rate of complex formation was determined from the slope of the linear part of the kinetic curve (initial 10 s) and expressed as a change in absorption at 420 nm per min (ΔA_420nm_ min^−1^). Ferroxidase activity of recombinant FTN is reported relative to the activity detected in samples containing only Storage Buffer, resulting from spontaneous oxidation of Fe^2+^ to Fe^3+^. The experiment was done in three biologically independent replicates, defined as average from four technical replicates.

### Iron binding by recombinant FTN

The ability of recombinant FTN to bind iron was followed by the formation of amber-colored ferric oxide (Fe_2_O_3_) hydrate, which remains soluble due to incorporation into the ferritin cage, and can be quantitated by measuring the absorption at 310 nm, and using a molar extinction coefficient ε_310nm_ = 2 475 M^−1^ cm^−1^ ^97,98^. Typically, 400 µL mixtures containing recombinant FTN (0.1 mg mL^−1^ ∼5 µM monomer) were prepared in Storage Buffer (pH 7.4), and the reaction was started by adding FAS (0.25 mM) through manual mixing. The kinetics of Fe_2_O_3_ hydrate formation was monitored continuously at 310 nm for 1 min, using a Shimadzu UV-1601 spectrophotometer. The initial rate of product formation was determined from the slope of the linear part of the kinetic curve (initial 10 s) and expressed as a change in absorption at 310 nm per min (ΔA_310nm_ min^−1^). Final data were reported as the initial rate of iron binding relative to that detected in samples containing only Storage Buffer. Kinetic experiments were done in 4 biologically independent replicates, defined as average from two technical replicates. Iron uptake was also monitored by the end-point method, where recombinant FTN (∼5 µM) was incubated with FAS (0.5 mM) at RT for 1 h and then centrifuged (RT, 5 min, 20,000×*g*) to remove any insoluble non-ferritin polynuclear iron^98^. The amount of soluble, FTN-bound Fe_2_O_3_ hydrate was determined by measuring the absorption of the supernatant at 310 nm, with samples not containing FAS set as blank. Samples without FTN were used as a control for Fe_2_O_3_ hydrate solubilized by the Storage Buffer itself. The amount of iron bound to FTN is reported relative to that detected in samples containing only Storage Buffer. The experiment was done in four biologically independent replicates, defined as average from three technical replicates.

### Mass spectrometry detection of FTNs in *C. elegans* extracts enriched for FTNs

Nematodes, *ets-4(-)* or *ftn-1(FeOx-mut); ets-4(-)* mutants, were grown at 20 °C on 10 cm diameter NGM plates until reaching the 1-day-old adult stage, then cold-adapted at 10 °C for 2 h and incubated at 4 °C for 3 days. Animals from five plates were collected in ice-cold M9 buffer by centrifugation (4 °C, 1 min, 400×*g*) and washed three times in ice-cold M9 buffer. A wet nematode pellet (~500 µL) was snap-frozen in liquid N_2_ and stored at −80 °C until further use. Lysis Buffer (500 µL), supplemented with 5x Complete™ (EDTA-free) protease inhibitor cocktail, was added to frozen pellets, which were thawed at 20 °C and vortexed. The suspension was subjected to 5–10 cycles of freezing (liquid N2), thawing (20 °C), and vortexing, then sonicated on ice and cleared by centrifugation (4 °C, 5 min, 16,100×*g*). Protein concentration in cleared lysate was determined using BCA Protein Assay Kit (Pierce). Approximately 5 mg of protein in the lysate was used for further processing. Lysates from different strains were adjusted to equal volume (∼800 µL) with Lysis Buffer, then incubated at 70 °C for 10 min, and cleared by centrifugation (4 °C, 5 min, 16,100×*g*). Proteins from the supernatant, including FTNs, were acid-precipitated using acetic acid (final 0.2 M), incubated on ice for 30 min, and precipitates were harvested by centrifugation (4 °C, 5 min, 16,100×*g*). Proteins in the pellet were resolved by SDS-PAGE. The region of Coomassie Blue-stained gel containing FTNs, around 20 kDa marker, was cut out and subjected to overnight in-gel digestion with trypsin (Promega). Peptides resulting from proteolytic digestion were desalted using OMIX-SPE 10 µl tips and analyzed by a liquid chromatography system (NanoElute) coupled to a TimsTOF Pro mass spectrometer (Bruker Daltonics, Bremen, Germany). Proteins and peptides were identified using *C. elegans* protein sequence database from Swiss-Prot/TrEMBL (27,154 entries), using the PEAKS Studio v10.6 program. The MS signals from FTN-1 and FTN-2 unique peptides were integrated and normalized to the total signal of all background *C. elegans* proteins detected in the sample. Normalized level of FTNs detected in *ftn-1(FeOx-mut); ets-4(-)* is reported relative to *ets-4(-)* mutant. FTN-1:FTN-2 ratio is reported for both mutants. The experiment was performed in three biologically independent replicates.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

Source data are provided with this paper. The RNA sequencing data generated during the current study are available in the GEO repository, with accession No. GSE131870. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^99^ partner repository, with the dataset identifier PXD034794 and 10.6019/PXD034794. The rest of the data supporting the findings presented in this study are available from the corresponding author upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Ferritin-mediated iron detoxification promotes hypothermia survival in Caenorhabditis elegans and murine neurons
**Source:** Nat Commun. 2022 Aug 19;13:4883. doi: 10.1038/s41467-022-32500-z

## **SUPPLEMENTARY INFORMATION**

**Title: Ferritin-mediated iron detoxification promotes hypothermia survival in *Caenorhabditis elegans* and murine neurons**

Authors: Tina Pekec, Jarosław Lewandowski, Alicja A. Komur, Daria Sobańska, Yanwu Guo, Karolina Świtońska-Kurkowska, Jędrzej M. Małecki, Abhishek Anil Dubey, Wojciech Pokrzywa, Marcin Frankowski, Maciej Figiel, and Rafał Ciosk

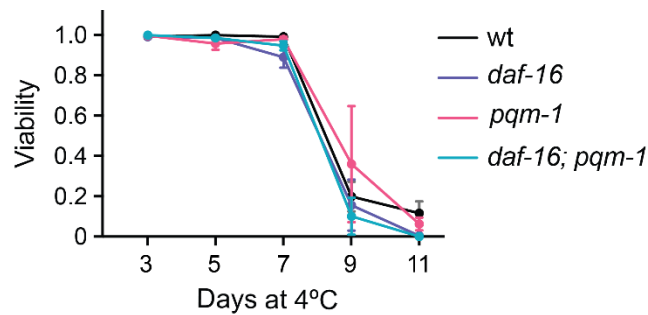

**Figure S1. Inactivation of *daf-16* and *pqm-1* in wt animals has no effect on cold survival.**

Relevant to Fig. 2

Animals of the indicated genotypes were subjected to cold as in Fig. 1a. Tested strains were: wt, *daf-16(mu86)*, *pqm-1(ok485)*, and *daf-16(mu86); pqm-1(ok485)* double mutant. There was no obvious difference in cold survival between any of the examined animals. Error bars represent SEM, n= 3 independent experiments. 200-300 animals were scored per time point. Source data are provided as a Source Data file.

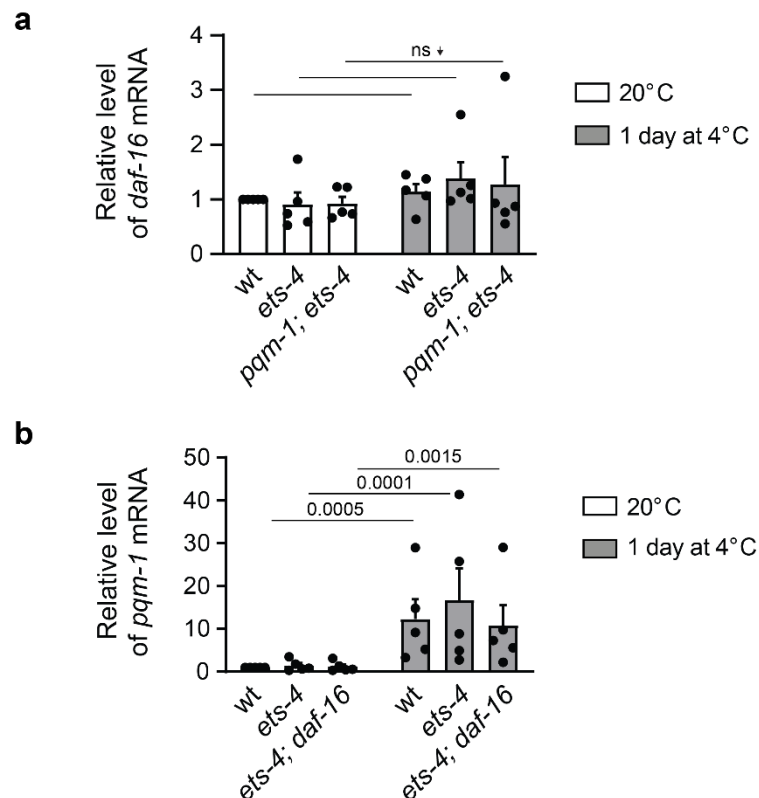

**Figure S2. Evaluation of *daf-16* and *pqm-1* mRNAs levels in the cold.**

Relevant to Fig. 3

**a.** Animals (wild type (wt), *ets-4(rrr16)* and *pqm-1(ok485); ets-4(rrr16)* double mutants) were collected at 20°C, and after 1 day at 4°C, as in Fig. 1a. The level of *daf-16* mRNA, measured by RT-qPCR, was normalized to *act-1* mRNA, and is shown relative to the *daf-16* mRNA level in wt at 20°C. Error bars represent SEM, n= 5 independent experiments. ns, not significant (2-way ANOVA with Sidak's multiple comparison test).

**b.** Animals (wild type (wt), *ets-4(rrr16)* and *daf-16(mu86); ets-4(rrr16)* double mutants) were collected at 20°C, and after one day at 4°C, as in Fig. 1a. The level of *pqm-1* mRNA, measured by RT-qPCR, was normalized to *act-1* mRNA, and is shown relative to the *pqm-1* mRNA level in wt at 20°C. Error bars represent SEM, n= 5 independent experiments. *p* values calculated using 2-way ANOVA with Sidak's multiple comparison test.

Source data are provided as a Source Data file.

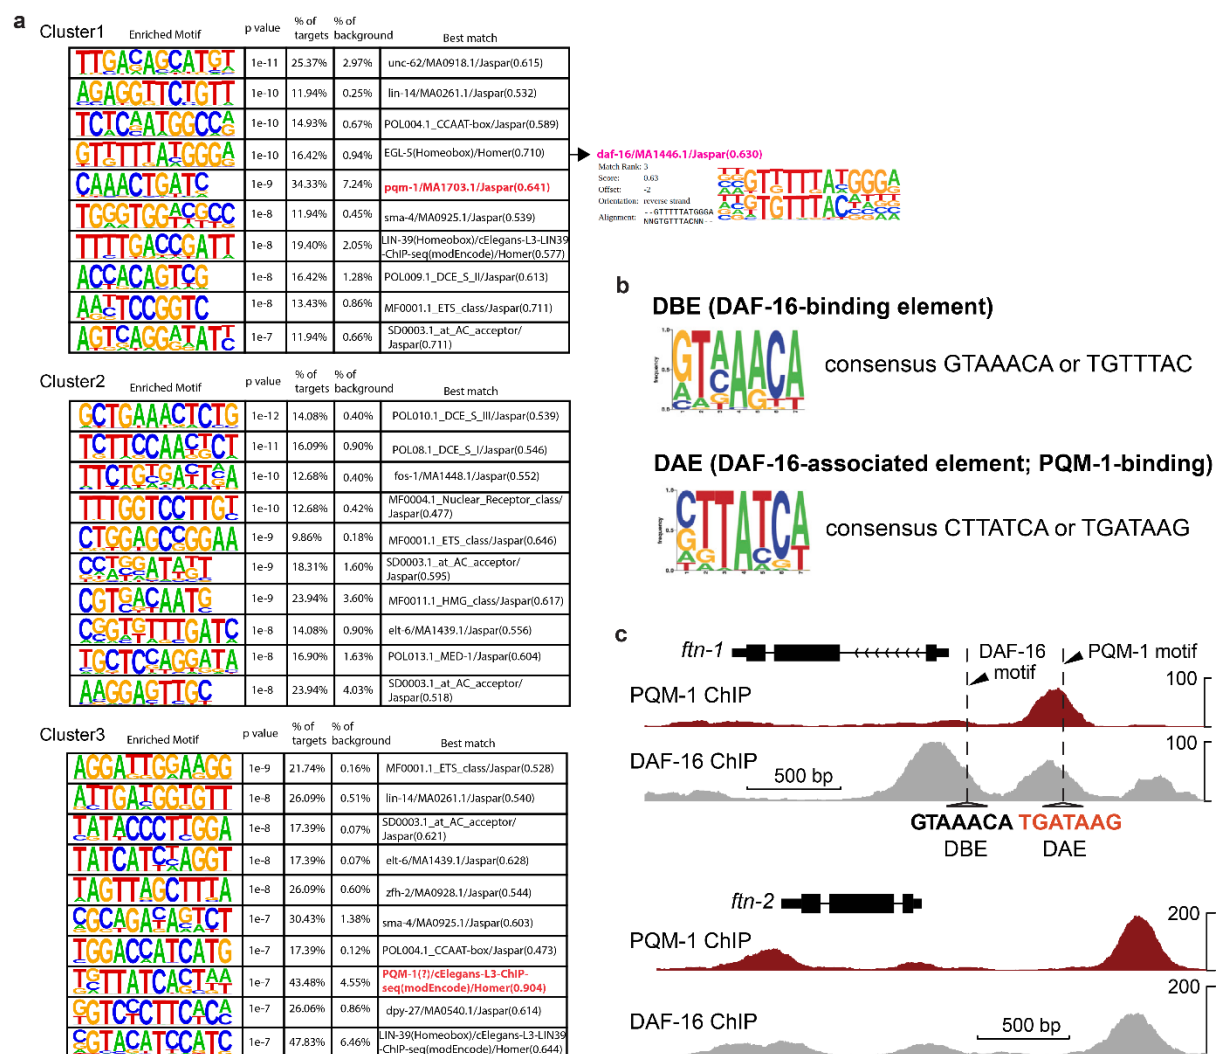

**Figure S3. Identification of a candidate gene potentially promoting cold survival.**

Relevant to Figs. 4 and 5

**a.** De novo motif enrichment analysis of each gene cluster in Fig. 4a. The enrichment analysis was performed with HOMER<sup>1</sup>, for each cluster with the following parameters: -start -1500, -end 1500, -p 6. All genes in the genome were used as background. Only the top 10 enriched motifs per gene cluster are shown. The DAF-16 binding motif in Cluster 1 analysis was ranked 3rd within the group of EGL-5-like motifs.

**b.** DBE (DAF-16-binding element) and DAE (DAF-16-associated element) from Tepper *et al.*<sup>2</sup>

**c.** Distribution of DAF-16 and PQM-1 ChIP peaks over the *ftn-1* and *ftn-2* genomic regions. Thick and thin bars indicate, respectively, exons and untranslated regions, and lines introns. Approximate positions of DBE and DAE motifs, with DNA sequences indicated, are shown over the *ftn-1* region. Based on the modENCODE data.

**a** Peak 2

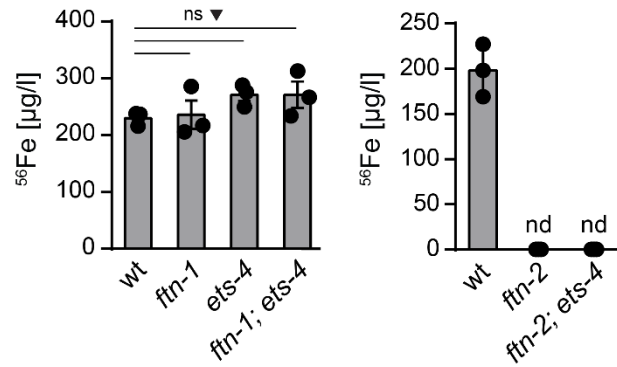

**b**

FTH1 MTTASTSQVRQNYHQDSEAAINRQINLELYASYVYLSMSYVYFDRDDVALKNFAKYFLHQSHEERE 65  
 FTN-1 ----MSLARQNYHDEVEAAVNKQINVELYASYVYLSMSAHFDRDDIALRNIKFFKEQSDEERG 60  
 \* \* \* \* \*  
 FTH1 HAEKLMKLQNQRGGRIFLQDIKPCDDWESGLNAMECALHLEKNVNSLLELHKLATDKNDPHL 130  
 FTN-1 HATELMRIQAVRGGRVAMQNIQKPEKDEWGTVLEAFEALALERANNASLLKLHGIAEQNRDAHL 125  
 \* \* \* \* \*  
 FTH1 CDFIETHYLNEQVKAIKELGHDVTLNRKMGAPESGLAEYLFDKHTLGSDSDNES 183  
 FTN-1 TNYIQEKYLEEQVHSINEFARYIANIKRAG---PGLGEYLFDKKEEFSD----- 170  
 \* \* \* \* \*

**c**

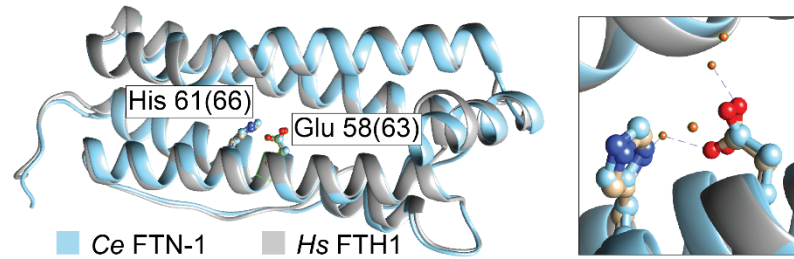

**d**

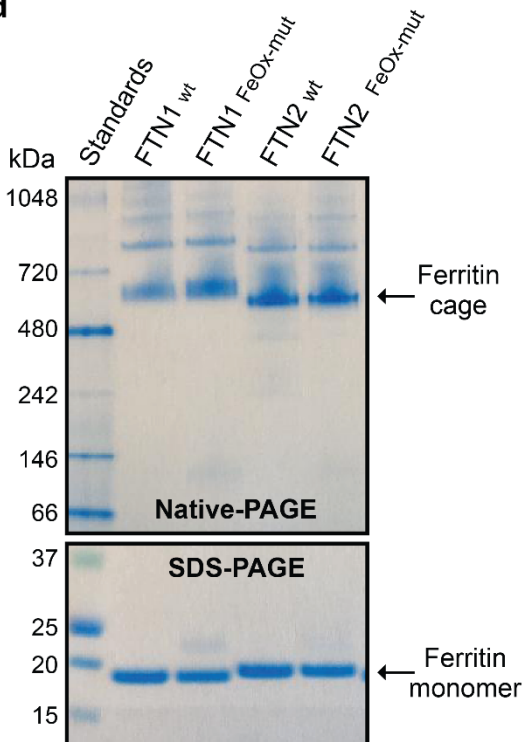

**e**

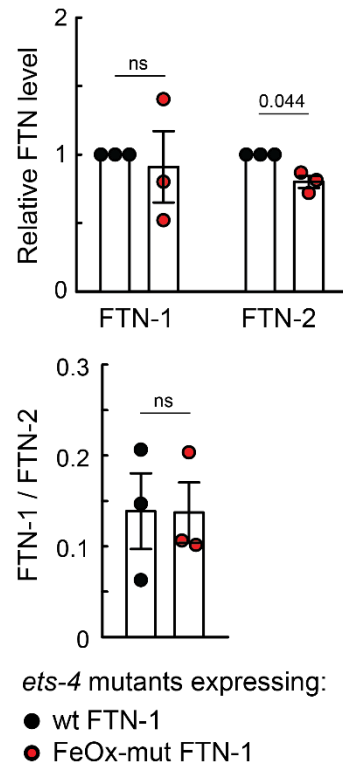

**Figure S4. FTN-1 promotes cold survival *via* its ferroxidase activity.**

Relevant to Fig. 6

**a.** Quantitation of ferritin-associated iron (Peak 2) in Figs. 6a and b, calculated relative to ferritin standard. Only loss of *ftn-2* decreased ferritin-associated iron. Strains used: wild type (wt), *ets-4(rrr16)*, *ftn-1(ok3625)*, *ftn-1(ok3625); ets-4(rrr16)*, *ftn-2(ok404)*, *ftn-2(ok404); ets-4(rrr16)*. Error bars represent SEM, n= 3 independent experiments. ns, not significant (unpaired two-sided t-test). nd, not detected.

**b.** Amino acid sequence alignment of *H. sapiens* ferritin heavy chain 1 (FTH1; NCBI accession number NP\_002023.2) and *C. elegans* ferritin (FTN-1: NCBI accession number NP\_504944.2). The alignment was based on the multiple sequence alignment software Clustal Omega<sup>3</sup>. Residues mutated in *ftn-1*, yielding a ferroxidase-inactive protein, are boxed. Asterisks (\*) indicate fully conserved residues, colons (:) residues with strongly similar properties, and periods (.) residues with weakly similar properties.

**c.** Structural alignment of *H. sapiens* ferritin heavy chain 1 (FTH1 – colored in grey, PDB code 4OYN) and *C. elegans* FTN-1 (colored in light blue), using the Phyre2 tool<sup>4</sup>. Amino acids critical for the ferroxidase activity are shown as balls and sticks. The colors indicate: carbon atoms in FTH1 (light brown) or FTN-1 (light blue), oxygen atom of glutamic acid (red), and nitrogen atom of histidine (dark blue). The magnification shows the ferroxidase active site, with the iron atoms shown as dark orange balls and coordination bonds as dotted lines.

**d.** Recombinant FTNs form high molecular weight complexes *in vitro*. Tag-less FTN-1 or -2, either WT or E58K/H61G-mutated (FeOx-mut), were resolved in non-denaturing conditions by Native-PAGE (top, 2 µg/lane) or by denaturing SDS-PAGE (bottom, 1 µg/lane), in the presence of appropriate molecular weight standard. Gels were stained with Coomassie Blue. Shown is a representative image, out of two independent experiments, obtained with similar results. Arrows indicate position of ferritin cage (top) and monomer (bottom). The uncropped scan of gels are presented at the end of this Supplementary Information file.

**e.** Similar expression of wt and FeOx-mut FTN-1 in *ets-4(-)* mutants. The *ets-4(rrr16)* animals, expressing either wt or FeOX-mut FTN-1 (*ftn-1(syb2550)*), were cold-exposed for 3 days, as in Fig. 1a. The FTN-enriched extracts were prepared and analyzed by mass spectrometry for the presence of FTN-1 and FTN-2. Top: integrated signal from FTN-1- and FTN-2-specific peptides, normalized to background proteins, shown relative to the *ets-4(-)* values. Bottom: the ratio of either wt or FeOx-mut FTN-1 to FTN-2. Error bars represent SEM, n= 3 independent experiments. *p* values calculated using paired two-sided t-test; ns, not significant.

Source data are provided as a Source Data file.

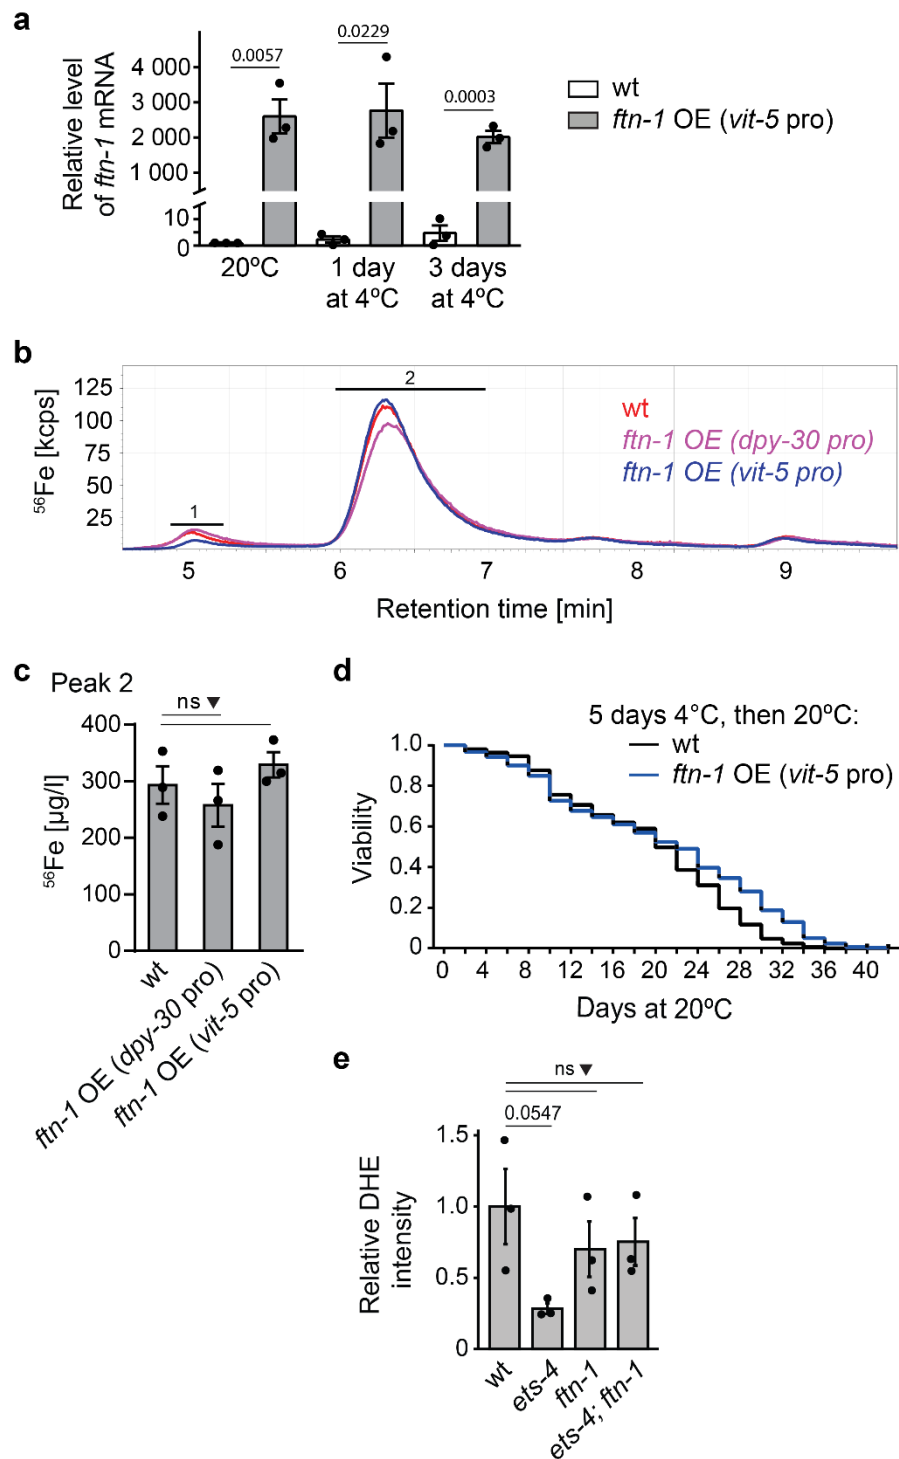

**Figure S5. FTN-1 overexpression is sufficient for enhanced cold survival.**

Relevant to Fig. 7

**a.** The level of *ftn-1* mRNA, measured by RT-qPCR, in animals of the indicated genotypes. 1-day-old adults were collected at 20°C or after one and three days at 4°C. The mRNA level was normalized to *act-1* mRNA. At each time point, the values were then normalized to the wt

at 20°C. Note greatly elevated level of *ftn-1* in the strain overexpressing it (OE) from the *vit-5* promoter (*vit-5* pro). Error bars represent SEM, n= 3 independent experiments. *p* values calculated using unpaired two-sided t-test.

**b.** Native soluble iron-binding species separated and detected by SEC-ICP-MS like in Figs. 6a and b. Iron is mostly associated with high molecular weight complexes (Peak 1) and ferritin (Peak 2). Note that FTN-1 overexpression (from either *vit-5* or *dpy-30* promoter) contributes little or nothing to stored iron.

**c.** Quantitation of ferritin-associated iron (Peak 2) in **b**, calculated relative to ferritin standard. FTN-1 overexpression did not have any obvious effect on iron within Peak 2 (ferritin-associated). Error bars represent SEM, n= 3 independent experiments. ns, not significant (unpaired two-sided t-test).

**d.** Lifespan of animals of indicated phenotypes. Young adults were transferred to cold as described in Fig. 1a, incubated for 5 days at 4°C, and then transferred back to 20°C (day 0). Animals were scored every second day and transferred to fresh plates until they stopped laying eggs. After that, nematodes were transferred to fresh plates once or twice a week to avoid lack of food or contamination. The lifespan calculation was made by dividing the number of alive animals by the number of animals at day 0. Scoring continued until all animals were dead. n= 3 independent experiments. At least 100 nematodes were scored per biological replicate.

**e.** Quantitation of ROS in cold-treated nematodes by dihydroethidium (DHE) staining. Synchronized young adults of the indicated genotypes were incubated at 4°C for 24 h, and ROS were detected after staining with DHE. Changes in DHE fluorescence intensity are expressed relative to wt. Shown are technical replicates (n= 3), and error bars represent SEM. ns, not significant (unpaired two-sided t-test). Note that due to large variation the *p* value between wt and *ets-4* mutant (0.0547) is just above the significance threshold (0.05).

Source data are provided as a Source Data file.

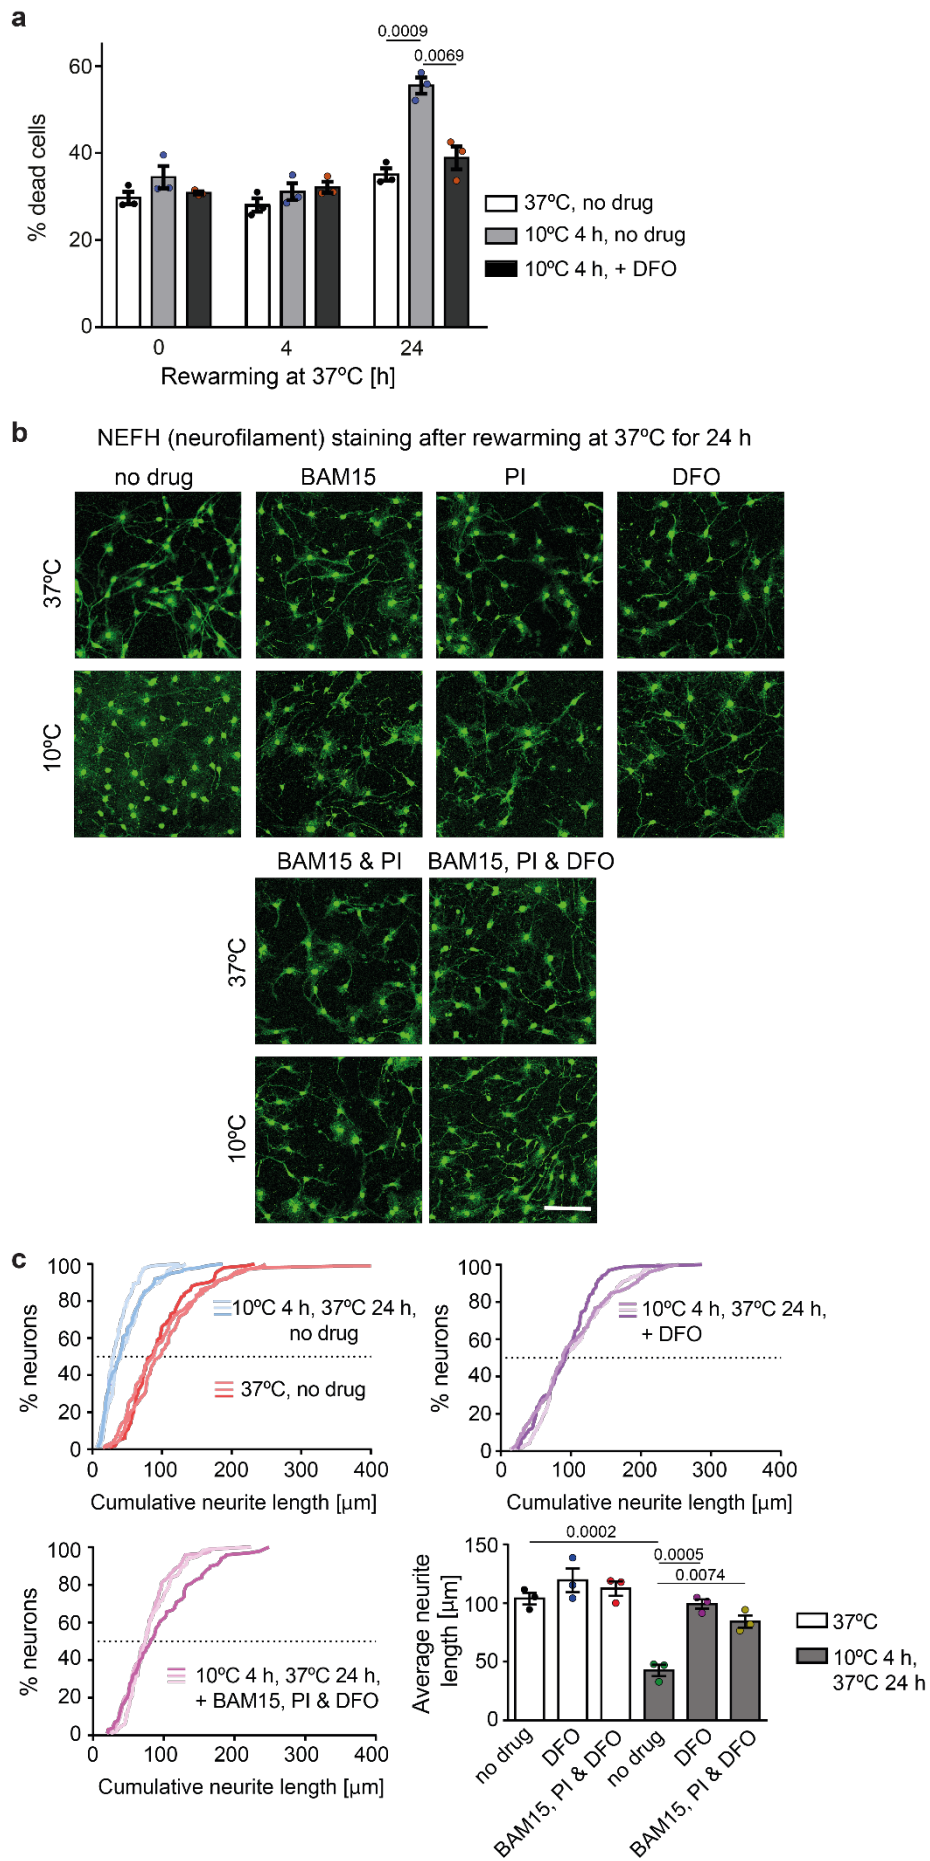

## **Figure S6. Lowering iron has a long-lasting protective effect on neural integrity.**

Relevant to Fig. 8

**a.** Deferoxamine rescues murine neurons from death while rewarming. Cells were incubated at 37°C, or subjected to 10°C for 4 h and then rewarmed at 37°C for the indicated time, in the absence or presence of deferoxamine (DFO, 100  $\mu$ M). Cell viability was examined by staining with propidium iodide. Note that neurons that were dying during rewarming were rescued with DFO. Error bars represent SEM,  $n = 3$  independent experiments. 600-800 cells examined per condition.  $p$  values calculated using unpaired two-sided  $t$ -test.

**b.** Deferoxamine, similar to BAM15 and protease inhibitors, prevents cold-induced neurite degeneration during rewarming. Differentiated murine neurons were incubated at 37°C, or subjected to 10°C for 4 h and then rewarmed at 37°C for 24 h, in the absence and presence of deferoxamine (DFO, 100  $\mu$ M), mitochondrial uncoupler BAM15 (100 nM), protease inhibitors cocktail (PI, 1:500 dilution), or their combinations. Shown are representative confocal images taken after staining cells with NEFH to visualize neurofilaments. Note that, in contrast to Fig. 8b, the cells were examined after 24 h rewarming. The neurites appeared well preserved, arguing that the protective effects of drugs are long-lasting. Scale bar: 40  $\mu$ m.

**c.** Quantifications of neurite lengths corresponding to **b**. The cumulative plots compare total neurite lengths of differentially treated cells (as indicated). Each curve corresponds to one experimental replicate. The bar graph (bottom right) compares average neurite lengths. Error bars indicate SEM,  $n = 3$  experiments from independently differentiated neuron groups.  $p$  values calculated using 1-way ANOVA plus post hoc Tukey test.

Source data are provided as a Source Data file.

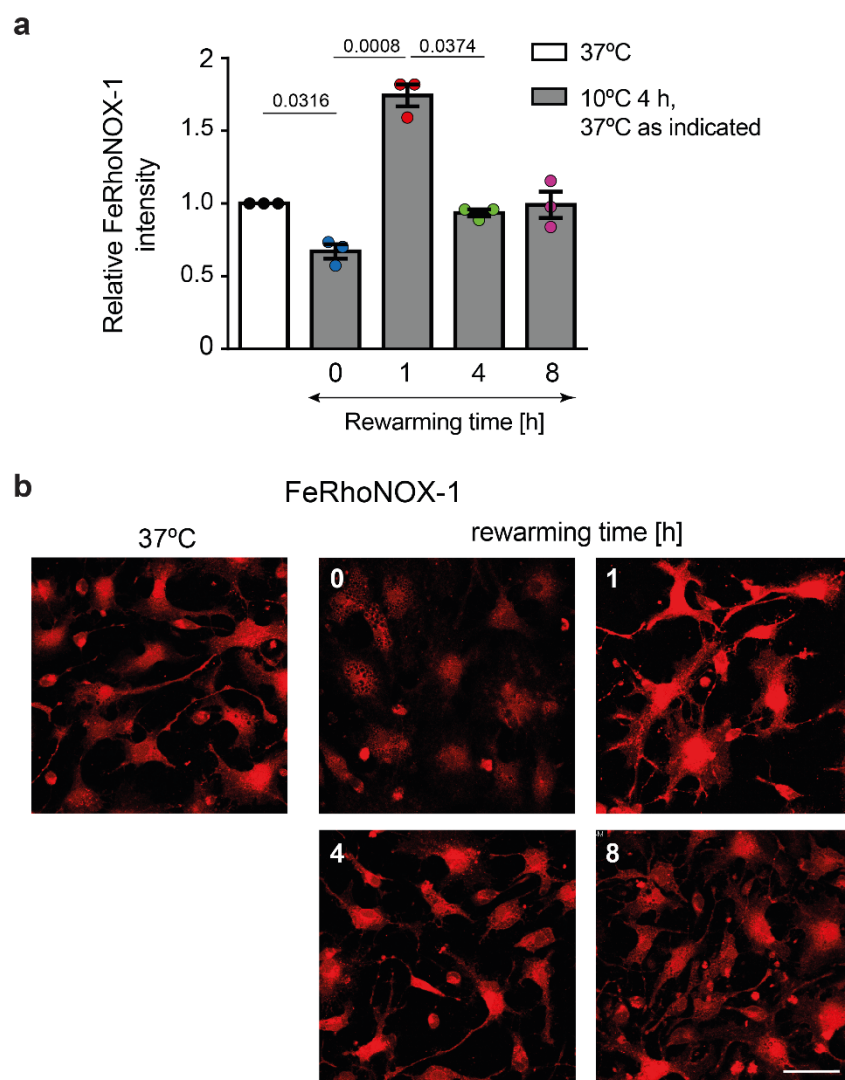

**Figure S7. Iron(II) is transiently increased during rewarming of neurons exposed to cold.**

Relevant to Fig. 9

**a.** Iron(II) increases in cold-treated neurons shortly after rewarming. Cells were incubated at 37°C, or subjected to 10°C for 4 h and then rewarmed at 37°C for indicated times. Iron(II) was detected after staining of cells with FeRhoNox-1, and quantified relative to cells incubated at 37°C. Note that iron(II) peaks around 1 h of rewarming. Error bars represent SEM,  $n = 3$  independent experiments. 75-100 cells examined per condition.  $p$  values calculated using 1-way ANOVA plus post hoc Tukey test.

**b.** Representative cell images, corresponding to **a**. Note the increased FeRhoNOX-1 fluorescence after 1 h rewarming. Scale bar: 50  $\mu\text{m}$  (same for all panels).

Source data are provided as a Source Data file.

**Supplementary Table 1. The *C. elegans* strains used in this work.**

| <b>Genotype</b>                                                     | <b>CGC/RAF/Other</b> |
|---------------------------------------------------------------------|----------------------|
| wild type                                                           | <b>N2 (Bristol)</b>  |
| <i>age-1(hx546) II.; ets-4(rrr16) X.</i>                            | 2169                 |
| <i>age-1(hx546) II.</i>                                             | <b>TJ1052/1891</b>   |
| <i>daf-16(mu86) I.; age-1(hx546) II.</i>                            | 2150                 |
| <i>daf-16(syb707) I.</i>                                            | 5010                 |
| <i>daf-16(mu86) I.</i>                                              | <b>CF1038/1660</b>   |
| <i>ets-4(rrr16) X.</i>                                              | 1758                 |
| <i>daf-16(mu86) I.; ets-4(rrr16) X.</i>                             | 2107                 |
| <i>pqm-1(ok485) II.; ets-4(rrr16) X.</i>                            | 2106                 |
| <i>ftn-1(ok3625) V.</i>                                             | <b>RB2603/2162</b>   |
| <i>pqm-1(ok485) II.</i>                                             | <b>RB711/2104</b>    |
| <i>daf-16(mu86) I.; pqm-1(ok485) II.</i>                            | 2105                 |
| <i>pqm-1(ok485) II.; ets-4(rrr16) X.</i>                            | 2033                 |
| <i>pqm-1(syb432) II.</i>                                            | 2156                 |
| <i>pqm-1(syb432) II.; ets-4(rrr16) X.</i>                           | 2157                 |
| <i>rege-1(rrr13) I.</i>                                             | 5018                 |
| <i>rege-1(rrr13) I.; ets-4(rrr16) X.</i>                            | 1759                 |
| <i>daf-16(syb707) I.; ets-4(rrr16) X.</i>                           | 5054                 |
| <i>daf-16(mu86) I.; pqm-1(ok485) II.; ets-4(rrr16) X.</i>           | 5062                 |
| <i>ftn-1(ok3625) V.; ets-4(rrr16) X.</i>                            | 5063                 |
| <i>daf-2(e1370) III.</i>                                            | <b>CB1370/1173</b>   |
| <i>daf-2(e1370) III.; ets-4(rrr16) X.</i>                           | 5096                 |
| <i>sybSi67[Pdpy-30::ftn-1::unc-54 3'UTR] II.; unc-119(ed3) III.</i> | 5069/ <b>PHX1798</b> |
| <i>sybSi72[Pvit-5::ftn-1::unc-54 3'UTR] II.; unc-119(ed3) III.</i>  | 5071/ <b>PHX1920</b> |

|                                                   |                    |
|---------------------------------------------------|--------------------|
| <i>ftn-2(ok404) l.</i>                            | <b>RB668/5085</b>  |
| <i>ftn-2(ok404) l.; ets-4(rrr16) X.</i>           | 5093               |
| <i>ftn-1(syb2550) V.</i>                          | 5118               |
| <i>ftn-1(syb2550) V.; ets-4(rrr16) X.</i>         | 5112               |
| <i>wuls57[pPD95.77 sod-5::GFP, rol-6(su1006)]</i> | 5106/ <b>GA411</b> |
| <i>ftn-1(syb4641) V.</i>                          | 2213               |
| <i>ftn-1(syb4641) V.; ets-4(rrr16) X.</i>         | 2214               |

“CGC” indicates strain numbers deposited in the Caenorhabditis Genetics Center; “RAF” strain numbers in the Ciosk lab collection; “Other” strains obtained from other sources.

**Supplementary Table 2. Primers for cloning pET28a-derived plasmids expressing recombinant FTNs.**

Relevant to Fig. 6

| Construct name                | Source of ORF          | Cloning primers                                                                                    | Mutagenic primers                                                                       |
|-------------------------------|------------------------|----------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------|
| <b>pET28a-FTN-1</b>           | <i>C. elegans</i> cDNA | fwd:GGAGATATACCATGTCTCTA<br>GCTCGTCAAACTAT,<br>rev:CTCGAGTGCGGCCGCTTAAT<br>CAGAAAATTCCTCTTTGTCGAAC |                                                                                         |
| <b>pET28a-FTN-1-E58K/H61G</b> | pET28a-FTN1            | fwd:GGAGATATACCATGTCTCTA<br>GCTCGTCAAACTAT,<br>rev:CTCGAGTGCGGCCGCTTAAT<br>CAGAAAATTCCTCTTTGTCGAAC | fwd:GAGAAGCGTGCGGGTG<br>CCACAGAGCTCATGAG,<br>rev:GCACCGCCACGCTTCTC<br>ATCCGATTGCTCCTTGA |
| <b>pET28a-FTN-2</b>           | <i>C. elegans</i> cDNA | fwd:GGAGATATACCATGTCTCTC<br>GCTCGTCAAACTAC,<br>rev:CTCGAGTGCGGCCGCTTAAT<br>CGGAAAAGTGTTCTTATCGAAG  |                                                                                         |
| <b>pET28a-FTN-2-E58K/H61G</b> | pET28a-FTN2            | fwd:GGAGATATACCATGTCTCTC<br>GCTCGTCAAACTAC,<br>rev:CTCGAGTGCGGCCGCTTAAT<br>CGGAAAAGTGTTCTTATCGAAG  | fwd:GAGAAGCGTGAGGGTG<br>CTACCGAGCTCATGC,<br>rev:GCACCCTCACGCTTCTC<br>ATCCGATTGTTCTTGAAG |

## Supplementary References

- 1 Heinz, S. *et al.* Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* **38**, 576-589, doi:10.1016/j.molcel.2010.05.004 (2010).
- 2 Tepper, R. G. *et al.* PQM-1 complements DAF-16 as a key transcriptional regulator of DAF-2-mediated development and longevity. *Cell* **154**, 676-690, doi:10.1016/j.cell.2013.07.006 (2013).
- 3 Sievers, F. *et al.* Fast, scalable generation of high-quality protein multiple sequence alignments using Clustal Omega. *Mol Syst Biol* **7**, 539, doi:10.1038/msb.2011.75 (2011).
- 4 Kelley, L. A., Mezulis, S., Yates, C. M., Wass, M. N. & Sternberg, M. J. The Phyre2 web portal for protein modeling, prediction and analysis. *Nat Protoc* **10**, 845-858, doi:10.1038/nprot.2015.053 (2015).

The uncropped scan of gels shown in Figure S4d:

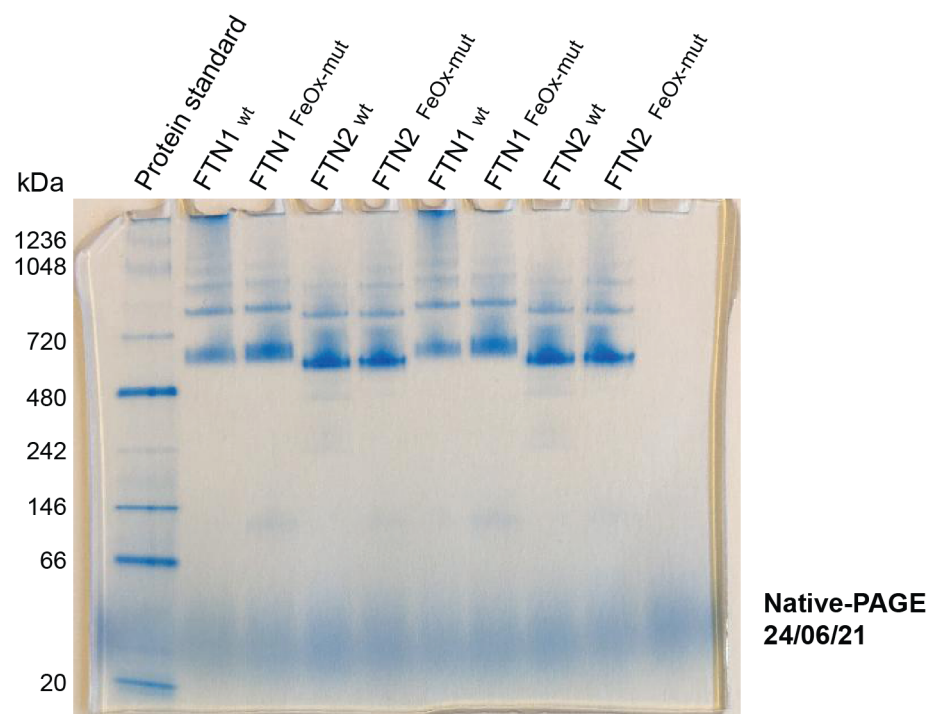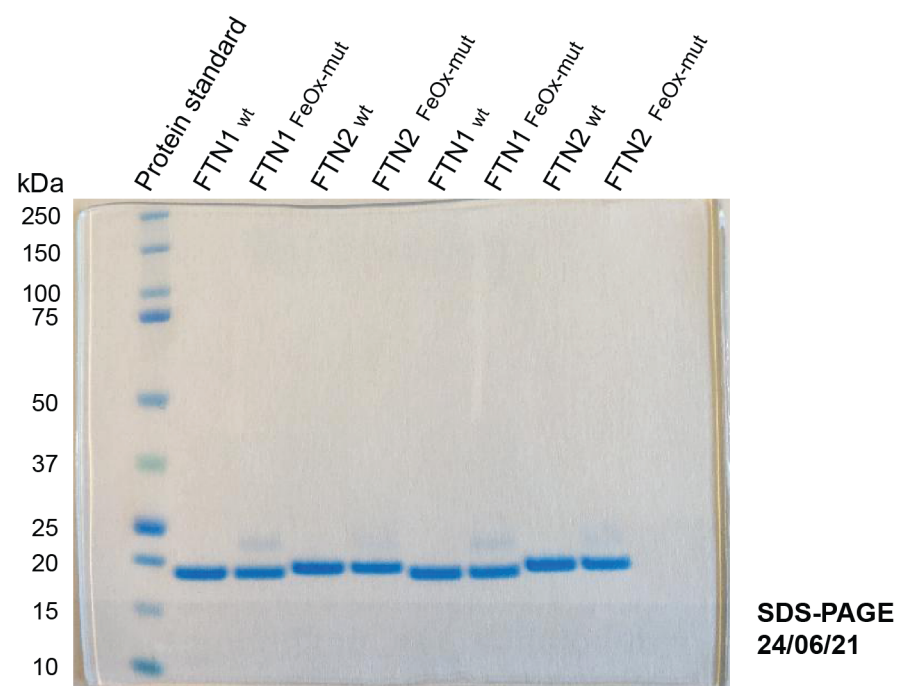

**Supplement:** Supplementary file 1 — Supplementary information

# Supplementary material for: Ferritin-mediated iron detoxification promotes hypothermia survival in Caenorhabditis elegans and murine neurons
**Source:** Nat Commun. 2022 Aug 19;13:4883. doi: 10.1038/s41467-022-32500-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Gene expression changes for all detected genes by RNAseq.

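The table gives one log2 fold change per gene for each of the 3 comparisons at 4 °C, averaged over the replicates after library size normalization and a pseudocount of 8. The part of the table read here held 1999 genes. The same fold changes computed from the counts correlated with them at 1.00 across these genes in each comparison, with a largest difference of 0.04 on the log2 scale. For *ftn-1* the paper's values are 2.10, -1.52 and -1.20 for *ets-4* against wt, the *daf-16* double mutant against *ets-4* and the *pqm-1* double mutant against *ets-4*, and the values from the counts were 2.08, -1.51 and -1.19. For *ftn-2* the paper's values are 0.61, 0.17 and -0.32, and the values from the counts were 0.61, 0.17 and -0.32.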

The log2 fold changes were calculated based on the average of two biological replicates.

Relevant to Fig. 4a.

File Name: Supplementary Data 2

Description: Data and analysis of the *C. elegans* cold-survival experiments. Relevant to multiple figures.

# Supplementary material for: Ferritin-mediated iron detoxification promotes hypothermia survival in Caenorhabditis elegans and murine neurons
**Source:** Nat Commun. 2022 Aug 19;13:4883. doi: 10.1038/s41467-022-32500-z
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

No custom software were used in data collection. Poly-A mRNA was sequenced using a HiSeq 50-cycle single-end reads protocol on a HiSeq 2500 device (Illumina). Imaging of *C. elegans* stained with Oil Red O was performed using either wide-field microscope Z1 (Carl Zeiss) with 10x objective, color camera AxioCam MRc (Carl Zeiss) and using Zen 2.5 (blue edition) software (Carl Zeiss), or using Nikon SMZ25 with DeltaPix color camera with 60x zoom and using DeltaPix inSight Basic Software. Fluorescent imaging of GFP- or mCHERRY-tagged *C. elegans* nuclei was performed with Carl Zeiss Axio Imager Z2 equipped with a Yokogawa CSU-W1 scan-head, 2 PCO Edge cameras and Plan-Apochromat 40x/1.3 oil objective, and ZEN 2.5 (blue edition) software (Carl Zeiss). Imaging of SOD-5::GFP-expressing *C. elegans* was performed with Axio Imager.Z2 (Carl Zeiss) equipped with Axiocam 506 mono digital camera (Carl Zeiss) and Plan-Apochromat 63x/1.40 Oil DIC M27 objective, and ZEN 2.5 (blue edition) software (Carl Zeiss). Fluorescence intensity of DHE-stained *C. elegans* was measured using a Hidex Sense microplate reader. qRT-PCR was performed using a CFXConnect Real-Time System (Bio-Rad, USA) and LightCycler480 (Roche, Switzerland). Imaging of primary neurons stained with various methods was performed using either fluorescence microscope (Leica DMI 4000B, Germany) or confocal fluorescence microscope (Leica TCS SP5, Germany), and LAS X SP8 software. Time-Resolved Measurement (TRM) software (Shimadzu, Japan) for LC-ICP-MS was used for controlling both ICP and LC analytical systems, as well as for data collection. Protein MS spectra were acquired with TimsTOF Pro mass spectrometer (Bruker Daltonics, Bremen, Germany).

#### Data analysis

The Phyre2 web portal was applied to structural alignment of *H. sapiens* ferritin heavy chain 1 and *C. elegans* FTN-1, and the Clustal Omega website (<https://www.ebi.ac.uk/Tools/msa/clustalo/>) or JalView 2.11.2.2 interface (<http://www.jalview.org/>) for amino acid sequence alignments. Statistical comparison of survival curves between *C. elegans* strains was done using pairwise Wilcoxon signed rank test, in R v4.0.1. FASTQC was used to check the quality of the raw sequence data and STAR 2.5.0a for *C. elegans* genome mapping, and EnrichedHeatmap v1.27.0 (an R/Bioconductor package) was used for mRNAseq data analysis and visualization. The sequence motif enrichment analysis was performed with HOMER v4.10, for each cluster with the following parameters: -start -1500, -end 1500, -p 6, and all genes in the genome were used as background. Fiji ImageJ v1.53f51 (public domain software from the National Institutes of Health; <http://imagej.nih.gov/ij/>) was used for basic image processing, including quantification of mean fluorescent intensity, Oil Red O staining and FeRhoNox-1 staining. In addition, 'Simple Neurite Tracer' plugin in ImageJ was applied to analyze neurite paths. GraphPad Prism v6.01 and v8 were used for statistical analysis and R for statistical comparisons of survival curves and lifespan between strains. Adobe Illustrator v25.0.1

was used for the graphic design of the figures. TRM software (Shimazu, Japan) was used for iron quantification after sample separation (SEC-ICP-MS) by calculating the peak area in the chromatograms, as well as for determining the total iron concentration by direct sample injection (LC-ICP-MS) and quantification based on iron standard solutions. Protein MS data were analyzed with PEAKS Studio v10.6 software.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Source data are provided with this paper. The RNA sequencing data generated during the current study are available in the GEO repository, with the accession No. GSE131870: (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131870>). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD034794 and 10.6019/PXD034794 (<https://www.ebi.ac.uk/pride/archive/projects/PXD034794/private>). The rest of data supporting the findings of this study are available from the corresponding author upon request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample sizes were chosen based on previous experience.

In RT-qPCR analysis RNA concentration was determined based on UV absorbance, the same amount of RNA was used to prepare cDNA, and the same cDNA concentration was used to perform RT-qPCR analysis. Around 1000 nematodes were collected per condition to prepare lysate for RNA isolation for polyA mRNA sequencing and RT-qPCR analysis. Equal amounts of RNA were used for further processing as indicated in Methods. The sample size of around 1000 nematodes per condition allows to obtain sufficient amount of total RNA for all further analyses. Moreover, such sample size per dish is optimal to avoid nematode overcrowding and starvation.

Around 100 nematodes were selected for each time point, in each biological replicate, for life curve and lifespan assays, which is optimal to avoid overcrowding and starvation, but provides significant differences between tested samples.

Worms extracts for ICP-MS were diluted to the same concentration based on UV absorbance. The sample size was chosen to obtain iron content value in the standard curve range. The number of animals used for each analysis is delineated within either each respective figure legend or in the further information in the Methods.

During the process of neuronal cell spheres acquisition heads from approx. 10 fetal mice were isolated to establish single-cell suspension culture. Several mice were selected for breeding, based on availability for a given genotype and capability for reproduction. All mice became pregnant, and all available fetuses were collected to generate a large supply of neurospheres. Three separately differentiated cultures of neuronal spheres towards noradrenergic neurons were used to prepare three distinct samples for each experimental group and conduct cell-oriented tests. The variability between estimates was sufficiently small to provide significant differences between test samples in presented studies.

No statistical test was used a priori to determine the sample size. The sample size for *C. elegans* imaging and cell imaging is enough to obtain a representative group of images.

### Data exclusions

No data were excluded from ICP-MS results analyses, cold survival assay, lifespan assay, RT-qPCR results analysis, Oil red O staining analysis and fluorescent imaging results. No data were excluded from protein MS results.

Data from concentration optimization of antioxidant NAC administered to the NGM plates for *C. elegans* cold survival measurement in the presence of NAC were not included in the manuscript.

Data related to the breeding of female C57BL / 6 mice and their preparation for fetal isolation were omitted.

Data from concentration optimization of antioxidants including DFO, Edaravone, NAC, TEMPOL as well as conducted tests for successful mouse Fth-1 overexpression in neurons after lentiviral transduction were not included in this manuscript. Furthermore collected material from assessing cell quality that is neuronal progenitor markers of neural spheres as well as neuronal markers for differentiated noradrenergic neurons were also excluded.

### Replication

For ICP-MS experiments, replicates were made using worm extracts prepared from worms synchronized, grown and lysed separately on different days. For cold survival assay, lifespan assay, RT-qPCR analysis, Oil red O staining analysis and fluorescent imaging biological replicates were prepared by making chunks from separate plates and/or bleaching on separate times/days. Worms were synchronized, grown and analyzed in different times/days. The number of biological replicates of experiments on *C. elegans* and cells are described in the figure legends.

In vitro experiments with recombinant FTNs were done in technical replicates, and in biologically independent experiments that were performed on different days, using daily-fresh solutions of ferrous ammonium sulfate. Samples for protein MS analysis were prepared in three biological replicates from worm pellets grown and treated on different days. Gel electrophoresis of FTN protein variants were performed twice, each time in two technical replicates, all with similar results.

All procedures, chemicals, compounds and conducted analysis applied to the experiments on neural spheres and differentiated neurons were

standardized as best as possible for reliable, at least triple, replication.

Biological replicates were successfully obtained, except for Figs. 9F and S5E, where only technical triplicates are given, which is clearly indicated in the figures legend.

All replication results are included in the final data.

#### Randomization

Worms were synchronized and counted: ~1000 L1 larvae for RT-qPCR experiments, ~100 L1 larvae per plate for cold survival assay and lifespan assay, ~1000 L1 larvae were transferred to each NGM plate with OP50 bacteria. For RNAi experiments, worms were synchronized and counted: ~100 L1 larvae were plated onto agar plates containing carbenicillin and IPTG seeded with overnight culture of RNAi bacteria. The noradrenergic neurons used were differentiated independently and at separate time points. *C. elegans* and cells were allocated into experimental groups at random. All data were uniformly collected between the control and assessment groups.

#### Blinding

ICP-MS data analysis was performed without knowledge about the sample identity. For the rest experiments made on *C. elegans* blinding was not possible, since it was crucial to know which strain was used in a particular experiment in order to optimize the time of worm transfer to NGM plates, as various strains may differ in development. Experiments with primary neurons were not blinded because the settings for acquisition of fluorescence signals had to be adjusted for the control samples in order to avoid signal oversaturation in the remaining samples. The fluorescence microscopy images were then taken using identical settings for all samples, therefore the blinding was irrelevant for the interpretation of results.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

#### Antibodies used

The antibodies utilized herein are as follows:

Nestin (mouse anti-nestin; 1: 500; DSHB, USA; Rat-401-s),  
Foxg-1 (rat anti-FoxG1; 1:100; Abcam, UK; ab18259; LOT: GR30760-1),  
Emx1 (rat anti-Emx1; 1: 100; Millipore, USA; ab15067; LOT: NG1554210)  
Emx2 (rabbit anti Emx2; 1:100; Abgent, USA; AP5542c; LOT: SA100408AF)  
Th (mouse anti-TH; 1:100; Abcam, UK; ab112; LOT: GR3204690-7),  
S100b (rat anti-S100B; 1:100; Abcam, UK; ab52642; LOT: GR3215095-1),  
DBH (sheep anti-DBH; 1:500; Abcam, UK; ab19353; LOT: GR287731-12),  
Darpp32 (rat anti-DARPP32; 1:50; Abcam, UK; ab40801; LOT: GR286695-12),  
NEFH (mouse anti-NEFH; 1:50; DSHB, USA; RT97).

#### Validation

Except for nestin and NEFH, all remaining antibodies were used only to check the progress of neurosphere's differentiation. All antibodies are commercially available, and have been validated by their corresponding manufacturer's.

Anti-Foxg1 (ab18259) – validated for western blot and immunofluorescence by manufacturer. Reacts with mouse, rat and human endogenous levels of total FOXG1 protein.

Anti-Emx1 (ab15067) – validations by manufacturer are no available. Reacts with human endogenous levels of total EMX1 protein.

Anti-Emx2 (AP5542c) - validated for western blot by manufacturer. Reacts with human endogenous levels of total EMX2 protein.

Anti-Th (ab112) – validated for western blot and immunohistochemistry by manufacturer. Reacts with rat endogenous levels of TH protein.

Anti-S100b (ab52642) – validated for western blot and immunofluorescence by manufacturer. Reacts with mouse, rat and human endogenous levels of total S100b protein.

Anti-DBH (ab19353) – validated for immunofluorescence by manufacturer. Reacts with rat endogenous levels of DBH protein.

Anti-Darpp32 (ab40801) – validated for western blot and immunofluorescence by manufacturer. Reacts with mouse, rat and human endogenous levels of total Darpp32 protein.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                    |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Primary neuronal stem cells as neural progenitor spheres were established using fetal C57BL/6 mouse strain. HEK293T cell line was purchased from ATCC (no. CRL-3216™, ATCC, Virginia, USA).        |
| Authentication                                                    | Neural progenitor spheres were checked for the presence of protein markers on neuronal progenitors by the authors of the article. HEK293T cells have been authenticated by ATCC company at source. |
| Mycoplasma contamination                                          | Cell cultures were not tested for Mycoplasma contamination.                                                                                                                                        |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used in the study.                                                                                                                                            |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | In this study we used a hermaphroditic species, <i>Caenorhabditis elegans</i> , strains: The strains used in this work: wild type (N2, Bristol); RAF2169 age-1(hx546) II.; ets-4(rrr16) X., TJ1052 age-1(hx546) II., RAF2150 daf-16(mu86) I.; age-1(hx546) II., RAF5010 daf-16(syb707) I., CF1038 daf-16(mu86) I., RAF1758 ets-4(rrr16) X., RAF2107 daf-16(mu86) I.; ets-4(rrr16) X., RAF2106 pqm-1(ok485) II.; ets-4(rrr16) X., RB2603 ftn-1(ok3625) V., RB711 pqm-1(ok485) II., RAF2105 daf-16(mu86) I.; pqm-1(ok485) II., RAF2033 pqm-1(ok485) II.; ets-4(rrr16) X., RAF2156 pqm-1(syb432) II., RAF2157 pqm-1(syb432) II.; ets-4(rrr16) X., RAF5018 rege-1(rrr13) I., RAF1759 rege-1(rrr13) I.; ets-4(rrr16) X., RAF5054 daf-16(syb707) I.; ets-4(rrr16) X., RAF5062 daf-16(mu86) I.; pqm-1(ok485) II.; ets-4(rrr16) X., RAF5063 ftn-1(ok3625) V.; ets-4(rrr16) X., CB1370 daf-2(e1370) III., RAF5096 daf-2(e1370) III.; ets-4(rrr16) X., PHX1798 sybSi67[Pdpy-30::ftn-1::unc-54 3'UTR] II.;unc-119(ed3) III., PHX1920 sybSi72[Pvit-5::ftn-1::unc-54 3'UTR] II.;unc-119(ed3) III., RB668 ftn-2(ok404) I., RAF5093 ftn-2(ok404) I.; ets-4(rrr16) X., RAF5118 ftn-1(syb2550) V., RAF5112 ftn-1(syb2550) V.;ets-4(rrr16) X., GA411 wuIs57[pPD95.77 sod-5::GFP, rol-6(su1006)], RAF2213 ftn-1(syb4641) V., RAF2214 ftn-1(syb4641) V.; ets-4(rrr16) X. The sex of the mice fetuses was not checked. They were taken for isolation at gestation day between E9-11. The animals in the experiment were kept in constant, strictly defined, regulated and controlled atmospheric conditions, i.e. at a temperature of 22°C +/- 2°C, air humidity 55-60%, in a daily cycle of 12 hours of light (12 hours continuous) / 12 hours of darkness (continuity of 12 hours), in the experimental and living room, where the air exchange is at the level of 8-15 changes / h. |
| Wild animals            | Study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Field-collected samples | Study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Ethics oversight        | Studies on <i>C. elegans</i> require no ethical approval.<br>Pregnant female mice were used as source of fetal brain tissues to derive primary differentiated neurons of mammalian origin. Collection of mouse embryonic brain tissues was approved by the Local Ethics Committee at Poznan University of Life Sciences, Poland.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

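Poly-A RNA-seq libraries of *C. elegans* wild type (wt), *ets-4*, *daf-16; ets-4* and *pqm-1; ets-4* animals were analysed, with 2 biological replicates per strain at 4 °C and 2 at 20 °C. The authors mapped single-end reads of 50 cycles to the WBcel235 genome with STAR, allowing 3 mismatches and keeping uniquely mapped reads, and counted the reads that overlapped exons of protein-coding genes with summarizeOverlaps. The authors deposited these counts per gene and library without normalization. The paper's text does not state the annotation release or whether the counting used the strand, so overlapping genes on opposite strands and near-identical gene copies are uncertain. The sample labels include 20 °C libraries, while the paper's RNA-seq text reports on the 4 °C libraries.

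Strain, temperature and replicate number came from the sample labels and the paper. The pairing of libraries by replicate number comes from the replicate numbers in the labels and from the replicate columns r1 and r2 of Fig. 4a. Gene symbols and coordinates came from the Ensembl release 115 annotation of WBcel235, in which 20159 of the 20447 genes (98.6%) were found. Total counts per library, 32046029 to 48770269, limit the precision for genes with few reads.

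From the counts, the log2 fold changes of the paper's rule were computed in Python 3.11.15: counts were divided by the library total, multiplied by the mean total of the 8 libraries at 4 °C, and log2 was taken after adding 8. The paper's text does not name the total to which libraries were scaled. A total of 6 scaling targets were tried after the data were seen, with the counts in Fig. 4 in view; the mean total of the 8 libraries at 4 °C had been fixed beforehand and was kept. Clusters were formed by k-means in scikit-learn 1.9.0. The edgeR 4.0.16 quasi-likelihood test was run in R 4.3.3 on the counts with TMM normalization, the filterByExpr filter and robust estimation, with an adjusted p under 0.05 by the Benjamini-Hochberg method as the threshold. Comparisons at 4 °C used the 8 libraries at 4 °C, and comparisons with 20 °C used all 16. The test itself gives no standard error. The standard errors printed here are approximate: the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. CPM values used TMM-normalized library sizes over all 16 libraries. Random lists of genes were matched on mean expression, with 10000 lists per test.

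The edgeR fits were tested on simulated counts with 4-fold changes planted in 200 genes, of which 197 or 198 passed the filter. With independent replicates, 89.3% of 197 changed genes were recovered and 5.9% of the calls were false, over 14344 genes. With a shared replicate difference, 71.7% of 198 were recovered without a block and 97% with it, with 0 false calls without the block and 9% of the calls false with it, over 14384 genes. The 2-fold rule recovered 186 of 200 planted genes and called 4 of 20447 genes up where no change was planted. This simulation planted changes in genes with high counts and had no shared replicate difference. The genes of clusters 1 and 2 had median scaled counts of 24.5 and 20.9 in wt at 4 °C. The simulation therefore does not show how the rule performs on the genes it called up here.

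The genes to be named were fixed by a rule before the data were examined: the genes the paper names in connection with *C. elegans* expression or the mutants, and for each of the 3 comparisons at 4 °C the 5 genes with the largest rise and the 5 with the largest fall among those that passed both the edgeR test and the 2-fold rule. Other genes are said to have been chosen after their values were seen. The alternatives were other normalizations, DESeq2 1.42.0, other filters, the replicate number as a block, other sets of libraries, a test against a 1.5-fold change, other pseudocounts, scalings, pairings, thresholds and clusterings, and leaving out each library in turn. A covariate made from sperm genes, the other scaling targets, separate replicate pairs for choosing genes and measuring their fall, and leaving out libraries for the clusters and percents were added after the data were seen. The list of sperm genes was itself written after some of them had been seen to differ between replicates. Comparisons of the double mutants at 20 °C and against wt were also added after the data were seen. Survival, RT-qPCR and chromatin binding data were not analysed here.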

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

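Of the tests in this part, some were chosen after the result had been seen. These were the tests of mislabelled libraries, of reads shared with a neighbouring gene and of more sperm transcripts. The tests of a difference between replicates, of the sperm score and of the number of genes called at equal depth were also chosen then. The tests of embryo genes, cluster 2 at equal depth and linked variants were chosen before. Each group held 2 libraries, so no test was made of a library lying far from its group.

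The *ets-4* transcript was lower in the *ets-4* libraries than in wt at 4 °C and higher in the libraries labelled *ets-4* at 20 °C, a difference between temperatures. Its log2 fold change was -3.47 at 4 °C and 2.18 at 20 °C (standard error 0.51, adjusted p = 0.256 from edgeR; 0.0137 with the replicate number as a block), in libraries the paper's text does not report on. Both libraries labelled *ets-4* lay below both wt libraries at 4 °C and above both at 20 °C. The interaction of genotype and temperature was -5.63 (standard error 0.75, adjusted p = 0.28 from edgeR; 0.00893 with the block). Over the alternatives, the adjusted p of the interaction ranged from 8.23e-10 with DESeq2 to 0.916. In the libraries labelled *daf-16; ets-4* and *pqm-1; ets-4* at 20 °C, *ets-4* was higher than in wt by 2.38 (adjusted p = 0.0264 from edgeR) and 2.57 (adjusted p = 0.0175).

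The other mutated genes were examined at 20 °C too. In the libraries labelled *daf-16; ets-4*, *daf-16* had 107 and 174.5 CPM, against 163 and 185 in those labelled *ets-4* and 166 and 154.5 in wt, so replicate 2 lay above both wt libraries. Its log2 fold change against *ets-4* was -0.31 (standard error 0.19, adjusted p = 0.451 from edgeR; 0.294 with the block). In the libraries labelled *pqm-1; ets-4*, *pqm-1* had 5.98 and 16.15 CPM, against 20.4 and 32.8 in those labelled *ets-4* and 15.6 and 22.6 in wt, with a log2 fold change of -1.27 against *ets-4* (standard error 0.42, adjusted p = 0.263 from edgeR; 0.0233 with the block).

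Mislabelled libraries at 20 °C were tested with other genes. Of the 21 genes down in *ets-4* at 4 °C other than *ets-4* itself, 71.4% were lower in both libraries labelled *ets-4* at 20 °C than in both wt libraries. The same share was 71.4% for the libraries labelled *daf-16; ets-4* and 47.6% for those labelled *pqm-1; ets-4*. Of 21 genes other than *daf-16* itself that were lower in *daf-16; ets-4* than in *ets-4* at 4 °C, 90.5% were lower in both libraries labelled *daf-16; ets-4* at 20 °C. Of the 7 genes that differed between *pqm-1; ets-4* and *ets-4* at 4 °C, 100.0% differed the same way between both libraries labelled *pqm-1; ets-4* and both labelled *ets-4* at 20 °C. Among them, *Y102A5C.36* had 0 and 1 counts in the 20 °C libraries labelled *pqm-1; ets-4*, against 156 and 285 in those labelled *ets-4*, 344 and 472 in those labelled *daf-16; ets-4* and 39 and 33 in wt. No share expected by chance was computed. The 47.6% for *pqm-1; ets-4* therefore does not decide, and the check of its labels rests on the 7 genes. With that limit, a mislabelling of the mutant libraries at 20 °C is not what these genes show. However, *ets-4* itself, and *daf-16* in replicate 2 of *daf-16; ets-4*, were not lower than in wt. In replicate 2 of *pqm-1; ets-4*, *pqm-1* (16.15 CPM) lay between the wt libraries (15.6 and 22.6). The gene *ceh-60*, singled out after the values were seen, overlaps *ets-4* by 72 bp on the other strand, but its counts came to at most 16.3% of the excess of *ets-4* counts. A remaining hypothesis is that the transcript left by the mutant allele may be regulated differently at the 2 temperatures; the counts do not show which part of the gene the reads cover, so it was not tested.

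In data the paper's text does not report on, 4844 of 15775 genes differed between 4 °C and 20 °C in wt (2036 up and 2808 down, adjusted p under 0.05 from edgeR; 6567 with the block). In the libraries labelled *ets-4*, 5252 genes differed. A total of 4213 genes were shared, 4211 of them with the same direction. The cold and the control libraries differ in temperature and in the time spent in the cold, and no explanation was tested.

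At 20 °C, 21 genes differed between the libraries labelled *ets-4* and wt (15 up and 6 down). With the block, 224 did. In these libraries *ets-4* itself was higher than in wt. All 21 had the same direction at 4 °C, and 19 of them had an adjusted p under 0.05 there with the block. Among them, *asp-12* (chromosome V, 8269210 to 8272056), singled out after its values were seen, had a log2 fold change of -5.20 at 20 °C (standard error 0.62, adjusted p = 0.0123 from edgeR) and -5.51 at 4 °C (standard error 0.48, adjusted p = 0.0655; 1.28e-05 with the block). The interaction with temperature was -0.30 (adjusted p = 1.0). A variant in the *ets-4* strain background was not tested, so no biological explanation is offered.

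With the block, 276 genes changed at least 2-fold the same way in *pqm-1; ets-4* against *ets-4* at both temperatures, 260 up and 16 down. Variants carried along with the *pqm-1* allele would place these genes near *pqm-1*. Of the 276 genes, 6.2% lay within 2 Mb of it, against 4.6% of the genes tested, at the 86.6th percentile of 10000 random lists. This share does not speak for single genes: *Y17G7B.23*, which rose by 6.03 at 4 °C and 8.27 at 20 °C, lies inside that window (chromosome II, 11999203 to 12001524, with *pqm-1* at 11150391 to 11152595), and a linked variant is not excluded for it. Whether sperm transcripts account for these genes was not tested, and no biological explanation is offered.

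Sperm genes were higher in *pqm-1; ets-4* than in wt at 4 °C, with a median log2 fold change of 1.76 over 36 genes, at the 100.0th percentile of random lists matched on expression. Without the 2 genes of the list that had been seen to differ beforehand, the median of the other 34 was also 1.76. The median was 1.59 in *daf-16; ets-4* and 0.64 in *ets-4* against wt. Oocyte genes had a median of -0.37 and yolk protein genes of -0.46 in *pqm-1; ets-4*, both at percentile 0.0. The signs of these medians in *pqm-1; ets-4* were the same with library totals and with DESeq2's size factors. Several sperm genes belong to a family of near-identical copies whose uniquely mapped reads are uncertain for each member.

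The genes of cluster 2, higher in *ets-4* and higher again in the double mutants, were also higher in replicate 2 than in replicate 1 of wt at 20 °C, with a median difference of 0.80, at percentile 100.0 of random lists. The same difference for the sperm genes was 1.51. For cluster 1 the median was 0.06, at percentile 74.8, and for cluster 3 it was 0.27, at percentile 100.0. More embryos in the double mutants would raise embryo genes, but early embryo genes lay at percentile 2.0 and embryonic epidermis genes at percentile 80.8 in *pqm-1; ets-4* against wt. With all libraries at 4 °C drawn down to 36049588 counts, the 2-fold rule gave 138 genes up in *ets-4* against wt, of which 129 were among the 142 at full depth, and 22 down, so a difference in depth does not account for the number of genes called. Of the cluster 2 genes, 100.0% were still higher in *ets-4* in both replicates, but these genes had been chosen for that pattern. More sperm transcripts remain as a hypothesis for the cluster 2 genes. A difference equal in all libraries of one replicate number would cancel within same-numbered pairs. Within such pairs the cluster 2 genes rose by means of 1.39 and 1.46 in *ets-4* against wt. They rose further by 0.82 and 1.09 in *daf-16; ets-4* and by 0.86 and 1.98 in *pqm-1; ets-4*. These values argue against such a difference as the source of the pattern, though the genes had been chosen for it. They do not argue against more sperm transcripts in the mutant strains than in wt, which would not cancel within same-numbered pairs. The difference between the wt replicates at 20 °C shows that these genes vary between replicates, not why they rose.

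A score from the sperm genes, used as a covariate in place of the replicate number, took the biological coefficient of variation of the libraries at 4 °C from 0.244 to 0.0934, against 0.0787 with the replicate block. This is 91.1% of the drop that the block gives. The score was -2.29 and -0.45 in replicates 1 and 2 of wt, -0.89 and 0.23 in *ets-4*, 0.09 and 1.5 in *daf-16; ets-4* and -0.33 and 2.14 in *pqm-1; ets-4*. Replicate 2 lay above replicate 1 in each strain, so within strains the score follows the replicate number, and a score from other genes that differ between replicates would lower the variation too. The value therefore does not tell sperm transcripts apart from another difference between the replicate numbers. With the score as a covariate, 285, 199 and 103 genes still had an adjusted p under 0.05 from edgeR in the 3 comparisons, so differences between the strains remained at a given score.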

How the results depend on the processing

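The sperm score covariate, the other scaling targets, the separate replicate pairs and the libraries left out for clusters and percents were chosen after the data were seen. Where a value moved, the cause was not tested unless stated.

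The number of genes with an adjusted p under 0.05 in *ets-4* against wt at 4 °C, 0 in edgeR without a block (2025 at an unadjusted p under 0.05), was 1414 with the replicate block (874 up and 540 down) and 0 in the test against a 1.5-fold change (234 at an unadjusted p under 0.05). It was 4 with library totals and 4 with upper-quartile normalization (each 2 up and 2 down), 222 with DESeq2 (171 up and 51 down), 9 with no filter, 9 with at least 10 counts in every library, 42 with all 16 libraries in one fit, 5 with the 4 libraries compared alone and 285 with the sperm score as a covariate.

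For *daf-16; ets-4* against *ets-4* at 4 °C, the 23 genes (4.3% up) became 17 with library totals, 15 with upper-quartile normalization, 189 with DESeq2 (57 up and 132 down, 30.2% up), 37 with no filter, 41 with at least 10 counts, 562 with the replicate block (254 up and 308 down), 2 against a 1.5-fold change, 75 with all 16 libraries, 0 with the 4 libraries compared (1030 at an unadjusted p under 0.05) and 199 with the sperm score. For *pqm-1; ets-4*, the 7 genes became 114 with DESeq2 (53 up and 61 down), 860 with the replicate block (554 up and 306 down), 4 against a 1.5-fold change, 13 with all 16 libraries, 0 with the 4 libraries compared (567 at an unadjusted p under 0.05) and 103 with the sperm score. The other alternatives gave 6 to 10 genes.

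Against 20 °C, the counts for wt and *ets-4* were within 1.5 times the 4844 and 5252 genes under the other alternatives and fell to 2282 and 2501 in the test against a 1.5-fold change. With the replicate block they were 6567 and 7010. At 20 °C, the 21 genes in the libraries labelled *ets-4* (71.4% up) became 116 with DESeq2 (103 up and 13 down, 88.8% up), 224 with the replicate block and 5 against a 1.5-fold change. The interaction, 0 genes (241 at an unadjusted p under 0.05), was 1 with DESeq2 and 1 with the replicate block.

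By the 2-fold rule at 4 °C, the 142 genes up in *ets-4* became 544 with a pseudocount of 1, 39 with 32, 75 with at least 10 counts in every library, 62 with crossed pairing and 777 at 1.5-fold. Scaling by TMM or by size factors and the 5 other scaling targets gave 118 to 174. The 22 genes down became 153, 13 and 102 with a pseudocount of 1, of 32 and at 1.5-fold. Against *ets-4*, the rule gave 163 genes up and 81 down in *daf-16; ets-4*, and 166 up and 34 down in *pqm-1; ets-4*. The 81 genes down in *daf-16; ets-4* became 225, 42, 49, 52 and 265 with a pseudocount of 1, of 32, at least 10 counts, crossed pairing and 1.5-fold. The 34 down in *pqm-1; ets-4* became 121, 18, 21 and 154 with a pseudocount of 1, of 32, at least 10 counts and 1.5-fold. Clusters 1, 2 and 3 held 285, 259 and 153 genes with a pseudocount of 1 and 26, 13 and 13 with 32. Cluster 2 held 27 with at least 10 counts.

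Among genes up in *ets-4*, the percent that fall in *daf-16; ets-4* (40.1%) was 56.4% with a pseudocount of 32, 45.8% with DESeq2's size factors and 30.8% with separate replicate pairs. In *pqm-1; ets-4* (38.0%) it was 53.8%, with at least 10 counts 44.0%, and 29.3% with separate pairs. With genes chosen by edgeR without a block no percent could be computed, since 0 genes had an adjusted p under 0.05 (2025 at an unadjusted p under 0.05). The 874 genes up with the replicate block and the 171 up with DESeq2 would allow it, but no percent was computed for them.

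Leaving out a library unpairs the replicate numbers, so that a difference between replicates enters the comparison. For the 2-fold rule, the clusters and the percents, the other library of the same strain took the place of the one left out. With one library left out at a time, the rule gave 89 to 383 genes up and 34 to 83 down in *ets-4*, 87 to 115 down in *daf-16; ets-4* and 54 to 75 down in *pqm-1; ets-4*. Cluster 1 held 9 to 221 genes, cluster 2 19 to 212 and cluster 3 22 to 83. The percents that fall ranged from 24.4% to 66.3% in *daf-16; ets-4* and from 21.1% to 67.9% in *pqm-1; ets-4*.

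For *ftn-1* in *ets-4* against wt, the log2 fold change of 2.52 was 2.53 with the replicate block, where its adjusted p of 0.0268 from edgeR passed the threshold; over the alternatives its adjusted p ranged from 0.0268 to 0.598. With one library left out it ranged from 1.08 to 4.16, in *daf-16; ets-4* from -4.10 to 0.01 and in *pqm-1; ets-4* from -2.35 to -0.20. In the double mutants its sign was the same under the other alternatives and its adjusted p over all genes stayed above the threshold. Its size was not: with the sperm score as a covariate it was -0.35 in *daf-16; ets-4* and -0.31 in *pqm-1; ets-4*. Without the score these values were -1.44 and -1.65. In *ets-4* against wt, the log2 fold change of *ftn-1* with the score was 3.71. With at least 10 counts in every library *ftn-1* was not tested. Its 7 to 197 counts per library at 4 °C limit the precision of these fold changes.

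Over 34 fold changes of single genes and the other alternatives, 254 comparisons were made, of which 213 kept the direction and the side of the threshold, 29 passed the threshold where they had not, 11 no longer passed it and 1 reversed. The reversed value was *asp-13* in *ets-4* against wt, at -0.22 with the sperm score as a covariate (adjusted p = 0.907 from edgeR). Of the 11, 7 fell to the fit to the 4 libraries compared, and the other 4 were the cold response of *ets-4* in wt. With one library left out, 46 of 144 fold changes moved by more than the spread between replicates, and among these the sign changed for *asp-13* in *ets-4* against wt, from 1.08 to -0.93 without replicate 2 of *ets-4*, and for *ftn-1* between 4 °C and 20 °C in wt, from 0.74 to -0.89 without replicate 1 of wt at 4 °C. The sign of *ftn-1* in *daf-16; ets-4* against *ets-4* also changed, from -1.44 to 0.01 without replicate 1 of *ets-4*. Within same-numbered pairs, *asp-13* rose by 1.27 and 1.13 in *ets-4* against wt, and *ftn-1* changed by -1.17 and -1.84 in *daf-16; ets-4*.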

Differences from the paper's values

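The fold changes of *ftn-1*, *ftn-2* and *daf-16* in the paper's table and the counts in Fig. 4 differed from the values obtained here by less than the limits set for a difference. Fig. 4a, read by eye, gives about 76, about 74 and about 23 genes in clusters 1, 2 and 3, against 72, 70 and 22 here, and Fig. 4b gives about 150 genes up in *ets-4*, against 142 here.

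The paper states that expression of *ftn-1* in *ets-4* depends on both DAF-16 and PQM-1 and that *ftn-2* does not, in its RNA profiling as in RT-qPCR. In the counts, *ftn-1* had a log2 fold change of 2.52 in *ets-4* against wt, -1.44 in *daf-16; ets-4* and -1.65 in *pqm-1; ets-4* against *ets-4*, with adjusted p of 0.43, 0.791 and 0.667 from edgeR. With the replicate number as a block, an alternative set before the data were examined, the first had an adjusted p of 0.0268 and the others 0.107 and 0.111. Adjusted over the 7 candidate genes alone with the block, the adjusted p of *ftn-1* from edgeR was 0.0403 in *daf-16; ets-4* and 0.0369 in *pqm-1; ets-4*, both under 0.05; the list is the paper's own selection from these data, so this shows no stability. By the paper's own 2-fold rule, *ftn-1* was up at least 2-fold in *ets-4* and down at least 2-fold in both replicates of *daf-16; ets-4*, but not of *pqm-1; ets-4*, where replicate 2 fell by 0.61 on the log2 scale.

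The *ftn-2* transcript was higher in *ets-4* than in wt by 0.56, with an adjusted p of 0.188 from edgeR, 0.00849 with the block and 0.00127 with DESeq2. In *pqm-1; ets-4* against *ets-4* it fell by 0.36, with an adjusted p of 0.626 from edgeR and 0.0411 with the block.

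The paper states that many changes seen in *ets-4* were reverted in the double mutants. Among the genes up in *ets-4*, 40.1% fell in *daf-16; ets-4* and 38.0% in *pqm-1; ets-4*. With a pseudocount of 32, set before the data were examined, 56.4% and 53.8% fell. Leaving out each library in turn, which was added after the values were seen and unpairs the replicate numbers, gave 24.4% to 66.3% and 21.1% to 67.9%. These percents pool clusters 1 and 2, while the paper treats cluster 2 as apparently unrelated to either factor. Of the 72 genes of cluster 1, 55 fell in *daf-16; ets-4* and 53 in *pqm-1; ets-4*. Of the 70 of cluster 2, 2 and 1 fell. The clusters were formed on these same fold changes. Of the 22 genes down in *ets-4*, 11 rose in *daf-16; ets-4* and 17 in *pqm-1; ets-4*, with 0 rising 2-fold in both replicates of either.

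The paper names 7 candidate genes as up in *ets-4*. By the 2-fold rule 7 were up, and by edgeR over all genes 0 had an adjusted p under 0.05 without a block and 5 with it. DESeq2 gave an adjusted p of 0.00698 for *cpt-4*. Adjusted over the 7 genes alone, 2 passed without the block.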

Other observations

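The test of regression to the mean was chosen before its result was seen, and the test of mitochondrial transcripts after.

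Genes chosen as high in the *ets-4* libraries can fall in a comparison against the same libraries through their noise alone. In *daf-16; ets-4*, 40.1% of the genes up in *ets-4* fell, against 44.8% of other genes above a minimum count. In *pqm-1; ets-4* it was 38.0% against 40.6%. These other genes were not matched on expression. Whether there was an excess for regression to the mean to explain was therefore not settled, and the test does not decide. With the genes chosen in one replicate pair and the fall measured in the other, 30.8% fell in *daf-16; ets-4* and 29.3% in *pqm-1; ets-4*. When genes were chosen in replicate 1, 24.3% of 374 genes fell in replicate 2 of *daf-16; ets-4* and 23.0% of *pqm-1; ets-4*, against medians of 35.0% and 32.6% in random lists matched on expression. When genes were chosen in replicate 2, 37.5% of 570 genes and 35.4% fell, against 39.3% and 41.2%. The test covers all genes up in *ets-4*, not *ftn-1* or cluster 1 alone, which was formed by its fall.

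The 12 protein-coding genes of the mitochondrial genome were all higher in *ets-4* than in wt. Their median log2 fold change was 0.80 at 4 °C (0.19 to 1.42). In the libraries labelled *ets-4* at 20 °C, where *ets-4* itself was higher than in wt, it was 0.95 (0.43 to 1.89). Over both temperatures, 24 of 24 fold changes were above 0, which restates the pattern and does not decide between explanations. At 4 °C, 0 genes had an adjusted p under 0.05 from edgeR without a block and 11 with it. At 20 °C the numbers were 2 and 5. In both double mutants 12 of 12 were lower than in *ets-4*, with medians of -1.02 in *daf-16; ets-4* and -0.81 in *pqm-1; ets-4* at 4 °C, and -1.05 and -1.10 at 20 °C. These directions were the same for each of the 12 genes with library totals and with DESeq2's size factors in place of TMM. The same *ets-4* libraries enter the rise and the fall, so high values in them alone would give both. Against wt at 4 °C with TMM, 2 of 12 were higher in *daf-16; ets-4* (median -0.13) and 7 of 12 in *pqm-1; ets-4* (median 0.1). A change in mitochondrial RNA as a whole cannot be told apart from a technical difference, such as in how poly-A selection recovered these transcripts, which was not tested.

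The paper measured several transcripts by RT-qPCR in the cold, and the RNA-seq libraries give these values for 4 °C against 20 °C. In wt, *ets-4* rose by 1.47 on the log2 scale (standard error 0.50, adjusted p = 0.0471 from edgeR; 0.00358 with the block; 0.00358 to 0.0723 over the alternatives). The *daf-16* transcript changed by 0.38 (standard error 0.19, adjusted p = 0.148; 0.119 with the block). The *pqm-1* transcript rose by 3.53 (standard error 0.44, adjusted p = 0.000186 from edgeR). In wt, *ftn-1* changed by 0.74 (standard error 1.19, adjusted p = 0.699 from edgeR; -0.89 without replicate 1 of wt at 4 °C, which unpairs the replicate numbers) and *ftn-2* by 0.14 (standard error 0.15, adjusted p = 0.52). Between the libraries labelled *ets-4*, *ftn-1* changed by 2.52 (standard error 1.15, adjusted p = 0.123; 0.0987 with the block) and *ftn-2* by 0.37 (standard error 0.15, adjusted p = 0.0724; 0.0465 with the block).

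Of the 5 *sod* genes, *sod-4* and *sod-5* differed between 4 °C and 20 °C in wt, by 0.71 (standard error 0.19, adjusted p = 0.0131 from edgeR) and 2.84 (standard error 0.63, adjusted p = 0.0054). Between the libraries labelled *ets-4*, *sod-4* rose by 1.06 (standard error 0.19, adjusted p = 0.00116) and *sod-5* changed by 0.63 (standard error 0.72, adjusted p = 0.569). The difference between the strains for *sod-5* was -2.21 (standard error 0.98, adjusted p = 1.0 from edgeR), so the response to cold was not shown to differ. By the 2-fold rule *sod-5* was among the 22 genes down in *ets-4* against wt at 4 °C, by -1.47 and -1.16 in the replicates, with 27 and 19 counts in wt and 5 and 4 in *ets-4*. The log2 fold change from edgeR was -2.40 (standard error 0.51, adjusted p = 0.226; 0.0241 with the block; 0.0241 to 0.328 over the alternatives). Adjusted over the 5 genes alone, 2 passed in wt and 1 in *ets-4*, as over all genes.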
